# Control of a gene transfer agent cluster in *Caulobacter crescentus* by transcriptional activation and anti-termination

**DOI:** 10.1038/s41467-024-49114-2

**Published:** 2024-06-04

**Authors:** Ngat T. Tran, Tung B. K. Le

**Keywords:** Bacteriology, Bacterial genetics

## Abstract

Gene Transfer Agents (GTAs) are phage-like particles that cannot self-multiply and be infectious. *Caulobacter crescentus*, a bacterium best known as a model organism to study bacterial cell biology and cell cycle regulation, has recently been demonstrated to produce bona fide GTA particles (CcGTA). Since *C. crescentus* ultimately die to release GTA particles, the production of GTA particles must be tightly regulated and integrated with the host physiology to prevent a collapse in cell population. Two direct activators of the CcGTA biosynthetic gene cluster, GafY and GafZ, have been identified, however, it is unknown how GafYZ controls transcription or how they coordinate gene expression of the CcGTA gene cluster with other accessory genes elsewhere on the genome for complete CcGTA production. Here, we show that the CcGTA gene cluster is transcriptionally co-activated by GafY, integration host factor (IHF), and by GafZ-mediated transcription anti-termination. We present evidence that GafZ is a transcription anti-terminator that likely forms an anti-termination complex with RNA polymerase, NusA, NusG, and NusE to bypass transcription terminators within the 14 kb CcGTA cluster. Overall, we reveal a two-tier regulation that coordinates the synthesis of GTA particles in *C. crescentus*.

## Abstract (web summary)

This study reveals that in the alpha-proteobacterium, *Caulobacter crescent*, a two-tier regulation by transcriptional activation and anti-termination coordinates the synthesis of phage-like Gene Transfer Agents (GTA) particles.

## Introduction

Viruses and mobile genetic elements are major drivers of evolution in bacteria^1,2^. In some cases, there is evidence that these elements might be co-opted to perform biological functions for the host, thus providing selective advantages for the producing organisms^3–7^. Virus-like Gene Transfer Agents (GTAs) are among these cases^3,4,8,9^. GTAs were first discovered and characterized in the non-sulfur photosynthetic bacterium *Rhodobacter capsulatus*^10^, but have now been found in a wide range of bacterial species and archaea^3,4,11,12^. Homologs of GTA core genes are common in abundant environmental organisms, and it has been speculated that ~10^6^ virus-like particles per milliliter of marine water could be GTAs^11,13–16^. GTAs are thought to be domesticated prophages that can no longer self-multiply and be infectious, but can still transfer DNA via a DNA-filled capsid head^3,17–22^. In contrast to canonical phages, which preferably package and transfer their own DNA, genomic DNA from the host is packaged into GTA particles in a relatively non-specific manner, although some packaging bias exists in certain species^3,4,20,23,24^. Most notably, the length of DNA packaged into GTA particles is not sufficient to contain the entire gene cluster encoding GTA components^3,22^. Moreover, multiple accessory genes necessary for GTA synthesis are distributed across the host genome, sometimes megabases away from the main GTA gene cluster^3,21,23,24^, thus GTAs cannot transfer themselves horizontally nor be self-replicative and infectious.

Since host bacteria ultimately die to release GTA particles, the production of GTA particles must be tightly regulated and integrated with the host physiology to prevent a collapse in cell population. In *R. capsulatus*, RcGTA gene expression and production are under the control of multiple host regulatory systems including the CckA-ChpT-CtrA phosphorelay, quorum sensing, and a sigma/anti-sigma-like mechanism^25–35^. Recently, a direct and dedicated activator of the RcGTA gene cluster, GafA, was identified^36^. Further characterization of this multi-domain activator by Sherlock and Fogg (2022) demonstrated that GafA controls RcGTA gene expression via a direct interaction with the RNA polymerase omega subunit (RpoZ-ω), potentially recruiting RNA polymerase to GTA-specific promoters for transcriptional activation^37^.

More recently, we and colleagues demonstrated that the α-proteobacterium *Caulobacter crescentus*, best known as a model organism to study cell cycle regulation^38^, produces bona fide GTA particles (CcGTA)^23^. In this bacterium, a 14-kb long gene cluster, spanning from CCNA02880 (here named *gtaT*) to CCNA02861 (here named *gtaB*), encodes the majority of genes required for the synthesis of GTA particles^23^ (Fig. 1a). CcGTAs were shown to encapsulate host genomic DNA (~8.3 kb on average)^23^, most likely through head-full packaging^17^. Unlike RcGTA, CcGTA synthesis is repressed under normal laboratory conditions by the transcriptional repressor RogA^23^ (Fig. 1a), but CcGTA particles are produced in a subpopulation of cells once *rogA* is removed genetically^23^. RogA exerts its repression by binding directly to the core promoter region of the *gafYZ* operon (Fig. 1a), the two direct activators of the CcGTA cluster^23^. Notably, *C. crescentus* GafY and GafZ show sequence similarity to the N-terminal and C-terminal domains of *R. capsulatus* GafA, respectively^12,23^. *C. crescentus* GafY and GafZ were suggested to co-regulate the promoter upstream of *gtaT* (Fig. 1a), the first gene of the CcGTA gene cluster, to transcriptionally activate the cluster^23^. However, it is unknown how GafYZ controls transcription mechanistically, and how they coordinate expression of the main CcGTA gene cluster with the accessory genes elsewhere on the genome for CcGTA production.

**Fig. 1:**
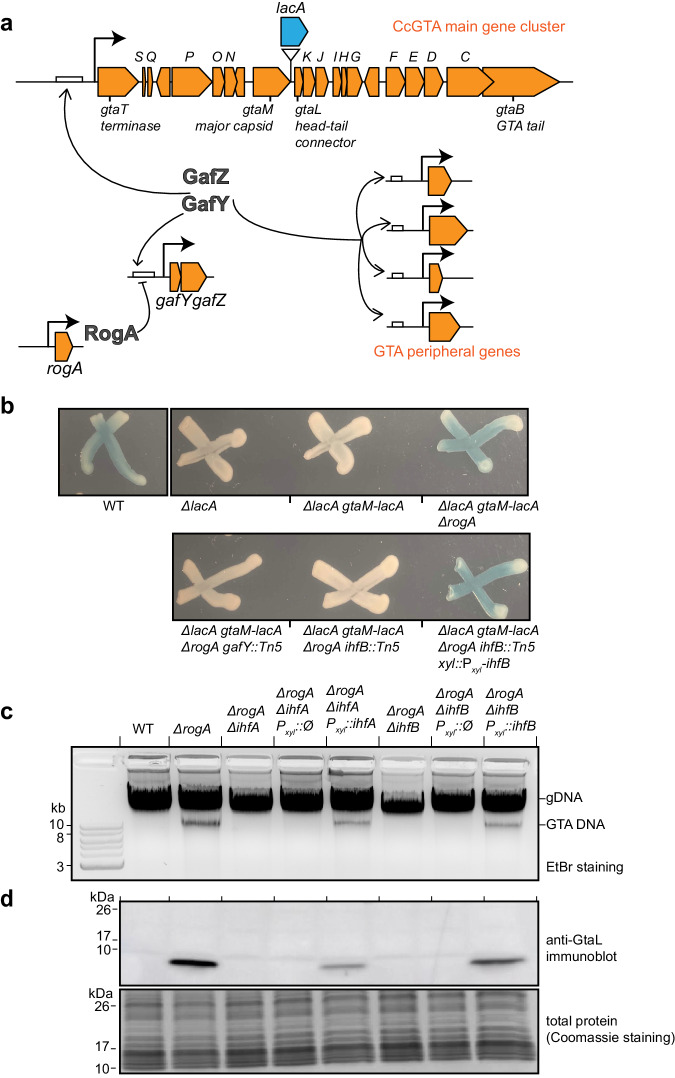
The integration host factor (IHF) is required for GTA production. **a** Diagram of CcGTA regulation. RogA directly represses (flat-headed arrow) the expression of *gafYZ*. GafY and GafZ directly activate (arrows) the main GTA gene cluster (orange) and GTA peripheral genes (orange) on the *C. crescentus* chromosome. For the full list of main CcGTA cluster genes and their annotated functions, see Supplementary Data 1. For the Tn5-based screen for additional GTA regulators, *lacA* gene (blue block arrow) was transcriptionally fused downstream of the GTA major capsid gene *gtaM*. *C. crescentus* forms blue colonies on agar media supplemented with a chromogenic lactose analog (X-gal) owing to the presence of a membrane-bound dehydrogenase LacA that is necessary for converting lactose/lactose analog into molecules that can be imported into the cytoplasm for subsequent hydrolysis^76^, while *∆lacA* colonies are white on such media (Fig. 1b). **b** Phenotypes of indicated strains on agar media containing X-gal and 0.03% xylose. **c** Total DNA extraction from indicated strains in stationary phase. Total DNA was purified and separated by electrophoresis on a 1% agarose gel which was stained with ethidium bromide (EtBr) for DNA. Experiments were performed at least twice, and a representative image is shown. **d** Immunoblot of total cell lysates of indicated strains using a polyclonal anti-GtaL (GTA head-tail connector protein) antibody. A separate Coomassie-stained SDS-PAGE was loaded with the same volume of samples to serve as a loading control. Immunoblots were performed at least twice, and a representative image is shown. Source data are provided as a Source data file.

To investigate, we combined a genetic screen, genome-wide deep sequencing, and biochemical approaches, and demonstrate that the *C. crescentus* GTA gene cluster is transcriptionally co-activated by integration host factor (IHF) and by GafYZ-mediated transcription anti-termination. We show that, in the absence of the repressor RogA, IHF directly binds to the promoter region of the *gafYZ* operon, and together with GafY, co-activates *gafYZ* transcription. Furthermore, IHF also binds upstream of the CcGTA cluster, and together with GafY and GafZ, mediates transcription activation and anti-termination to express the entire CcGTA cluster. We present evidence that GafZ is a transcription anti-terminator that likely forms an anti-termination complex with RNA polymerase, NusA, NusG, and NusE to bypass transcription terminators identified within the CcGTA cluster. Overall, we reveal an exquisite two-tier regulation that coordinates the synthesis of GTA particles in *C. crescentus*.

## Results

### Activation of the GTA gene cluster requires the integration host factor IHF

Previously, Gozzi et al.^23^ showed that the production of *C. crescentus* GTA is tightly regulated by a repressor, RogA, which represses the transcription of the *gafYZ* operon, encoding the direct activators of GTA synthesis^23^ (Fig. 1a). To further understand the control of the GTA cluster, we devised a blue-white screen based on a *lacA* reporter to identify additional factors that might act together with or independently of GafYZ. We engineered a transcriptional fusion of *lacA* to *gtaM* (encoding the GTA major capsid gene) in a *∆lacA* background (Fig. 1a). The resulting strain produced white colonies on agar media containing X-gal (Fig. 1b), consistent with the previous finding that the GTA cluster is transcriptionally silent under normal lab conditions^23^. As expected, deleting *rogA* alleviated transcription repression of the GTA cluster^23^, producing blue colonies (Fig. 1b). We transposon-mutagenized this *∆rogA* i.e., GTA-on indicator strain and looked for rare white colonies. Confirming that the screen worked, we found transposon insertions within *gafY* and in the promoter of *gafYZ*, the operon encoding the two known GTA activators^23^ (Fig. 1b). In addition, we found a single insertion in the small (291-bp) *ihfB* gene, which encodes the β subunit of integration host factor (IHF) (Fig. 1b). Complementation of this strain by expressing *ihfB* ectopically from the *xyl* locus restored LacA activity (Fig. 1b), suggesting that IHF is required to activate the GTA cluster. IHF is known to be a heterodimer, consisting of an α and a β subunit^39^. To investigate further, we deleted *ihfA* and *ihfB* individually from the GTA-on *∆rogA* strain, then assayed for the presence of packaged GTA DNA and the head-tail connector protein (GtaL) as proxies for the synthesis of GTA particles (Fig. 1c, d). In the GTA-on *∆rogA* strain, packaged GTA DNA can be seen as a distinct ~9-kb band in undigested total DNA samples^23^ (Fig. 1c). Deletion of either *ihfA* or *ihfB* prevented detectable GTA DNA (Fig. 1c). Also, no detectable GtaL protein was produced in *∆ihfA/B ∆rogA* strains, as assessed by an immunoblot using an anti-GtaL antibody (Fig. 1d). GTA production was restored when *ihfA/B* was expressed ectopically from the *xyl* locus (Fig. 1c, d). Altogether, our data show that IHF is required for GTA synthesis in *C. crescentus*.

### IHF binds the promoter regions of *gafYZ* and the GTA gene cluster to activate gene expression

IHF is a known DNA-binding and bending transcriptional factor^39–42^, but its regulon has not been fully characterized in *C. crescentus*^43,44^. 

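IHF bends DNA and is made of an α and a β subunit. Its places on the chromosome were mapped with an antibody against FLAG in stationary-phase cells grown in PYE medium. The 4 tagged strains are wild-type and *∆rogA* cells with the tag on IHFα or on IHFβ. RogA holds the genes of the gene transfer agent (GTA) off, so *∆rogA* cells make GTA particles. Untagged cells of both backgrounds were treated with the same antibody as controls. Each of these 6 groups has 2 biological replicates, with a mean read depth of 112.6 (untagged *∆rogA*, replicate 1) to 161.4 per position (*∆rogA* FLAG-IHFα, replicate 2). The authors kept reads that map to 1 place and give the read depth at each position. Here the depth was scaled to the mapped reads (giving RPBPM) and averaged in bins of 100 bp. Tagged and untagged libraries were compared with limma on log2(RPBPM + 1). A bound bin has a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold above 2, and bound bins at most 200 bp apart were joined into 1 peak. Coverage of the 2 libraries of a group correlated at 0.852 (untagged wild type) to 0.981 (wild-type FLAG-IHFα), across bins that are not independent. The strain labels were checked too. A stretch of 139 bp inside CCNA_00080 holds 6.59 to 11.81 RPBPM in all 6 wild-type libraries and at most 0.1692 in the 36 others of the series.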

To further understand the roles IHF might play in GTA synthesis, we performed chromatin immunoprecipitation with deep sequencing (ChIP-seq) to map the genome-wide binding sites of FLAG-tagged IHFα and IHFβ in the GTA-off background (stationary phase WT *C. crescentus*) as well as the GTA-on background (stationary phase *∆rogA C. crescentus*) (Supplementary Fig. 1a). Non-tagged WT and *∆rogA* strains were employed as negative controls to eliminate false signals that might arise from cross-reaction with the anti-FLAG antibody (Supplementary Fig. 1a). ChIP-seq revealed (i) there are numerous enriched IHF binding sites on the *C. crescentus* chromosome (430 peaks with log_2_(fold enrichment) >2, −log_10_(*q* value) > 350), (ii) the ChIP-seq peaks of IHFα and IHFβ overlap, consistent with IHF functioning as an αβ heterodimer, and (iii) the binding of IHF to DNA is independent of RogA (Supplementary Fig. 1a). 

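IHF occupies many short stretches of the chromosome, and its 2 subunits are found at nearly the same places. Wild-type cells have 344 IHFβ peaks and 374 IHFα peaks, and *∆rogA* cells have 368 and 366. Merged, these are 401 regions, of which 320 are in all 4 lists. The peaks lie between genes far more often than the chromosome at large: 39.0% of the wild-type IHFβ peaks do, against 8.9% of the chromosome. The median peak is 200 bp wide, and its highest bin is enriched by a log2 fold of 2.98 to 3.04. In wild-type cells 338 of the 344 IHFβ peaks (98.3%, 95% confidence interval 96.2 to 99.4%) overlap an IHFα peak, and 90.6% of the IHFα peaks overlap an IHFβ peak. In *∆rogA* cells the 2 shares are 95.9% and 96.7%. With the peaks shifted around the chromosome 1000 times, the wild-type IHFβ share averaged 4.23% and never passed 7.56%. Both subunits were read against the same untagged libraries, which can raise this overlap. For the question of RogA, 331 of the wild-type IHFβ peaks (96.2%) overlap an IHFβ peak of *∆rogA*. The effect of deleting *rogA* was computed as tagged minus untagged in *∆rogA*, less the same difference in wild type. In 322 of the 401 regions neither subunit passed the test (limma, Benjamini-Hochberg adjusted p under 0.05), and the median change is -0.045 for IHFβ and -0.084 for IHFα. Of the other regions, 32 were lower in *∆rogA* for both subunits and 17 were higher for both. The steepest fall was between CCNA_02178 and CCNA_02179 (IHFβ -1.15, IHFα -0.999 on the log2 scale; IHFβ 64.2 ± 18.5 RPBPM in wild type and 25.3 ± 2.66 in *∆rogA*, mean ± SD, n = 2). The region of IBE2 to IBE5 inside the GTA cluster (3026201 to 3026900) fell as well, by 0.70 for IHFβ and by 0.75 for IHFα (limma, Benjamini-Hochberg adjusted p 0.022 and 0.0196). Here IHFβ went from 64.04 ± 11.4 to 39.3 ± 4.24 RPBPM. Other falls lie between CCNA_00992 and CCNA_00993 (-0.71 for IHFβ), in CCNA_02915 (-0.63), CCNA_00927 (-0.61), *fssB* (-0.58), *rsaA* (-0.575), CCNA_02944 (-0.575), *iatA* (-0.57) and *ptrB* (-0.53). The largest rises were between CCNA_00664 and CCNA_00665 (1.33 and 1.38, 66.6 ± 2.67 to 132.2 ± 5.14 RPBPM) and between CCNA_02247 and *mipZ*, whose product places the division site (1.09 and 1.14). Other rises include those between CCNA_00389 and CCNA_00390 (1.04 and 1.17), near *malA* (0.98 and 0.89), *crbA* (0.83 and 0.87) and *hfiA*, the holdfast inhibitor gene (0.61 and 0.62). Between the tagged libraries alone these are 0.969 and 1.102, 0.73 and 0.641, 0.281 and 0.321, and 0.075 and 0.086. At *hfiA* and near *crbA* the values thus rest largely on the untagged cells. Their coverage went from 13.75 RPBPM in wild type to 9.17 in *∆rogA* at *hfiA*, and from 13.21 to 8.69 near *crbA*. Across the 401 regions the effects on the 2 subunits correlate at 0.919 (covariance 0.0732). The untagged libraries they share would alone give a mean of 0.496 and at most 0.66 in 1000 simulations (covariance 0.0112). The 2 effects have the same sign in 85.8% of the regions, against 66.6% in the simulations. The 41 lowest regions for IHFβ and the 46 lowest for IHFα in a simulation share 17.9 on average and at most 27, against the 32 here (a count added after the values were seen); the 24 and 17 highest share 7.12 and at most 13, against 17.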

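How many regions differ between wild type and *∆rogA* depends on the libraries used. For IHFβ alone 41 regions were lower and 24 higher in *∆rogA*, and for IHFα 46 and 17. Scaling each library to its median bin gives 46 lower and 10 higher for IHFβ, and 41 and 8 for IHFα, as it moves the median change by -0.15 and -0.11. Without *∆rogA* IHFβ-FLAG replicate 1 or 2, 21 or 6 regions were lower for IHFβ, and 14 or 12 higher. Without wild-type IHFβ-FLAG replicate 2, 101 were lower; without replicate 1, 47 were higher for IHFβ; without either, 76 were lower for IHFα. Without any 1 of the 4 untagged libraries, 18 were lower for IHFβ and 9 higher for IHFα. The lower IHFα regions then numbered 14 or 16 (untagged wild type replicate 1 or 2) and 16 or 21 (untagged *∆rogA* replicate 1 or 2). The higher IHFβ regions numbered 13 without untagged wild type replicate 2 and 15 without either untagged *∆rogA* library. Without wild-type FLAG-IHFα replicate 1 or 2, 11 or 13 were lower and 9 or 8 higher for IHFα, and without *∆rogA* FLAG-IHFα replicate 1, 18 and 10.

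**Figure D1:**
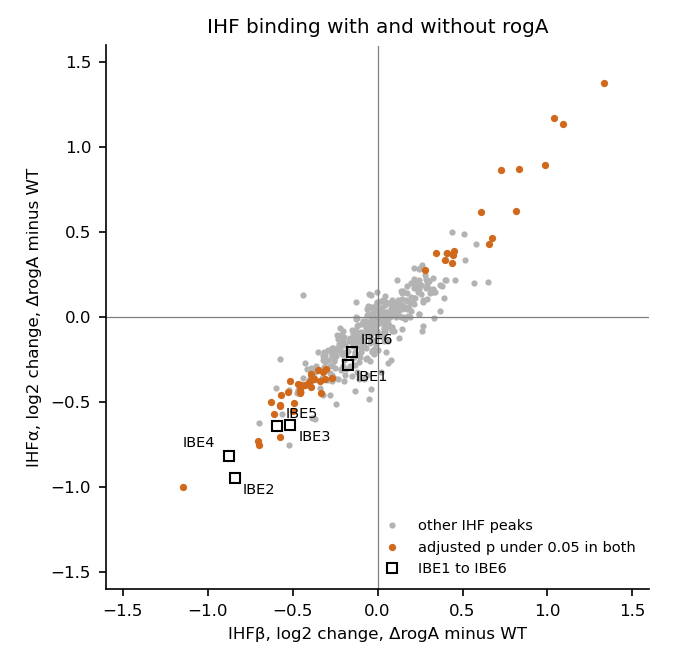
Change of IHF binding when *rogA* is deleted (log2, *∆rogA* minus wild type, each against its untagged control) at 401 regions. IHFβ is on the horizontal axis and IHFα on the vertical axis. Orange points passed the test for both subunits, grey points did not, and squares mark IBE1 to IBE6.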

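IHF sits at the promoter of the *gafYZ* operon, which encodes the 2 activators of the GTA genes, and at the start of the GTA cluster. In *∆rogA* cells the element at the *gafYZ* promoter, IBE6, holds 174.7 ± 7.14 RPBPM of IHFβ against 10.4 in untagged cells (log2 fold 3.94, standard error 0.109, n = 2). IBE1, next to the start of *gtaT*, the first gene of the cluster, holds 162.2 ± 12.5 against 9.82 (3.91, standard error 0.077). The 4 elements inside the cluster hold less: IBE3 92.4 ± 9.45 RPBPM (3.16), IBE2 64.7 ± 6.89 (2.45), IBE5 51.7 ± 6.87 (2.31) and IBE4 31.6 ± 2.61 (2.03). All 6 passed the test with a standard error of at most 0.168 (limma with Benjamini-Hochberg adjusted p 4.98e-11 at IBE6, 7.5e-12 at IBE1 and 4.59e-07 at IBE4, the highest). IHFα is enriched in a similar order, at IBE1 (3.94), IBE6 (3.89), IBE3 (3.19), IBE2 (2.602), IBE5 (2.41) and IBE4 (1.97). In wild-type cells IHFβ is enriched by 4.09 at IBE6 (200.2 ± 31.3 RPBPM) and 4.09 at IBE1 (188.7 ± 11.2), and IHFα by 4.10 and 4.22. Inside the cluster wild-type IHFβ is enriched by 3.68 at IBE3, 3.29 at IBE2, 2.91 at IBE4 and 2.90 at IBE5, and IHFα by 3.82, 3.55, 2.78 and 3.06. So for IHFβ the promoter elements differ little between the 2 backgrounds (-0.18 at IBE1 and -0.15 at IBE6, not past the test). The elements inside the cluster are 0.51 (IBE3) to 0.87 (IBE4) lower in *∆rogA* for IHFβ. IHFα is lower in *∆rogA* at every element too, as from 4.22 to 3.94 at IBE1 and from 3.55 to 2.602 at IBE2. Among the 368 IHFβ peaks of *∆rogA*, that of IBE1 ranks 87, that of IBE6 109, and the joint peak of IBE2 to IBE5 160. The 4 inner elements lie within 1 joined peak at 100-bp resolution, so their separate values rest on 100 bp around local maxima of coverage. IBE2, IBE3 and IBE4 also lie in a stretch with positions that reads mapping to 1 place cover poorly. Untagged *∆rogA* cells hold 11.0 RPBPM at IBE2, 9.43 at IBE3 and 6.96 at IBE4, against 9.82 at IBE1. The RPBPM values and the placing of these elements, of IBE4 most, may thus be affected.

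**Figure D2:**
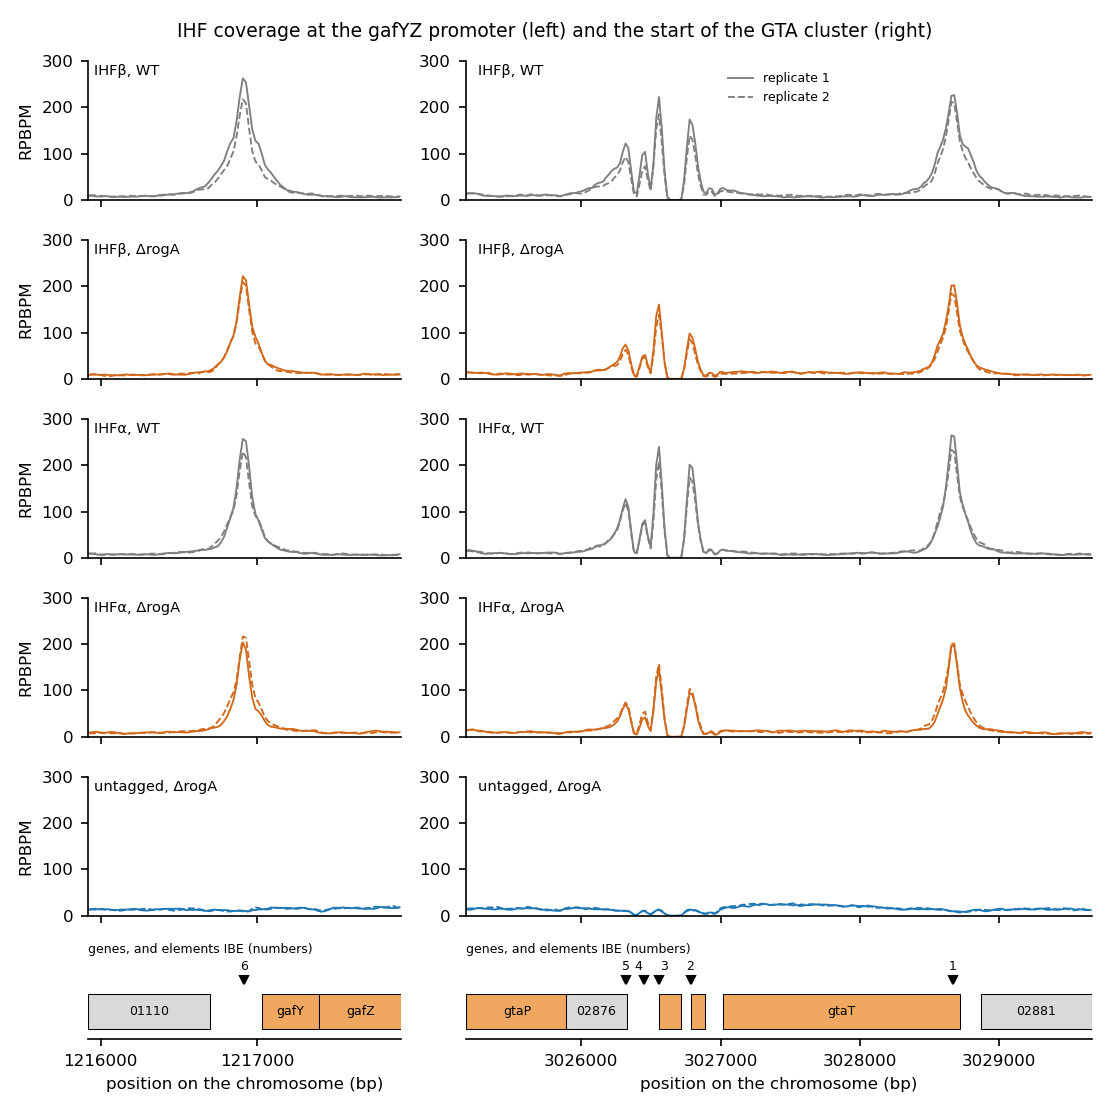
IHF coverage (RPBPM) at the *gafYZ* promoter (left) and the start of the GTA cluster (right). IHFβ and IHFα are shown in wild type and *∆rogA*, with untagged *∆rogA* below. Solid lines are replicate 1 and dashed lines replicate 2. Triangles mark the elements and bars the genes.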

A closer inspection of anti-FLAG-IHF ChIP-seq datasets revealed a single peak in the promoter region of the *gafYZ* operon (Fig. 2a), and five peaks in the GTA gene cluster in both *∆rogA* and WT backgrounds (one of which, IBE1, is in the promoter region of the GTA cluster) (Fig. 2b). This suggested that IHF might directly regulate transcription of *gafYZ* and of the GTA gene cluster, a possibility that we confirmed by quantitative reverse transcriptase PCR (qRT-PCR) (Fig. 2c). Deletion of *rogA* caused an upregulation of *gafY* by ~350-fold, and of *gtaT* by ~1500-fold, ultimately leading to the synthesis of GTA particles (Fig. 2c). When either *ihfA* or *ihfB* was deleted, the elevated gene expression of *gtaT* in the *ΔrogA* background was abolished, whereas that of *gafY* was reduced ~9-fold (Fig. 2c). The upregulation of *gtaT* and *gafY* in the *ΔrogA* background was restored when *ihfA* or *ihfB* was ectopically expressed from the *xyl* locus (Fig. 2c).

**Fig. 2:**
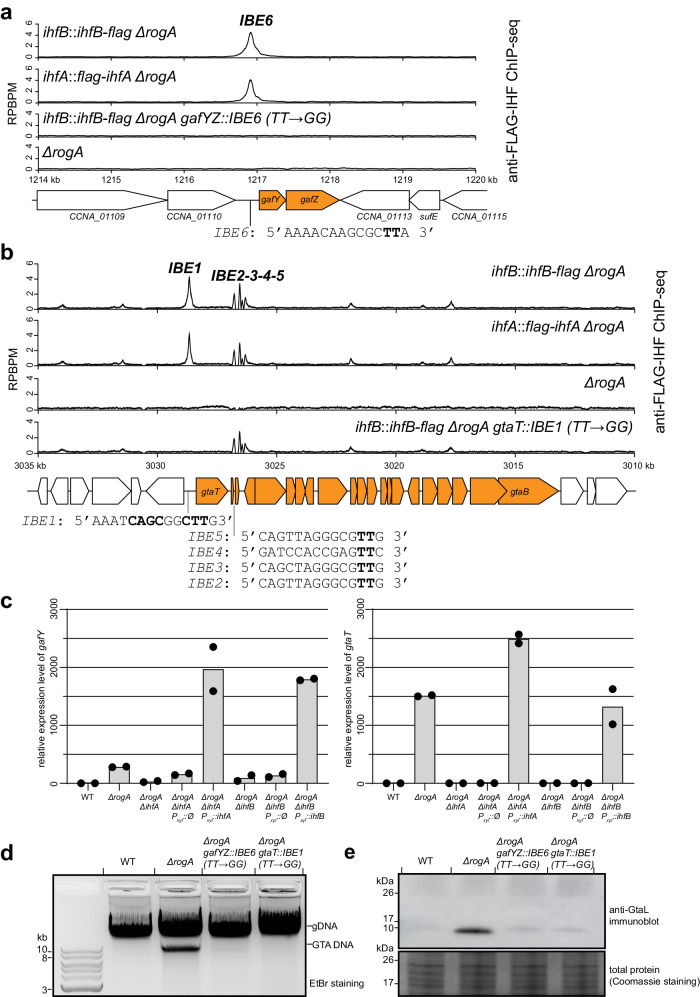
IHF binds the promoter regions of *gafYZ* and the GTA gene cluster to activate gene expression. **a**, **b** anti-FLAG ChIP-seq profiles show the enrichment of FLAG-tagged IHFα and β in different genetic backgrounds. Profiles were plotted with the x-axis representing genomic positions and the y-axis representing the number of reads per base pair per million mapped reads (RPBPM). The positions and sequences of identified IHF-binding elements (IBE) are shown beneath the schematic diagram of genes (GTA-related genes are depicted as orange block arrows). The conserved TT nucleotides in IBEs were highlighted in bold, and were mutated to GG to eliminate IHF binding. Note that the GTA main gene cluster is on the minus strand, but was inverted to run from left to right for a presentation purpose only. ChIP-seq experiments were performed twice using biological replicates, and a representative profile is shown. MACS2-identified ChIP-seq peaks above IBE 1, 2, 3, and 6 are reproducible in both replicates and significant i.e., having Poisson distribution −log_10_(*p* value) and false discovery rate −log_10_(*q* value) > 1000 in both replicates. ChIP-seq peaks above IBE 4 and 5 were not reliably detected by MACS2 but have recognizable IHF-binding motif and were further characterized in Supplementary Fig. 2. **c** Relative gene expression of *gafY* (left panel) and *gtaT* (right panel) from indicated strains in stationary phase, as quantified by qRT-PCR (*n* = 2). **d** Total DNA extraction from indicated strains grown up to a stationary phase. Experiments were performed at least twice, and a representative image is shown. **e** Immunoblot of total cell lysates of indicated strains using a polyclonal anti-GtaL (GTA head-tail connector protein) antibody. A separate Coomassie-stained SDS-PAGE was loaded with the same volume of samples to serve as a loading control. Immunoblots were performed at least twice, and a representative image is shown. Source data are provided as a Source data file.

MEME analysis using the hundred most enriched sites in anti-FLAG-IHF ChIP-seq datasets allowed us to propose a consensus DNA-binding motif for *C. crescentus* IHF (Supplementary Fig. 1b), in turn allowing us to locate the IHF binding elements (IBEs) in the GTA promoter (IBE1) and the *gafYZ* promoter (IBE6) (Fig. 2a, b). 

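The IHF binding elements were changed in the *∆rogA* background, where the GTA genes are on, and IHFβ-FLAG was precipitated from stationary-phase cells. The 3 mutants carry the change in IBE1, in IBE6, or in IBE2, IBE3, IBE4 and IBE5 together. Each has a tagged and an untagged strain with 2 biological replicates, and is compared with tagged and untagged *∆rogA* cells. The mean depth per position runs from 29.9 (untagged IBE6 mutant, replicate 2) to 143.9 (untagged IBE1 mutant, replicate 2). The authors mapped each mutant to a reference that carries its changes. The change was computed with limma as mutant tagged minus mutant untagged, less the same in *∆rogA*, over the 401 IHF regions and the 6 elements. A region counts as changed at a Benjamini-Hochberg adjusted p under 0.05 and a log2 change above 1. Across bins the replicates correlate at 0.959 and 0.958 for the tagged IBE1 and IBE6 mutants, but at 0.814 for IBE2-3-4-5. The untagged mutants correlate at 0.827 (IBE1), 0.654 (IBE6) and 0.907 (IBE2-3-4-5), and replicate 1 of untagged IBE6 correlates at 0.686 with an untagged wild-type library.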

We experimentally verified these IHF binding elements by replacing the conserved TT in the putative IHF binding site with GG, and then monitoring the binding of FLAG-tagged IHF by ChIP-seq. 

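Changing an element took away the IHF bound to it. In the IBE1 mutant IHFβ at IBE1 fell from 162.2 to 12.1 ± 1.80 RPBPM, close to the 10.4 ± 1.01 of the mutant's untagged cells (log2 change -3.72, standard error 0.254). At IBE6 the IBE6 mutation left 11.5 ± 1.65 RPBPM, below the 16.6 ± 2.05 of its untagged cells (-4.45, standard error 0.267). Both passed the test (limma, Benjamini-Hochberg adjusted p 1.7e-13 and 4.09e-15). The other elements kept their IHF. In the IBE1 mutant IBE2, IBE3, IBE4, IBE5 and IBE6 changed by -0.02, -0.05, -0.09, -0.23 and -0.49, none past the test. In the IBE6 mutant IBE1, IBE2, IBE3 and IBE4 changed by -0.45, -0.38, -0.17 and -0.26, and IBE5 by -0.55 (limma, Benjamini-Hochberg adjusted p 0.0346, but under the minimum change of 1). Across the chromosome, 5 of the 401 regions were lower and 0 higher in the IBE1 mutant (limma; 0 at an unadjusted p under 0.05 with a change above 1). One is the IBE1 region itself (-3.04), and the others lie next to the holdfast gene *hfsJ* (-1.75), between CCNA_01785 and CCNA_01786 (-1.31), near *malA* (-1.09) and between CCNA_01493 and CCNA_01494 (-1.001). Between the tagged libraries alone these others changed by -0.911, -1.119, -0.907 and -0.601, against a median of -0.415. By *hfsJ* untagged coverage is 22.3 RPBPM in the mutant and 12.1 in *∆rogA*. Without replicate 2 of the mutant's untagged cells or replicate 1 of its tagged cells 8 regions were lower, and without tagged replicate 2 there were 3. In the IBE6 mutant 44 regions (11.0%) were lower and 0 higher. Scaled to the median bin, 14 were lower in the IBE1 mutant and 90 in the IBE6 mutant. The lower regions of both mutants sit on a shift of all peaks, whose median change is -0.50 in the IBE1 mutant and -0.65 in the IBE6 mutant. With every IHF library brought to the same median over the 401 regions, a scaling chosen after the data were seen, 2 regions remained past the threshold for IBE1 and 4 for IBE6. For IBE6 these are its own region (-2.63), that near *malA* (-1.32), one at 2984901 (-1.21) and that between CCNA_01785 and CCNA_01786 (-1.02). Untagged coverage at the last 3 places is 13.32, 9.27 and 12.48 RPBPM in the mutant, against 9.42, 3.65 and 6.61 in *∆rogA*. Between the tagged libraries alone they changed by -1.332, -0.508 and -0.671, against a median of -0.439 over the regions.

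**Figure D3:**
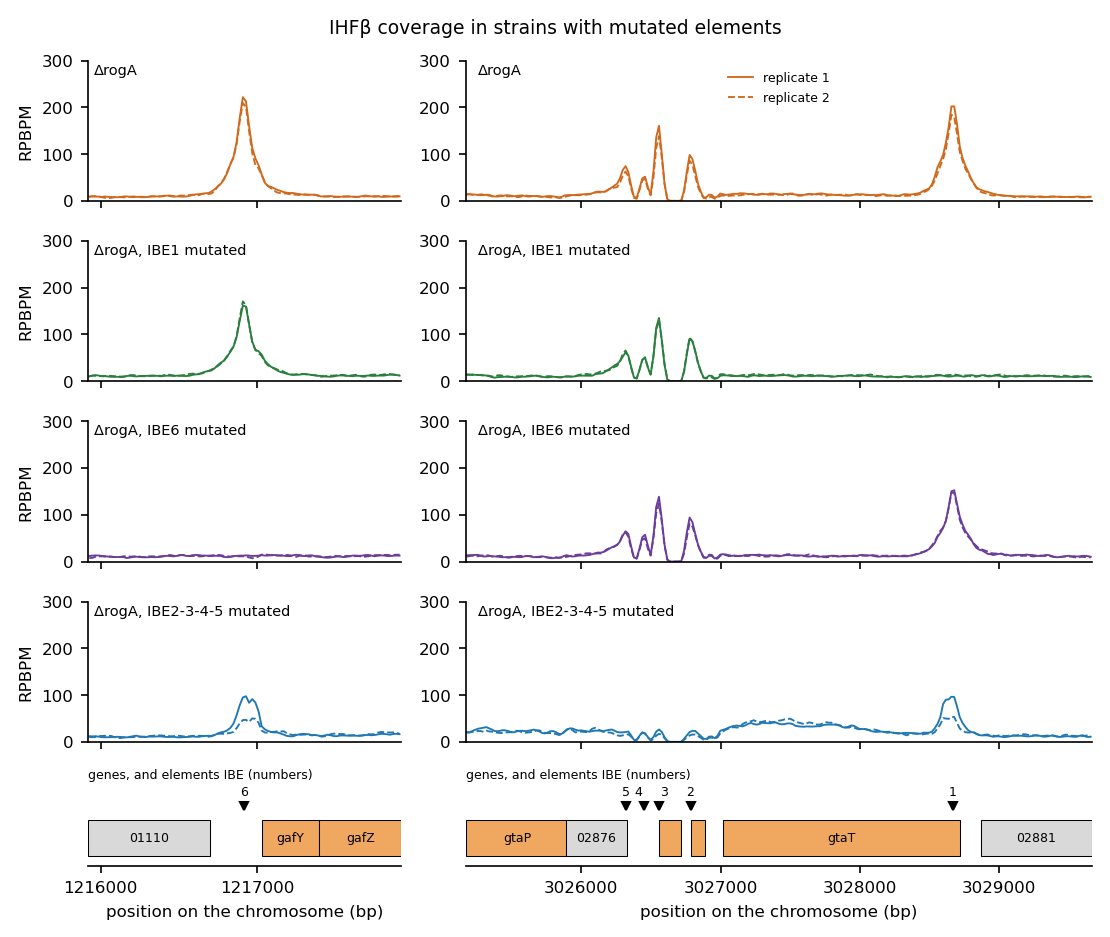
IHFβ coverage (RPBPM) at the *gafYZ* promoter (left) and the start of the GTA cluster (right) in *∆rogA* and the IBE1, IBE6 and IBE2-3-4-5 mutants. Solid lines are replicate 1 and dashed lines replicate 2.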

The TT → GG mutations selectively eliminated the enrichment of IHF at the DNA region under investigation (Fig. 2a, b), and nowhere else on the chromosome. When the IHF binding element in either the *gafYZ* promoter or the GTA promoter was mutated, GTA was no longer produced, as shown by the absence of both the packaged GTA DNA and GtaL protein (Fig. 2d, e).

We also observed four additional IHF binding elements (IBE 2-3-4-5) within the GTA cluster, in between the large terminase-encoding gene *gtaT* and the portal protein-encoding gene *gtaP* (Fig. 2b). To investigate the contribution of these sites to GTA synthesis, we eliminated them by making TT → GG/TG mutations while maintaining the coding sequence of the underlying *gtaQS* genes (Supplementary Fig. 2a). 

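In the IBE2-3-4-5 mutant the 4 elements inside the GTA cluster hold no more IHFβ than untagged cells do. IBE2 has 15.6 ± 4.34 RPBPM (untagged 18.2), IBE3 14.9 ± 4.31 (17.8), IBE4 13.1 ± 0.555 (16.4) and IBE5 16.6 ± 4.06 (17.6). The changes against *∆rogA* are -2.68, -3.43, -2.33 and -2.41 (standard errors 0.213 to 0.247; limma with Benjamini-Hochberg adjusted p 4.92e-11, 8.59e-13, 1.5e-10 and 4.3e-10). IHF was also lower far from the changed elements. IBE1 fell by 2.22 to 67.3 ± 27.9 RPBPM and IBE6 by 2.04 to 64.5 ± 30.2, though neither was altered in this strain. Of the 401 regions 357 (89.0%) were lower and 0 higher (0 at an unadjusted p under 0.05), with a median change of -1.275 and the middle 50% between -1.38 and -1.12. Without tagged replicate 2 of this mutant 215 regions were lower. The median enrichment over the regions was 1.55 and 1.03 in its 2 replicates, against 2.56 and 2.53 in *∆rogA*. With the IHF libraries scaled to the same median over the regions, 1 region stayed past the threshold, that of IBE2 to IBE5 (3026201 to 3026900, -1.34). On that scale IBE3 changed by -2.25, IBE5 by -1.23, IBE4 by -1.16, IBE2 by -1.505, IBE1 by -1.01 and IBE6 by -0.83. Untagged coverage, which enters these values, is higher in this mutant than in *∆rogA*: 19.28 RPBPM against 9.82 at IBE1, 16.38 against 6.96 at IBE4 and 15.57 against 10.42 at IBE6. Between the tagged libraries alone, not scaled to the peaks, IBE3 changed by -2.58, IBE2 by -2.01, IBE5 by -1.595, IBE6 by -1.50, IBE1 by -1.32 and IBE4 by -1.21, against a median of -1.228 over the regions.

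**Figure D4:**
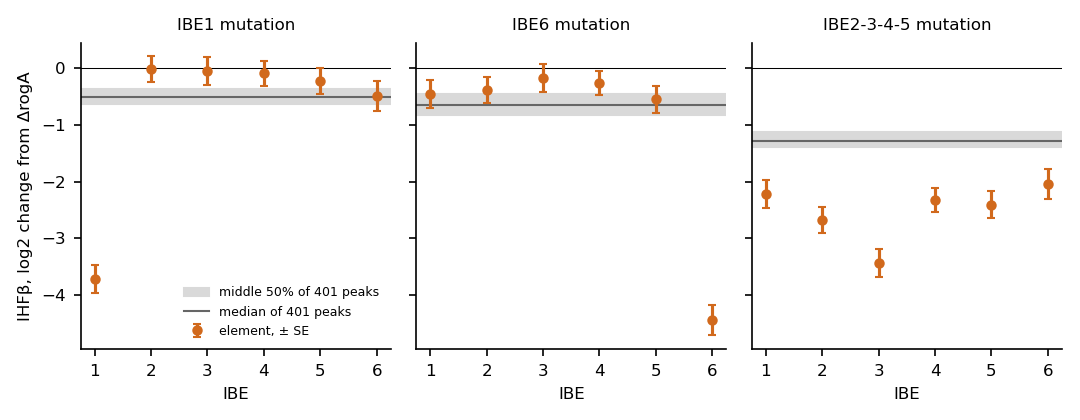
Change of IHFβ at IBE1 to IBE6 (log2, mutant minus *∆rogA*, each against its untagged control; bars are standard errors, n = 2) in the IBE1, IBE6 and IBE2-3-4-5 mutants. The line is the median of the 401 IHF regions and the grey band their middle 50%.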

ChIP-seq of FLAG-IHF confirmed that such mutations indeed eliminated IHF binding to the four elements internal to the GTA cluster (Supplementary Fig. 2a), however, the resulting strains were still able to produce GTA particles, as suggested by the presence of packaged GTA DNA and GtaL protein (Supplementary Fig. 2b, c). We concluded that these four internal IHF binding sites play little or no role in the transcription activation of the GTA cluster. Altogether, our results suggest that IHF activates transcription of the GTA phage cluster by binding directly to the promoter of the GTA cluster, and to the promoter of the *gafYZ* operon, which encodes the two direct activators of the GTA cluster.

### IHF binds to GafY-regulated promoters

Our previous anti-GafY ChIP-seq showed that GafY binds 18 sites on the chromosome, in addition to the promoter regions of *gafYZ* and the GTA cluster itself ^23^. 

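IHF lies at 9 of the 10 places taken here, by eye, as the GafY regions drawn in Supplementary Fig. 3. The paper's caption ranks the drawn regions as the most enriched for GafY. In *∆rogA* cells the IHFβ peak beside CCNA_02506 is the strongest (log2 fold 5.38), followed by those at CCNA_01333 (4.78; 296.4 ± 9.42 RPBPM against 9.82 untagged), CCNA_02175/CCNA_02176 (4.38), CCNA_01823/CCNA_01824 (4.296) and CCNA_03818 (4.26; 281.4 ± 11.4). Next come *gtaT* (3.77), CCNA_02456/CCNA_02457 (3.75), *gafYZ* (3.56) and CCNA_01082/CCNA_01083 (3.19). The top bin of the CCNA_02506 peak is 598 bp from the GafY maximum, and the others are 8 to 52 bp away. The place taken for CCNA_00103 has no IHF peak (the nearest is 5770 bp away). Anti-GafY there is only 1.18 ± 0.185 times its surroundings in the ZBE* strain and 1.92 ± 0.174 times in the YBE* strain. It may thus not be the region drawn. An anti-GafY maximum with an IHF peak lies at 108801 to 108900, at 6.76 times the median bin. With the IHF peaks shifted around the chromosome 1000 times, 0.761 of the 10 regions had a peak on average and at most 5 did (p 0.000999, the smallest these shifts can give). This p covers these 10 regions and not weaker GafY sites. The shifts let peaks fall anywhere, but 40.5% of these IHF peaks lie between genes, against 8.9% of the chromosome. Several of the 10 GafY places lie between genes as well. A shared preference for such places would raise the count, so the p does not show that IHF and GafY go together beyond it. Of 28 places where anti-GafY coverage is at least 4 times the median in all 4 libraries, a list made after the values were seen, 12 (42.9%) have an IHF peak. Among the 21 of them outside the 10 regions, 5 do. Not all of the 28 are shown to be GafY: no library of cells without GafY was analysed here, and at CCNA_01820, CCNA_00437 and *hfsJ* FLAG-GafZ in ZBE* cells is also above untagged cells (log2 fold 1.73, 1.39 and 1.38). The strongest without IHF is between CCNA_01563 and CCNA_R0142 (1682601 to 1683100, 22.8-fold, against 0.79 in untagged cells).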

The ChIP-seq datasets showed that 18 out of 20 GafY-binding DNA regions are also co-occupied by IHF (Supplementary Fig. 3). This suggested that IHF and GafY might work together to activate transcription, a possibility that we investigated using the promoter region of the GTA cluster.

### Multiple binding elements at the GTA cluster promoter region are required for transcriptional activation

To investigate how IHF and GafYZ might work together to activate the transcription of the GTA cluster, we used RNA-seq to locate the possible transcription start sites (TSS) of the GTA cluster in the GTA-on *∆rogA* strain (Fig. 3a). We discovered a single TSS, labeled A + 1, in the upstream region of the GTA cluster (Fig. 3a). This identified TSS, however, lies 110 bp downstream of the computationally annotated start codon (TTG) of *gtaT*, suggesting mis-annotation (Fig. 3a). Indeed, mutating this TTG to CTG did not affect GTA synthesis, as judged by the presence of packaged GTA DNA in total DNA purification (Fig. 3b). Furthermore, deleting a DNA region ranging from +90 to +214, which would have rendered the remaining downstream region of *gtaT* out of frame (if TTG was a correct start codon), did not affect GTA production either (Fig. 3b). Downstream of *gtaT* TSS, we identified three possible in-frame ATG start codons (Fig. 3a). Individually mutating these candidates ATG codons to a stop codon (TGA) showed that only ATG number 3 (at position +251) was strictly required for the production of packaged GTA DNA, suggesting it represents the final *gtaT* start codon (Fig. 3b).

**Fig. 3:**
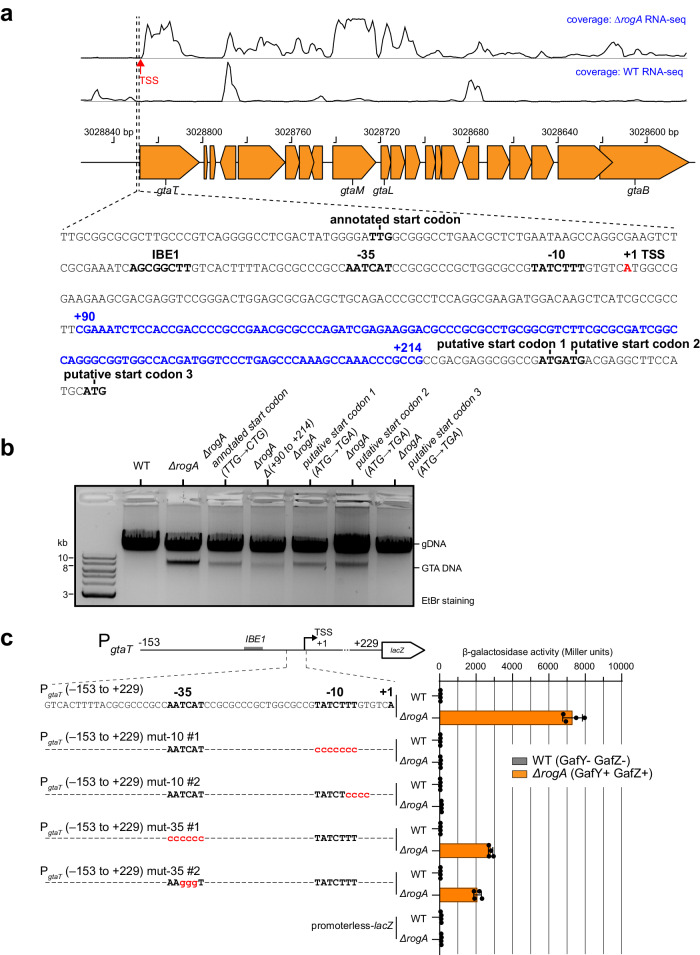
Defining the transcription start site, core promoter elements, and the start codon for *gtaT*, the first gene in the GTA main cluster. **a** Plots of RNA-seq data for stationary-phase GTA-on *∆rogA* cells vs. GTA-off WT cells. A single prominent TSS (red arrow) was found for the GTA main cluster in the GTA-on cells. A sequence covering the upstream region of *gtaT* is shown beneath the schematic diagram of genes, and features such as the annotated/putative start codons, IHF-binding element (IBE), core promoter elements (−10 −35), and the transcription start site (TSS, red) are indicated. The sequence from +90 to +214 (blue) was deleted for the experiment reported in panel (**b**). **b** Total DNA extraction from indicated strains grown up to a stationary phase. Experiments were performed at least twice, and a representative image is shown. **c** β-galactosidase activity (in Miller units) of the indicated promoter-*lacZ* reporter constructs in two *C. crescentus* genetic backgrounds (WT (gray) vs *∆rogA* (orange)). The upstream region of *gtaT*, from −153 to +229 relative to the +1 TSS, was fused to *lacZ*. The −10 and −35 elements were mutated as indicated (red) on the schematic diagram. Cells containing an empty (promoterless) *lacZ* reporter plasmid served as a negative control. Values and error bars indicate mean ± standard deviations from four replicates. Source data are provided as a Source data file.

The identification of the TSS also allowed us to identify the likely −10 (TATCTTT) and −35 (AATCAT) of the GTA promoter (Fig. 3a). Using a *lacZ* reporter construct containing DNA from −153 to +229 relative to the *gtaT* TSS, we introduced mutations into the putative −10 and −35 elements to find that the β-galactosidase activities were abolished or reduced (Fig. 3c). Substituting the −35 region of P*gtaT* by a near consensus −35 region from highly expressed *rsaA* gene^45^ caused ~sixfold reduction in β-galactosidase activities, however, this chimeric promoter was active regardless of the presence or absence of GafYZ (Supplementary Fig. 4). Overall, our mutational analysis established the importance of the −10 and −35 elements for the promoter activity of *gtaT*.

Next, we sought to define a consensus GafY binding motif and the position of the GafY binding site in relation to the IHF binding element (IBE1) within the GTA promoter. Due to the small number of enriched regions in the anti-GafY ChIP-seq dataset, it was difficult to predict a cognate GafY binding motif from MEME analysis. To overcome this, we sought to identify the minimal region of the GTA promoter that was responsive to GafY. To do so, we constructed a series of GTA promoter-*lacZ* fusions that contained progressively truncated DNA flanking the TSS (Fig. 4a). A DNA region ranging from −153 to +229 relative to the *gtaT* TSS, when fused to *lacZ*, produced a background level of β-galactosidase activity in the GTA-off WT background (Fig. 4a). In contrast, the same construct gave a high β-galactosidase activity in the GTA-on *∆rogA* background (the activators GafYZ are produced in the absence of the RogA repressor, thus switching on GTA transcription) (Fig. 4a). This result suggested that the −153 to +229 region contains all the elements necessary for GafYZ-mediated transcriptional activation. In the *∆rogA* background, the β-galactosidase activities did not change drastically when 10, 20, or 30 bp were truncated from the upstream end of the P_*gtaT*_ (−153 to +229)-*lacZ* fusion constructs (Fig. 4a). However, truncation of 40 bp reduced the β-galactosidase activity by ~20-fold (Fig. 4a), almost to the background level, suggesting a key regulatory element, possibly a GafY binding element, is in the DNA region from −123 to −113 relative to the *gtaT* TSS (Fig. 4a). Indeed, when mutations (P_*gtaT*_ YBE*: ACTATG → TGACCC) were introduced into this putative GafY binding element (YBE), GafY binding was eliminated as assessed by anti-GafY ChIP-seq (Fig. 4b), providing further evidence that this represents the site of GafY binding.

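GafY binding was followed with an antibody against GafY itself, in stationary *∆rogA* cells whose *gtaT* promoter carries the YBE* change or the ZBE* change of the neighbouring GafZ element. The ZBE* strain also has a FLAG tag on GafZ, which the YBE* strain lacks. Both ZBE* libraries and YBE* replicate 2 were read at 76 bp and YBE* replicate 1 at 51 bp, which affects RPBPM. Each strain has 2 biological replicates, with a mean depth per position of 85.0 and 103.0 for YBE* and 44.6 and 91.8 for ZBE*. GafY coverage in the 300 bp of each region was divided by the median bin 2 to 10 kb away in the same library, and bins were compared between the strains with limma. In YBE* cells the anti-GafY signal at the *gtaT* promoter is low, and GafY stays bound elsewhere. The promoter stands at 1.57 ± 0.34 times its surroundings (mean ± SD, n = 2; replicates 1.81 and 1.33), against 9.48 ± 3.49 in ZBE* cells, where the YBE is intact. Untagged *∆rogA* cells stand at 0.878, but they were treated with the antibody against FLAG. No anti-GafY library of cells without GafY was analysed here, so whether any GafY is left in YBE* cells cannot be told. In RPBPM this is 22.0 ± 1.57 and 149.2 ± 50.7. Other targets are bound in both strains: *gafYZ* at 44.5 ± 10.9 (YBE*) and 43.7 ± 10.4 times (ZBE*), CCNA_01333 at 41.0 ± 6.05 and 36.9 ± 9.84, and CCNA_01082/CCNA_01083 at 25.3 ± 5.71 and 19.9 ± 3.79. CCNA_02456/CCNA_02457 stands at 20.9 ± 0.824 and 14.4 ± 6.67, CCNA_02175/CCNA_02176 at 16.2 ± 1.197 and 16.3 ± 4.55, CCNA_03818 at 14.1 ± 1.35 and 15.2 ± 4.77, and CCNA_01823/CCNA_01824 at 14.0 ± 0.36 and 17.1 ± 4.19. CCNA_02506 is weaker in both (6.83 ± 3.63 and 4.11 ± 2.36). At the place taken for CCNA_00103 the values are 1.92 ± 0.174 and 1.18 ± 0.185, which do not show binding. The paper places the YBE by truncating the promoter, and takes the loss of GafY as further evidence for it.

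**Figure D5:**
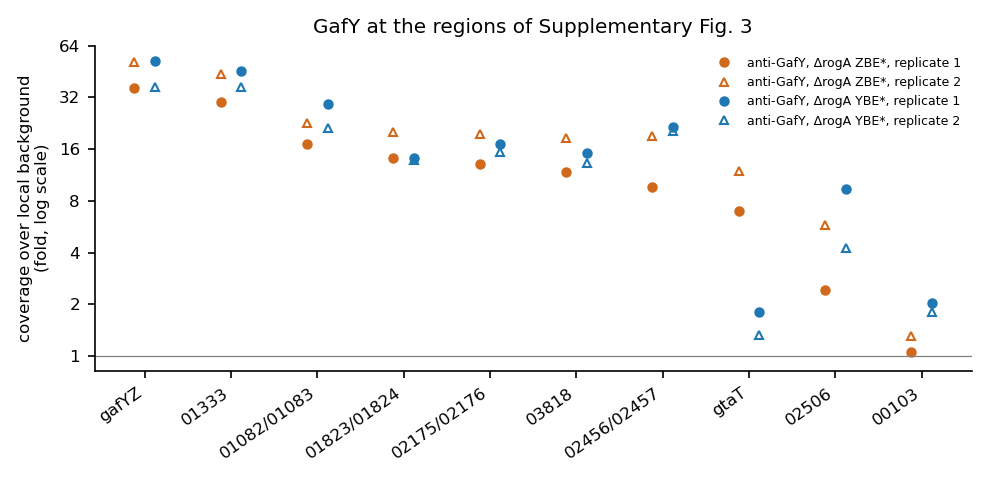
Anti-GafY coverage at 10 GafY regions as fold over the local background (log scale) in ZBE* and YBE* cells. Each point is 1 replicate.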

**Fig. 4:**
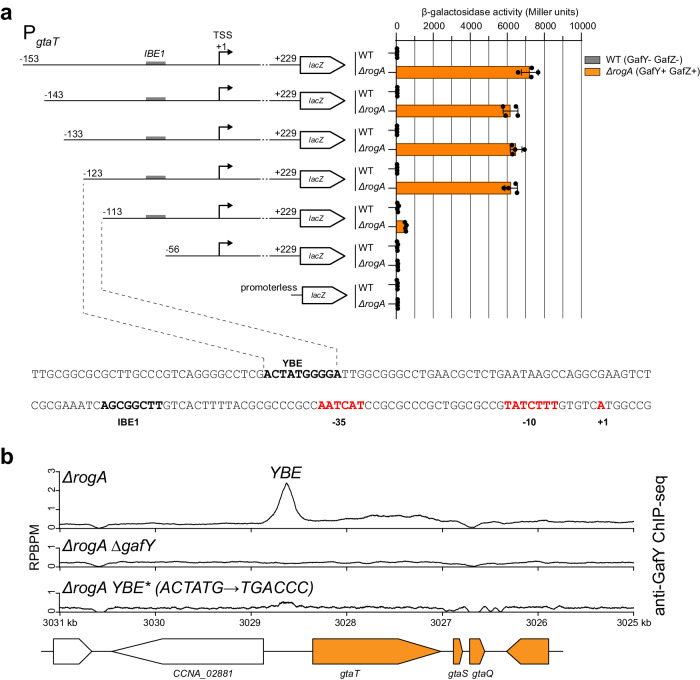
A putative GafY-binding element (YBE) is located upstream of the IHF-binding element (IBE) on the promoter region of the main GTA cluster. **a** β-galactosidase activity (in Miller units) of progressively truncated promoter-*lacZ* reporter constructs in two *C. crescentus* genetic backgrounds (WT (gray) vs *∆rogA* (orange)). Values and error bars indicate mean ± standard deviations from four replicates. The sequence of a putative GafY-binding element (YBE) is shown together with the IHF-binding element (IBE1), the core promoter elements (−10 −35) (red), and the TSS. Source data are provided as a Source data file for (**a**). **b** Anti-GafY ChIP-seq profiles show the enrichment of GafY at the upstream region of the GTA main cluster in different genetic backgrounds. Profiles were plotted with the x-axis representing genomic positions and the y-axis representing the number of reads per base pair per million mapped reads (RPBPM). ChIP-seq experiments were performed twice using biological replicates, and a representative profile is shown. MACS2-identified anti-GafY ChIP-seq peak above YBE in *∆rogA* sample is reproducible in both replicates and significant i.e., having Poisson distribution −log_10_(*p* value) and false discovery rate −log_10_(*q* value) > 900 in both replicates.

### GafY interacts directly with the sigma factor RpoD

In the promoter of the GTA cluster, the IHF binding element is positioned between the core −10 −35 promoter and the far upstream GafY binding element, consistent with the classical role of IHF in bending DNA to facilitate the recruitment of RNA polymerase to the core promoter by an upstream transcriptional activator. We hypothesized that GafY might interact directly with a component of the RNA polymerase (RNAP) holoenzyme to activate transcription^46,47^. To identify potential interacting partners of GafY, we conducted an in silico AlphaFold2-Multimer-based protein interaction screen^48,49^ between GafY and 23 core components of RNAP and sigma factors in *C. crescentus* (Fig. 5a). Based on confidence metrics (ipTM) generated by AlphaFold2, sigma factor 70 (RpoD), specifically its domains 3–4, were predicted to interact with GafY (Fig. 5a). To investigate this potential GafY-RpoD interaction, we performed a co-immunoprecipitation (co-IP) experiment using FLAG-tagged RpoD as bait. We observed that GafY was indeed pulled down with FLAG-RpoD, while another DNA-binding protein, ParB^50^, serving as a negative control, was not (Fig. 5b). Furthermore, to assess whether GafY and RpoD form a direct complex, we co-overexpressed non-tagged GafY and His6-tagged *C. crescentus* RpoD in *Escherichia coli* (*E. coli*) (Fig. 5c). GafY was found to co-purify with His-tagged RpoD on a nickel affinity column (Fig. 5c). Similarly, GafY co-purified with domains 3–4 of RpoD alone, showing that GafY and RpoD interact directly via domains 3–4 of the sigma factor (Fig. 5c). Consistent with these observations, the promoter of the GTA cluster, as well as in the majority of the other GafY target promoters, were enriched in anti-FLAG-RpoD ChIP-seq experiments (Fig. 5d). 

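RpoD, the main sigma factor, lies at most promoters that GafY binds. FLAG-RpoD was precipitated from stationary *∆rogA* cells (2 biological replicates, mean depth 92.4 and 111.0 per position) and compared with untagged *∆rogA* cells by limma. At the *gtaT* promoter it reaches 40.0 ± 14.8 RPBPM against 11.5 (log2 fold 1.67, standard error 0.286), and at *gafYZ* 37.6 ± 9.57 against 11.9 (1.56). Replicate 1 of RpoD was read at 51 bp and replicate 2 at 76 bp, and both control libraries at 51 bp. The longer reads raise these folds and the spread of the replicates (29.5 and 50.5 RPBPM at *gtaT*). Scaling to the total depth, which takes the read length out, lowers the folds. The standard error is 0.286 at all 10 regions, a value shared by limma, and does not show the replicate spread of a region. In all 8 of the 10 regions passed the test (limma, Benjamini-Hochberg adjusted p 7.32e-07 at *gtaT* and 4.7e-06 at *gafYZ*). The others are CCNA_02175/CCNA_02176 (1.72), CCNA_01082/CCNA_01083 (1.70), CCNA_01823/CCNA_01824 (1.67), CCNA_03818 (1.41), CCNA_01333 (1.39) and CCNA_02456/CCNA_02457 (1.07). CCNA_02506 (0.73) and CCNA_00103 (0.07) did not pass (limma, Benjamini-Hochberg adjusted p 0.206 and 0.969). The place taken for CCNA_00103 holds little anti-GafY signal either, and may not be the region the paper drew. With some single libraries left out, CCNA_02456/CCNA_02457 and CCNA_01333 lost the call or CCNA_02506 gained it. For scale, 1144 of 39971 bins (2.86%) hold RpoD by the same test. With bins of no coverage kept in the test 0 regions passed, and with only the bins empty in every library left out 8 did again. From this and from the binding of RpoD to GafY in other assays the paper proposes that GafY brings RNA polymerase to the GTA promoter.

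**Figure D6:**
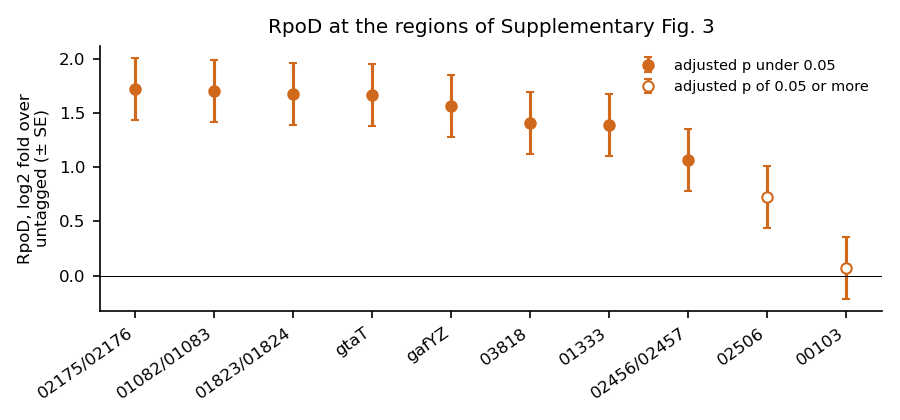
RpoD at 10 GafY regions (log2 fold of FLAG-RpoD over untagged *∆rogA*, n = 2). Bars are limma standard errors, which are 0.286 at every region and do not show the spread of the 2 replicates. Filled points passed the test and open points did not.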

Altogether, we suggest that GafY interacts with RpoD to recruit RNAP holoenzyme to the GTA promoter.

**Fig. 5:**
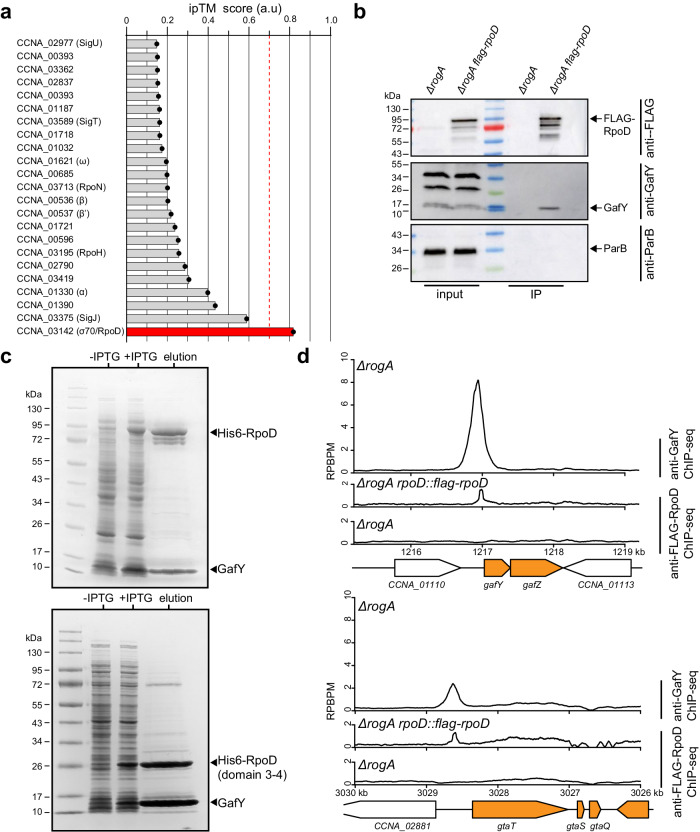
GafY interacts directly with the sigma factor 70 RpoD. **a** An AlphaFold2-Multimer-based protein interaction screen between GafY and 23 core components of *C. crescentus* RNAP and sigma factors suggests a GafY-RpoD interaction. The likelihood of protein–protein interaction was ranked based on the confidence metrics (ipTM), with ipTM greater than 0.7 indicating likely protein–protein interaction. **b** Immunoblots analysis of co-immunoprecipitation of FLAG-tagged RpoD. ParB served as a non-associated protein control. The positions of bands corresponding to FLAG-tagged RpoD, GafY, and ParB are indicated with arrows. Co-IP experiments were performed at least twice, and a representative image is shown. **c** Co-expression and purification of a soluble RpoD-GafY complex (top panel) or RpoD (domain3–4 only)-GafY (bottom panel). RpoD (full-length or truncated) and GafY were co-overexpressed in *E. coli*, with only RpoD or RpoD (domain 3–4) carrying an N-terminal His tag. Following co-overexpression, the soluble extract was passed over a nickel column, and, after washing, bound proteins were eluted and analyzed on SDS-PAGE. Experiments were performed at least twice, and a representative image is shown. **d** Anti-GafY and anti-FLAG ChIP-seq profiles show the enrichment of GafY and FLAG-tagged RpoD, respectively, at the upstream region of *gafYZ* (top panel) and the GTA main cluster (bottom panel) in different genetic backgrounds. Profiles were plotted with the x-axis representing genomic positions and the y-axis representing the number of reads per base pair per million mapped reads (RPBPM). ChIP-seq experiments were performed twice using biological replicates, and a representative profile is shown. MACS2-identified anti-GafY and anti-FLAG-RpoD ChIP-seq peaks in this panel are reproducible in both replicates and significant i.e., having Poisson distribution −log_10_(*p* value) and false discovery rate −log_10_(*q* value) >1000 and >140, respectively, in both replicates. Source data are provided as a Source data file.

### Evidence that GafZ form a transcription elongation complex with RNAP, NusA, NusG, and NusE

We noted from Gozzi et al.^23^ that the anti-GafZ ChIP-seq peak at the GTA promoter (its only target) is asymmetrical, extending downstream across the entire GTA cluster^23^ (Fig. 6a). We hypothesized that GafZ associates with RNAP as it transcribes the GTA cluster. To further investigate this possibility, we performed anti-FLAG ChIP-seq experiments in the GTA-on *∆rogA* strain harboring a FLAG-tagged β’ (RpoC) subunit of RNAP and compared the results to that from a negative control of a non-tagged *∆rogA* strain (Fig. 6a). 

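RNA polymerase was followed through RpoC, its β' subunit, with the antibody against FLAG, and the elongation factors NusA, NusG and NusE through a VSVG tag. All strains are stationary *∆rogA* cells with 2 biological replicates per group. The NusA, NusG and NusE strains and their control also carry a FLAG tag on GafZ, which the RpoC strain and its control lack. The mean depth per position is 117.8 and 119.6 for RpoC, 85.1 and 77.5 for NusA, 95.5 and 103.6 for NusG, 78.3 and 90.2 for NusE, and 83.7 and 74.5 for the cells with no VSVG tag. In each of these 4 VSVG groups replicate 1 was read at 51 bp and replicate 2 at 76 bp. RPBPM was averaged over each gene and compared by limma, RpoC with untagged *∆rogA* cells and the Nus factors with the cells with no VSVG tag. A gene counts as enriched at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold above 1. Across 100-bp bins replicates correlate at 0.984 for RpoC, 0.917 for NusG, 0.845 for NusA, 0.757 for NusE and 0.631 for the VSVG control. The VSVG libraries also resemble other groups: replicate 1 of NusA correlates at 0.934 with a NusG library, and replicate 1 of NusE at 0.855 with a NusA library. In simulated data 43.3% of NusA and 31.3% of NusE genes with a true log2 fold of 1.5 were found, against 97% for RpoC.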

In parallel, we also performed anti-VSVG ChIP-seq experiments with *∆rogA* cells expressing VSVG epitope-tagged NusA, NusG, or NusE, using the appropriate non-tagged negative controls (Fig. 6a). In all cases, the ChIP-seq profiles are highly similar and correlated, with signals spreading into and across the entire GTA gene cluster (Fig. 6a) (Pearson’s correlation values of anti-FLAG-GafZ ChIP-seq profile (from 3010 kb to 3030 kb) vs. anti-RpoC-FLAG, anti-VSVG-NusAGE profiles are 0.64, 0.93, 0.95, and 0.92, respectively, *p* < 10^−16^). These data suggest that GafZ, together with RNAP and Nus proteins, might form an elongation complex that transcribes the main GTA gene cluster. To investigate this possibility further, we engineered *∆rogA* FLAG-*gafZ* strains that harbor individually VSVG-tagged NusA, NusG, NusE, and performed co-IP using FLAG-tagged GafZ as bait (Fig. 6b). 

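RNA polymerase, NusA and NusG cover the whole GTA cluster, and NusE shows the same course with a weaker signal. All 18 genes of the cluster on its strand are enriched for RpoC, from 1.68 at *gtaB* to 2.75 at *gtaS* (log2; standard error 0.276 at *gtaT*, where RpoC reaches 111.9 ± 6.75 RPBPM against 19.4, n = 2). NusG is enriched at all 18 as well, from 2.51 at *gtaB* to 4.07 at *gtaT* (673.3 ± 386.4 RPBPM against 36.6). NusA is enriched at 17, from 1.32 at *gtaB*, which did not pass (limma, Benjamini-Hochberg adjusted p 0.0847), to 2.6 at *gtaT* (222.4 ± 3.41 RPBPM); adjusted over the list alone all 18 pass. At a log2 fold above 2 NusA is left with 11. NusE is enriched at 0 over all genes (limma; 14 at an unadjusted p under 0.05, 13 of them with a log2 fold above 1) and at 13 when adjusted over the list alone; it runs from 0.66 at *gtaB* to 1.52 at *gtaT* (107.4 ± 36.0 RPBPM; Benjamini-Hochberg adjusted p 0.236). Those 13 become 0 without NusE replicate 1 or without VSVG control replicate 2. For each of the 4 proteins both tagged libraries lie above both control libraries at all 18 genes. The regulators *gafY* and *gafZ* carry RpoC (1.90 and 1.14), NusA (1.52 and 1.502) and NusG (2.54 and 2.77). Over single positions of the stretch that the paper uses the profile of RpoC correlates with NusA at 0.792, with NusG at 0.773 and with NusE at 0.802. NusA and NusG correlate at 0.98, NusA and NusE at 0.975, and NusG and NusE at 0.966. Neighbouring positions are not independent, so no p is given, and the untagged coverage is part of this likeness: the VSVG control correlates with NusE at 0.807, NusA at 0.782 and NusG at 0.756, and the FLAG control with RpoC at 0.468. Divided by their controls, RpoC correlates with NusA, NusG and NusE at 0.415, 0.362 and 0.315. From profiles that run through the cluster the paper proposes that GafZ, RNA polymerase and the Nus proteins might form an elongation complex.

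**Figure D7:**
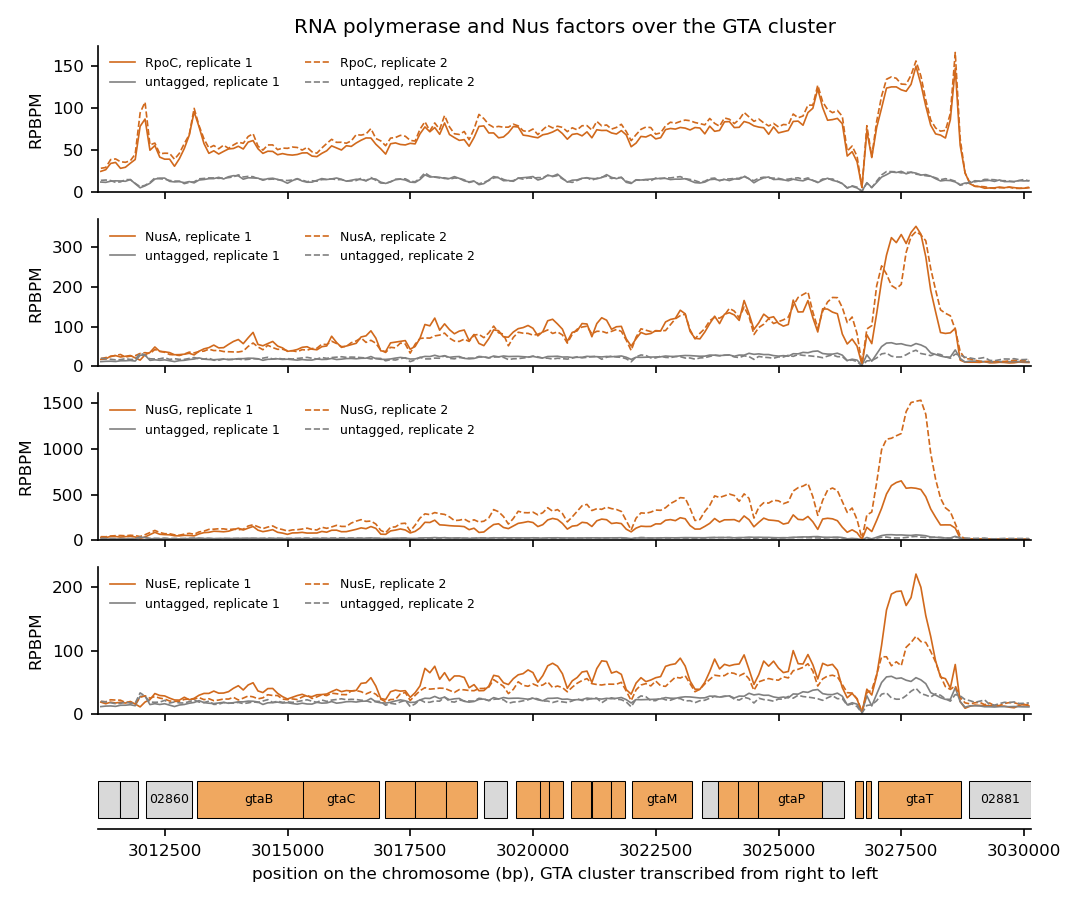
RpoC, NusA, NusG and NusE over the GTA cluster (RPBPM, 100-bp bins), each with the untagged control of its antibody. Solid lines are replicate 1 and dashed lines replicate 2. The cluster is transcribed from right to left.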

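RpoC, NusA and NusG are enriched at other genes as well. RpoC is enriched at 419 genes and lower than the untagged control at 258 of 4039 tested. NusG is enriched at 207 genes and lower at 24, NusA enriched at 85 and lower at 0, and NusE enriched at 3 and lower at 0 (limma; 2 and 1 lower at an unadjusted p under 0.05 with a log2 fold below -1). The 3 of NusE are CCNA_03212 (2.12), CCNA_03891 (1.88) and CCNA_03211 (1.87). RNA genes CCNA_R0014 and CCNA_R0131 lead the RpoC list (4.31 each), CCNA_03372 that of NusA (2.96) and CCNA_03212 that of NusG (4.11). *recA*, of DNA repair, carries RpoC (2.36), NusA (2.21) and NusG (3.51). Among 26 ribosomal protein genes 7 are enriched for RpoC, led by *rpsM* (1.94), *rpsK* (1.92) and *rpsJ* (1.92), and 12 for NusG (19 adjusted over the list alone), led by *rpsJ* (2.58); 0 are for NusA and 0 for NusE (limma; 3 and 5 at an unadjusted p under 0.05 with no minimum fold). Of 11 stress genes RpoC holds 3, *nepR* (2.01), *sigU* (1.88) and *sigT* (1.36), and NusG 4, *sigU* (2.40) and *nepR* (2.15) first. NusA holds *sigU* (1.67), the heat-shock sigma gene *rpoH* (1.65), the chaperone gene *grpE* (1.49) and the small RNA gene *gsrN* (2.604). Among 12 chaperones and proteases RpoC holds *clpS* (1.82) and NusG 3, with *grpE* at 2.07. *rpoH* (RpoC 1.49, NusG 2.5) is 1 of 2 transcription genes enriched for RpoC, and *rsaA*, for the S-layer protein, carries NusG (2.22) and RpoC (1.05). Of 25 cell cycle genes RpoC is enriched at 4, such as *divK* (1.69), *pleD* (1.07) and *ctrA* (1.07), and NusG at *dnaA* (1.56). RpoC is below the control at 7 holdfast and pilus genes (*cpaB* -1.24) and enriched at 1 of that list, *hfsL* (1.13). It is also below at the flagellar gene *flmD* (-1.20), at *smc* for chromosome structure (-1.40) and at *ftsA* for division (-1.03). Of 15 chemotaxis genes 0 pass the minimum log2 fold of 1 for RpoC, but 7 are lower with no minimum (limma, Benjamini-Hochberg adjusted p under 0.05; 9 at an unadjusted p under 0.05), *cheAI* first (-0.992). NusE passes at 0 genes of every list; at an unadjusted p under 0.05 (limma, no minimum fold) it has 14 of the cluster, 5 ribosomal, and 1 each of the transcription, S-layer and chaperone lists. The lowest genes for RpoC are *ccmB* (-1.48), *ruvA* (-1.41) and *gpsA* (-1.40). As group tests (camera, preset correlation) the cluster is raised in all 4 proteins (Benjamini-Hochberg adjusted p 6.11e-26 for RpoC, 8.5e-74 for NusA, 5.68e-78 for NusG and 4.72e-79 for NusE). Ribosomal genes are raised too (camera, Benjamini-Hochberg adjusted p 1.25e-06, 1.68e-05, 3.29e-18 and 2.12e-36), stress genes as well (0.0165, 4.41e-05, 8.17e-06 and 9.88e-05), and flagellar genes are lower (0.0344, 0.0192, 0.0154 and 0.0311). With an estimated correlation no call on any list holds, the cluster coming to an adjusted p of 0.524, 0.0742, 0.0669 and 0.0652 (camera, Benjamini-Hochberg). The gene counts move with scaling and libraries. Scaled to the median bin, which moves the median gene by 0.57 for RpoC, 0.48 for NusG and 0.19 for NusA, RpoC is enriched at 793 genes and lower at 0, NusG enriched at 532 and lower at 7, NusA enriched at 149 and NusE at 0. Scaled to the total depth NusG is enriched at 301 genes and lower at 55, and NusA enriched at 128 and NusE at 0. With libraries paired by replicate number, which in the VSVG groups is also the read length, NusA is enriched at 151 genes and NusE at 0. NusA is enriched at 56 or 43 genes without its replicate 1 or 2 and at 49 or 46 without VSVG control replicate 1 or 2. NusG falls to 115 without its replicate 2 and to 114 without VSVG control replicate 1. NusE has 0 or 1 without its replicate 1 or 2 and 1 or 0 without VSVG control replicate 1 or 2.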

We observed an enrichment of Nus proteins in the IP fraction compared to the pre-IP input control (Fig. 6b). Another DNA-binding protein, ParB, was not pulled down in the IP fraction (Fig. 6b), suggesting that the enrichment of Nus proteins was specific.

**Fig. 6:**
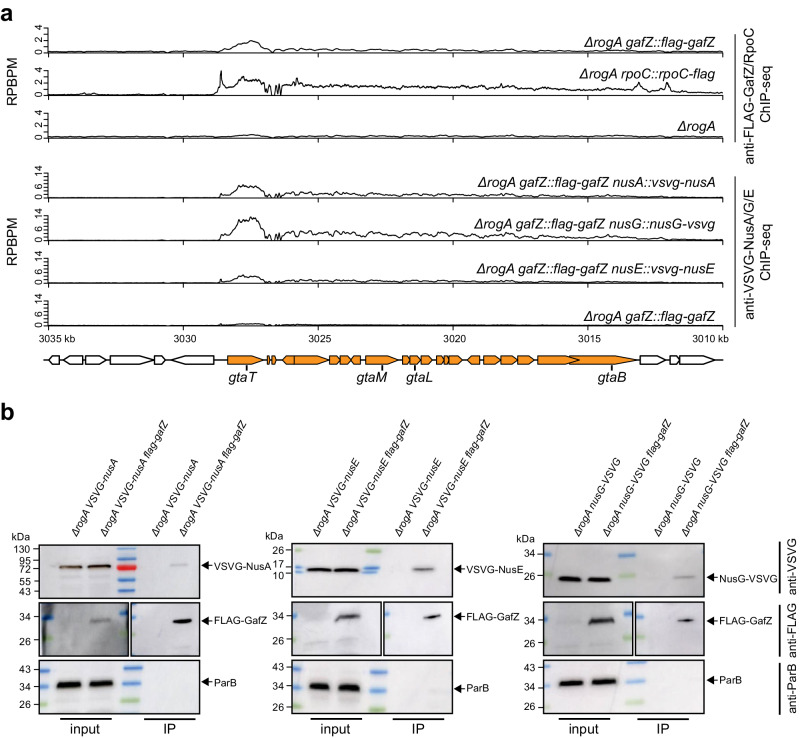
GafY and GafZ might form a transcription elongation complex with RNAP, NusA, NusG, and NusE. **a** Anti-FLAG and anti-VSVG ChIP-seq profiles show the enrichment of FLAG-tagged GafZ and VSVG-tagged NusAGE, respectively, at the GTA main cluster in different genetic backgrounds. Profiles were plotted with the x-axis representing genomic positions and the y-axis representing the number of reads per base pair per million mapped reads (RPBPM). ChIP-seq experiments were performed twice using biological replicates, and a representative profile is shown. MACS2-identified anti-FLAG-RpoC and anti-VSVG-NusAGE ChIP-seq peaks in this panel are reproducible in both replicates and significant i.e., having Poisson distribution −log_10_(*p* value) and false discovery rate −log_10_(*q* value) >800 and >290, respectively, in both replicates. **b** Immunoblots analysis of co-immunoprecipitation of FLAG-tagged GafZ. ParB served as a non-associated protein control. The positions of bands corresponding to VSVG-tagged NusA/E/G, FLAG-tagged GafZ, and ParB are indicated with arrows. The immunoblot for anti-FLAG of the input fraction was exposed for a longer time than that from the IP fraction as FLAG-tagged GafZ was highly concentrated in the IP fraction compared to the input fraction. Co-IP experiments were performed at least twice, and a representative image is shown. Source data are provided as a Source data file.

### The putative GafZ binding element (ZBE) is located in between the −10 and −35 promoter elements of the GTA gene cluster

Despite the previous observation that GafY and GafZ interact with each other^23^, unlike GafY, GafZ has only one target—the promoter of the GTA cluster^23^ (Fig. 6a). This suggested there must be a GafZ binding element that recruits GafZ to the promoter of the GTA cluster. Further, AlphaFold2 and FoldSeek^48,51^ predict that GafZ contains a sigma-factor-like helix-turn-helix motif, consistent with direct DNA binding (Supplementary Fig. 5). We inspected the sequence of the GTA promoter for inverted repeats that might represent a GafZ binding element (ZBE), and identified a near-perfect palindrome (GCGCCCG-CTGGCGC) in between the −10 and −35 elements (Fig. 7a). Next, we introduced mutations (P_*gtaT*_ ZBE*: CTGGCGC → TTTTTTC) to the right half of this palindrome and found that the enrichment of FLAG-GafZ was reduced to background level (Fig. 7a). In contrast, the enrichment of GafY in the upstream promoter region was largely unaffected (Fig. 7b). However, GafY was no longer enriched in the coding region of *gtaT* and the main GTA cluster (Fig. 7b), possibly because GafZ and the GafZ-GafY complex failed to form a transcription elongation complex with RNAP when ZBE was mutated. 

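In cells with the ZBE* change FLAG-GafZ shows no enrichment over untagged *∆rogA* cells on the GTA cluster. FLAG-GafZ was precipitated from 2 biological replicates of *∆rogA* ZBE* cells (mean depth 83.1 and 108.6 per position) and compared with untagged *∆rogA* cells by limma. Of the 18 cluster genes 0 changed (limma; 0 at an unadjusted p under 0.05), with values from -0.29 at *gtaO* to 0.13 at *gtaC* and a median of -0.05; over all 4039 genes 88 were higher and 1 lower at an unadjusted p under 0.05. *gtaT* has 16.8 ± 4.00 RPBPM against 19.4 in untagged cells. At its promoter the values are 12.9 ± 2.75 and 11.5 (log2 fold 0.15; limma with Benjamini-Hochberg adjusted p 0.764), and the other 9 GafY regions lie between -0.09 and 0.43. Replicate 2 of FLAG-GafZ was read at 76 bp and the control libraries at 51 bp, which raises FLAG-GafZ. The control cells make GTA, which ZBE* cells do not. Their median cluster gene stands at 1.23 and 1.28 times the median bin, against 1.03 and 1.02 for FLAG-GafZ. These differences pull in opposite ways, so a weak signal cannot be told from none. Scaled to the median bin or to the total depth, which lowers the median gene by 0.27, FLAG-GafZ is below the control at 6 or 5 cluster genes. Elsewhere 14 genes were higher (9 under either of these scalings), led by the RNA gene CCNA_R0082 (2.28), CCNA_01820 (1.73), CCNA_00438 (1.63) and CCNA_01821 (1.59). FLAG-GafZ on the intact element is not analysed here, so the size of the fall the paper describes was not measured.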

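GafY stays at the promoter of the cluster when the GafZ element is changed. The comparison is with YBE* cells, where its element is changed and GafZ has no FLAG tag. The place from 3028501 to 3028800 is higher in ZBE* cells. Its top bin (3028601 to 3028700) has 231.2 ± 76.7 against 26.8 ± 2.01 RPBPM of GafY (log2 fold 3.02, standard error 0.324, limma with Benjamini-Hochberg adjusted p 4.26e-16, n = 2 each). This standard error is the same at every region listed below, a value shared by limma, and does not show the replicate spread of this bin. Of 39991 bins tested this place stands out most. In all 8 regions were higher in ZBE* and 0 lower (limma; 0 at an unadjusted p under 0.05 with a change above 1). Next come a place between CCNA_03062 and CCNA_03063 (2.00), one between *zwf* and *fssB* (1.71), one in CCNA_01066 (1.55), one between CCNA_00928 and CCNA_00929 (1.53), CCNA_02930 (1.53), one between *oxyR* and CCNA_03812 (1.46) and one between CCNA_00389 and CCNA_00390 (1.45). Only the *gtaT* promoter is left past the threshold when libraries are scaled to the median bin or to the total depth, which move the median bin by -0.23 and -0.27. The count of higher regions is 4 or 1 without ZBE* replicate 1 or 2, and without YBE* replicate 2 there are 509 higher and 7 lower. How the ZBE* level compares with the intact promoter was not measured, since the anti-GafY libraries analysed here are those of the 2 mutants.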

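Past the promoter GafY is at the level of the rest of the chromosome in both mutants. Over the coding part of *gtaT* (3027101 to 3028000) anti-GafY coverage is 0.964 ± 0.054 times the library's median bin in ZBE* cells and 1.02 ± 0.03 times in YBE* cells (mean ± SD, n = 2). FLAG-GafZ in ZBE* stands at 1.13 and untagged *∆rogA* cells at 1.80, whereas RpoC reaches 15.8 and NusG 84.5 with both elements intact. Across the 18 cluster genes the median is 0.86 and 0.821 in the ZBE* replicates and 0.933 and 0.922 in YBE*, within the 0.782 to 1.58 and 0.829 to 1.40 that span 90% of all genes. The paper proposes that with the ZBE changed GafZ and GafY do not form an elongation complex with RNA polymerase. RNA polymerase in these 2 mutants is not analysed here.

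**Figure D8:**
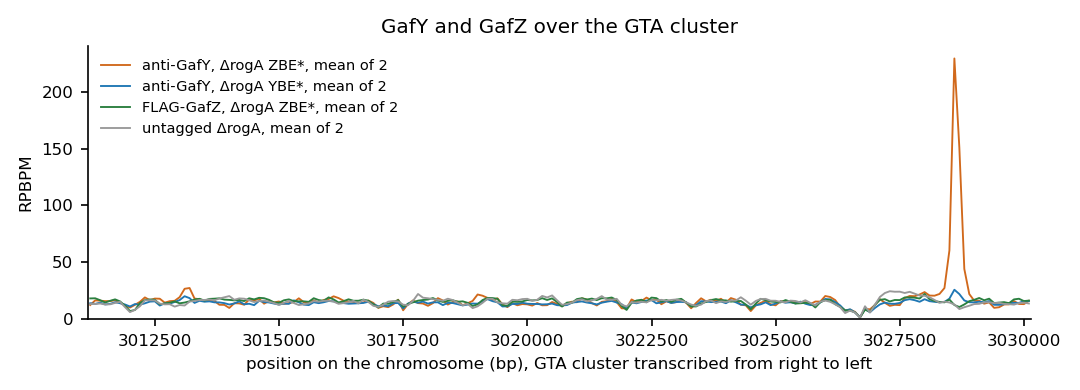
Coverage over the GTA cluster (RPBPM, 100-bp bins), as means of 2 replicates: anti-GafY in ZBE* and YBE* cells, FLAG-GafZ in ZBE* cells and untagged *∆rogA* cells. RPBPM also rises with the read length, which differs between these libraries.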

Lastly, the P_*gtaT*_ ZBE* mutations also eliminated the production of GTA-packaged DNA and GtaL protein (Fig. 7c). Taken together, these findings demonstrated that the inverted repeat positioned between the −10 and −35 elements of the *gtaT* promoter is critical for GafZ binding and GTA synthesis.

**Fig. 7:**
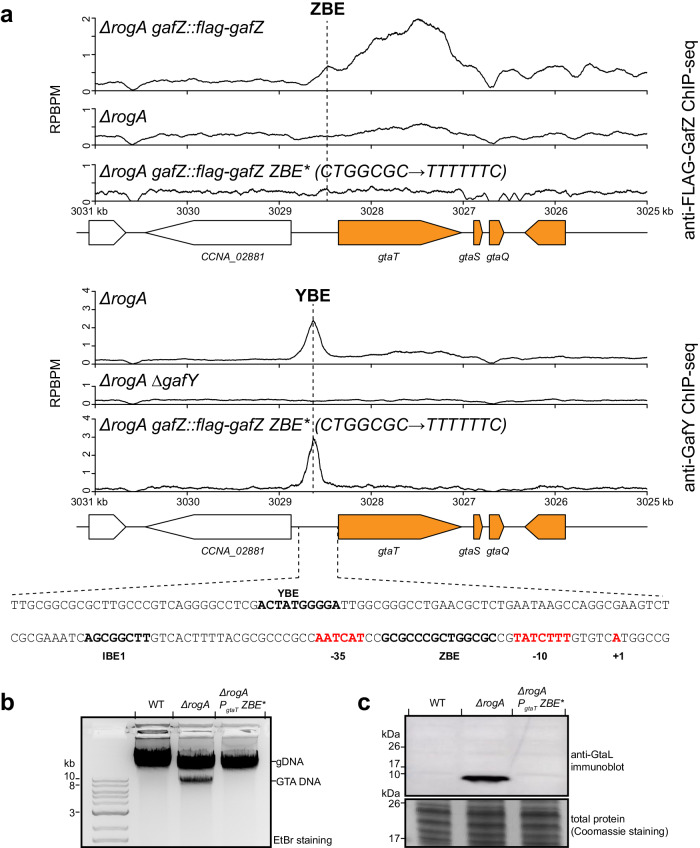
The putative GafZ binding element (ZBE) is located in between the −10 and −35 promoter elements of the GTA gene cluster. **a** Anti-FLAG and anti-GafY ChIP-seq profiles show the enrichment of FLAG-tagged GafZ and GafY, respectively, at the main GTA cluster in different genetic backgrounds. Profiles were plotted with the x-axis representing genomic positions and the y-axis representing the number of reads per base pair per million mapped reads (RPBPM). The sequence of a putative GafZ-binding element (ZBE) is shown together with the IHF-binding element (IBE1), the GafY-binding element (YBE), the core promoter elements (−10 −35), and the TSS. ChIP-seq experiments were performed twice using biological replicates, and a representative profile is shown. MACS2-identified anti-FLAG-GafZ and anti-GafY ChIP-seq peaks in this panel are reproducible in both replicates and significant i.e., having Poisson distribution −log_10_(*p* value) and false discovery rate −log_10_(*q* value) > 400 in both replicates. **b** Total DNA extraction from indicated strains grown up to a stationary phase. Total DNA was purified and separated by electrophoresis on a 1% agarose gel which was stained with ethidium bromide (EtBr) for DNA. Experiments were performed at least twice, and a representative image is shown. Source data are provided as a Source data file for (**b**). **c** Immuno**b**lot of total cell lysates of indicated strains using a polyclonal anti-GtaL (GTA head-tail connector protein) antibody. A separate Coomassie-stained SDS-PAGE was loaded with the same volume of samples to serve as a loading control. Experiments were performed at least twice, and a representative image is shown.

### GafYZ allows RNAP to bypass a transcription terminator located downstream of the first gene in the GTA gene cluster

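The Nus factors drop in signal within the first genes of the cluster, and between the windows compared here RNA polymerase drops less. The 1000 bp at the end of *gtaT* (3027016 to 3028015) were compared with 1000 bp further on (3025361 to 3026360), beyond a stretch that short reads cover poorly. NusG goes from 543.9 and 1274.5 RPBPM in its 2 replicates to 206.5 and 502.7, which is 38.0 and 39.4% of the level before (log2 ratio -1.37 ± 0.04). NusA keeps 41.7 and 58.4% (-1.02 ± 0.34) and NusE 40.9 and 63.0% (-0.98 ± 0.44). RpoC keeps 74.9 and 75.2% (-0.41), but the far window holds a local maximum of RpoC (123.3 and 127.7 RPBPM at 3025749 to 3025848). This maximum lies just before the start of CCNA_02876 (3025889 to 3026329), a gene on the other strand within the window. Coverage does not tell the strands apart, so RNA polymerase counted there need not come from *gtaT*. FLAG-GafZ in ZBE* cells keeps 79.1 and 75.2%, anti-GafY 85.7 and 97.9% in ZBE* and 99.9 and 92.4% in YBE*. Untagged cells drop as well, to 62.5 and 64.5% with the FLAG antibody and to 60.7 and 84.2% with that against VSVG. With the log2 ratio of the control taken off, the drop is -0.89 ± 0.30 for NusG, -0.54 for NusA and -0.49 ± 0.11 for NusE, while RpoC turns to 0.24 ± 0.03. Subtracting the control's coverage instead leaves RpoC with a drop of -0.367, so its sign depends on how the background is removed. Between 3026361 and 3026978, 369 positions are low in the untagged libraries and 98 are empty, only reads that map to 1 place having been kept. FLAG-GafZ and anti-GafY with intact elements are not analysed here.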

We noted a sharp reduction in signal in ChIP-seq datasets of anti-FLAG-GafZ, anti-GafY, anti-FLAG-β’ RNAP, and anti-VSVG-NusAEG immediately downstream of *gtaT*, the first gene of the GTA cluster (Fig. 6a and Fig. 8a). Focusing on this region, we discovered three 150-bp long GC-rich direct repeats, each of which contains imperfect inverted repeats. We hypothesized that these repeats might form a putative transcription terminator (*ter*_*GTA*_) (Fig. 8a and Supplementary Fig. 6a). Given the association of GafYZ with the RNAP elongation complex and the strict requirement of GafZ for transcription of the GTA cluster, we reasoned that GafYZ might enable RNAP to read through this putative *ter*_*GTA*_ terminator. To investigate these possibilities, we determined the effect of this putative *ter*_*GTA*_ on transcription activities of a strong GafYZ-independent promoter (P_*rsaA*_, driving the expression of the most abundant S-layer protein-encoding gene, *rsaA*, in *C. crescentus*^45,52^) and of a GafYZ-dependent *gtaT* promoter, using promoter-*lacZ* fusion reporters (Fig. 8b). We fused a DNA region ranging from −153 to +229 relative to the *gtaT* TSS to *lacZ*. To assay for β-galactosidase activity, reporter plasmids were introduced into three genetic backgrounds, namely a WT GTA-off strain (GafY- GafZ-), a *∆rogA* GTA-on strain (GafY+ GafZ+), and a *∆rogA∆gafZ* GTA-off strain (GafY+ GafZ-) (Fig. 8b).

**Fig. 8:**
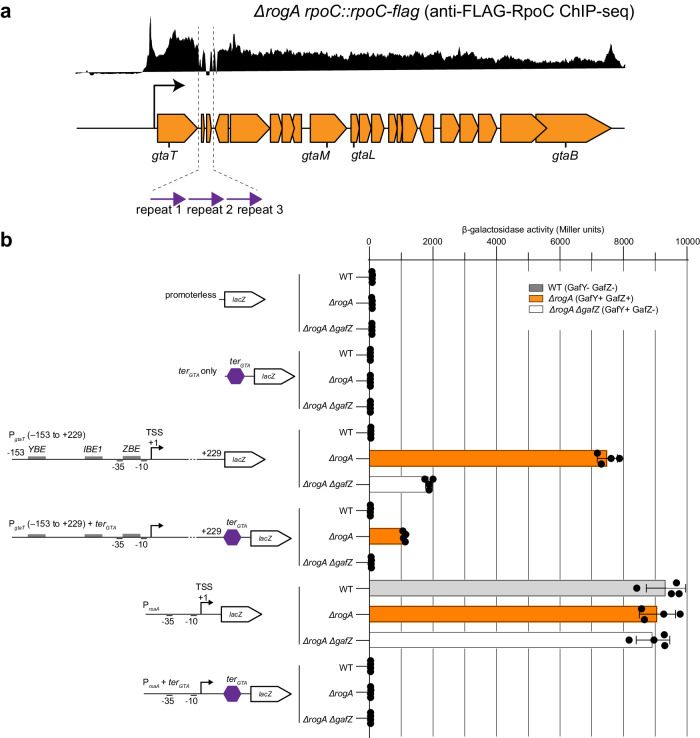
GafYZ allows RNAP to bypass a transcription terminator located downstream of the first gene in the GTA gene cluster. **a** Identification of three 150-bp direct repeats (purple arrows) downstream of the *gtaT* gene in the GTA main cluster (see Supplementary Fig. 6a for the sequences and alignment of the three repeats). **b** β-galactosidase activity (in Miller units) of indicated promoter-*lacZ* reporter constructs in three *C. crescentus* genetic backgrounds (WT (gray) vs *∆rogA* (orange) vs. *∆rogA∆gafZ* (white)). The upstream region of *gtaT*, from −153 to +229 relative to the +1 TSS, was fused to *lacZ*, with or without the three direct repeats (*ter*_*GTA*_, purple hexagon). Cells containing an empty (promoterless) *lacZ* reporter plasmid or plasmid with only *ter*_*GTA*_ fused to *lacZ* served as negative controls. Values and error bars indicate mean ± standard deviations from four replicates. Source data are provided as a Source data file.

A P_*rsaA*_-*lacZ* fusion construct produced high levels of β-galactosidase activity in all three genetic backgrounds (Fig. 8b), consistent with P_*rsaA*_ being independent of GafYZ (no GafY or GafZ binding sites were found in the upstream region of *rsaA* by ChIP-seq). Insertion of the three 150-bp repeats in between P_*rsaA*_ and *lacZ* reduced β-galactosidase activity to background levels regardless of the presence of GafYZ (Fig. 8b), confirming that the tandem repeats constitute a strong transcription terminator.

A P_*gtaT*_ (−153 + 229)-*lacZ* fusion was active in a GTA-on *∆rogA* (GafY+ GafZ+) background but was reduced to the background level when both GafY and GafZ were absent, and ~4-fold reduced when only GafY was present i.e., in the *∆rogA∆gafZ* GTA-off (GafY+ GafZ-) background (Fig. 8b). An insertion of the putative *ter*_*GTA*_ in between P_*gtaT*_ (−153 + 229) and *lacZ* in the GTA-on *∆rogA* (GafY+ GafZ+) background reduced the β-galactosidase activity by ~8-fold but, crucially, did not eliminate all transcriptional activity. On the other hand, only background level β-galactosidase activity was detected for the same construct when GafZ was absent (Fig. 8b). We further observed a similar anti-termination response by GafZ when we replaced the putative *ter*_*GTA*_ by a well-characterized T1 transcription terminator from the *E. coli rrnB*^53^ (Supplementary Fig. 6b). Overall, our results demonstrated that the tandem repeats function as a transcription terminator, and that GafZ acts as a transcription anti-terminator, allows some (but not all) RNAP to read through and transcribe the entire GTA cluster.

## Discussion

In this study, we demonstrate that the *C. crescentus* GTA gene cluster is transcriptionally co-activated by IHF and GafY, and by a GafYZ-mediated transcription anti-termination. We show that, in the absence of the repressor RogA, IHF and GafY directly bind to the promoter region of the *gafYZ* operon, the promoter of the main CcGTA cluster, and ~18 promoters of accessory GTA genes, to activate transcription (Fig. 9a). Our findings support a model that GafY interacts directly with domain 3–4 of the housekeeping sigma factor 70 (RpoD) to assist RNAP binding to a degenerate −35 element at these promoters. Supporting this model, substituting the −35 region of P_*gtaT*_ by a consensus −35 region from a sigma factor 70-dependent promoter (P_*rsaA*_) circumvented the need for a transcription activator, resulting in constitutive expression (Supplementary Fig. S4). Most transcription activators that interact with domain 3–4 of sigma factor 70 bind DNA close to the −35 element of their target promoters^54^, however, we noted that GafY binds far upstream of the −35 region and strictly requires IHF for transcription activation (Fig. 9b). IHF is a known DNA-binding and bending transcriptional factor^39–42^, and it has been well-established that IHF-induced DNA bending enables bacterial enhancer-binding proteins (bEBPs), which bind far upstream of the core promoter region, to contact RNAP-sigma factor 54 holo-enzyme pre-recruited on the promoter to activate transcription^54,55^. We reason that IHF might perform a similar DNA-bending role to enable GafY to loop over to contact domain 3–4 of sigma factor 70 (Fig. 9b). Given our evidence that GTA-related promoters are sigma factor 70-dependent (not sigma factor 54) (Fig. 5), it is rare that IHF is required for transcription activation by a co-activator that binds far upstream of the −35 element of a sigma factor 70-dependent promoter. Other than the case reported in this work, the only other documented example is the activation of an *E. coli* nitrate reductase (*narGHJI*) operon that requires NarL, FNR, and IHF^56^. Lastly, we hypothesize that the spacing between the GafY-binding element (YBE) and the IHF-biding element (IBE) is crucial for DNA looping and the subsequent transcription activation of GTA promoters, future experiments that change the helical position of YBE and the YBE-IBE distance are necessary to test this hypothesis.

**Fig. 9:**
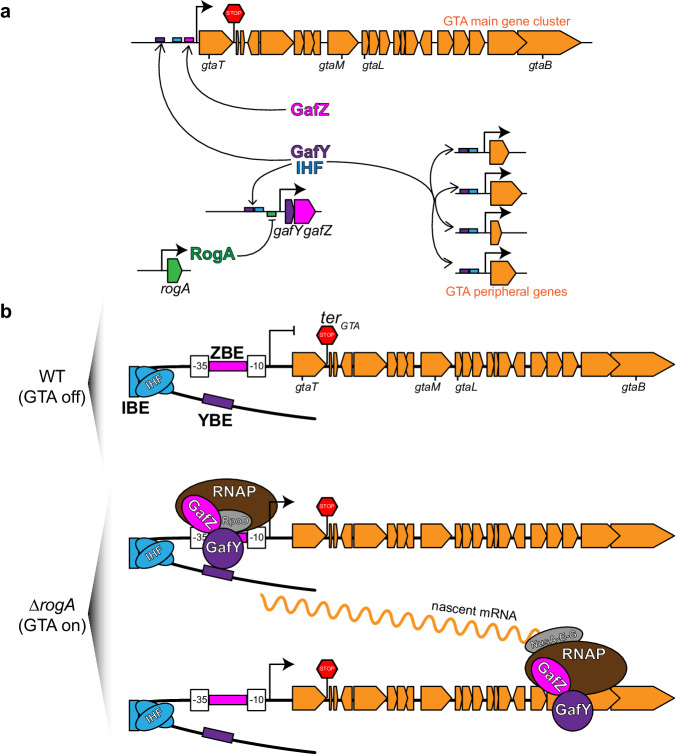
Proposed model of how GafYZ and IHF function to activate the GTA gene cluster. **a** Diagram of CcGTA regulation. RogA (dark green) directly represses (flat-headed arrow) the expression of *gafYZ*. GafY (purple) and IHF (blue) co-activate (arrows) the *gafYZ* operon, the GTA main gene cluster (orange) as well as GTA peripheral genes (orange) on the *C. crescentus* chromosome. GafZ (magenta) together with GafY and IHF are required to activate the transcription of the GTA main cluster. **b** In GTA-off WT cells, RogA represses the expression of *gafYZ*. No GafY and GafZ were produced to activate the transcription of the GTA main gene cluster, even though IHF (blue) is prebound at the upstream region of the GTA main cluster at its IHF-binding element (IBE). In GTA-on *∆rogA* cells, the promoter of *gafYZ* is derepressed, leading to the production of GafY (purple) and GafZ (magenta). GafY binding at the putative GafY-binding element (YBE), likely being assisted by the DNA-bending action of IHF (blue), binds RpoD (gray) to recruit RNAP (brown) to the core −10 −35 promoter elements. GafZ (magenta) binds the promoter at the putative GafZ-binding element (ZBE) positioned between the −10 and −35 elements of the promoter, then binds RNAP to allow a holo-complex of RNAP-GafZ-NusAEG to bypass the *ter*_*GTA*_ (red stop sign) positioned downstream of *gtaT* to synthesize nascent mRNA (wavy orange line). ChIP-seq profiles of GafY and biochemical data that show GafY-GafZ co-interaction suggest that GafY might travel together with an elongating RNAP-GafZ-NusAEG holo-enzyme complex.

In this work, we also present evidence that GafZ is a transcription anti-terminator that likely forms an anti-termination complex with RNA polymerase, NusA, NusG, and NusE to bypass transcription terminators downstream of the first gene in the CcGTA cluster, resulting in transcription of the entire CcGTA cluster gene (Fig. 9b). It is also worth noting that deleting *gafZ* from *∆rogA* cells reduced the β-galactosidase activity of the P_*gtaT*_ (−153 to +229)-*lacZ* reporter by ~fourfold, even though GafY and IHF were present and this reporter construct does not contain *ter*_GTA_ (Fig. 8b). It is possible that GafZ might also increase the processivity of RNAP to elongate through a 229-nt long untranslated region, in addition to bypassing transcription terminators later. Here, we also identified a putative DNA element (ZBE) important for the regulation of the main CcGTA cluster by GafZ. This putative ZBE is located between the −10 and −35 elements of the CcGTA cluster promoter, similar to the location of the binding elements for well-characterized processive anti-terminators such as Q from bacteriophage λ and AlpA from *Pseudomonas aeruginosa*^57,58^. The ChIP-seq profiles of *C. crescentus* GafZ are also reminiscent of the binding patterns of RNAP and transcription anti-terminators such as *P. aeruginosa* AlpA, *E. coli* RfaH, and λQ^57,59–61^. The λQ binding element (QBE) and the AlpA binding element (ABE) help the direct loading of Q and AlpA onto RNAP^57,58,62–65^, and it seems likely that the putative GafZ binding element (ZBE) in the GTA promoter may help loading of GafZ onto RNAP in a similar way, allowing RNAP to bypass the long untranslated region and downstream transcriptional terminators (Fig. 9b). The cryo-EM structures of λQ- and AlpA-bound RNAP have been solved, showing that these anti-terminators form a molecular nozzle near the RNA-exit channel of RNAP to prevent the formation of terminator hairpin structures that would otherwise form in the nascent RNA and thereby impede or stop transcription elongation^58,62,66^. While AlphaFold-predicted structures of GafZ show no sequence or structural similarity to these known anti-terminators, it has been shown recently that Q protein of bacteriophage 21 (Q21) and λQ, despite sharing no sequence similarity, both form a nozzle that narrows and extends the RNAP RNA-exit channel to prevent the formation of RNA hairpin^62^. Future works, especially solving a cryo-EM structure of GafYZ-RNAP-DNA holo-enzyme complex, will hope to determine how GafZ modifies RNAP to mediate transcription anti-termination and whether GafZ shares the same mechanism as AlpA, Q21, and λQ proteins.

We observed that GafY and GafZ have different promoter specificity, GafZ has only one target—the promoter of the main GTA cluster, while GafY regulates ~18 GTA-related promoters (Fig. 9a). This is seemingly at odds with the previous observation that GafYZ form a complex^23^. However, it is not yet known how stable or transient GafYZ complex is. Furthermore, while both GafY and GafZ have predicted DNA-binding domains of their own, only the promoter of the main GTA cluster has a dedicated GafZ-binding element (ZBE). We speculate that this additional GafZ-ZBE DNA interaction contributes to the selection of promoter.

GafY and GafZ show sequence homology to the N-terminal and C-terminal domain, respectively, of *R. capsulatus* GafA, the direct activator of RcGTA^36^. Although the exact binding elements for *R. capsulatus* GafA have not been mapped at nucleotide resolution, Sherlock and Fogg (2022) showed using EMSA assays that C-terminal domain of GafA (equivalent to *C. crescentus* GafZ) binds to a DNA fragment covering the −10, −35 and TSS of the RcGTA cluster^37^. Given that *R. capsulatus* GafA and *C. crescentus* GafZ are homologous, and the similar location of their DNA-binding elements, it is possible that *R. capsulatus* GafA might have previously unrecognized transcription anti-termination activity. Sherlock and Fogg (2022) demonstrated that the central region in between the N-terminal and C-terminal domains of GafA interacts with the omega (RpoZ-ω) subunit of RNAP, thereby recruiting RNAP to activate the RcGTA cluster^37^. In *C. crescentus*, however, we have not observed the enrichment of VSVG-tagged RpoZ-ω in a co-IP using FLAG-tagged GafZ as bait (Supplementary Fig. 7). A sequence alignment of GafA and GafY-Z shows that the central region of GafA has the least similarity to a fusion of GafY and GafZ (Supplementary Fig. 8). Furthermore, several predicted loops in the central region of GafA are missing in the *C. crescentus* GafYZ fusion (Supplementary Fig. 8). This likely explains why *C. crescentus* GafYZ do not appear to interact with RpoZ-ω. In *R. capsulatus*, (p)ppGpp, which is likely to interact directly with RNAP via RpoZ-ω, contributes to the synthesis of GTA particles^37,67^. For example, deletion of *rpoZ* or *relA/spoT* (responsible for the synthesis of (p)ppGpp) in *R. capsulatus* reduced GTA synthesis by five-fold^67^, while deletion of the sole *relA/spoT* homolog in *C. crescentus*^68,69^ only reduces CcGTA production two-fold (Supplementary Fig. 7). Future work is necessary to better understand the possible role of ppGpp(p) and/or RpoZ-ω in CcGTA production in *C. crescentus*.

The discovery that *C. crescentus* produces bona fide GTA particles offered a new and highly tractable organism to dissect the function, biosynthesis, and regulation of these enigmatic genetic elements^23^. Here, we revealed that GTA cluster gene expression is controlled by both transcriptional activation and by anti-termination. While most of the control, as revealed in this study, is at the cluster-specific level, it is interesting to note that a globally acting factor, IHF, is co-opted in the activation of the CcGTA gene cluster. In future work, we hope to gain further insight into the extent to which GTA is domesticated and integrated with the host’s physiology, potentially shedding light on the evolution of such domestication. Lastly, *C. crescentus* GTA is not produced under normal laboratory conditions^23^, and so it was necessary for us to exploit a *∆rogA* strain to induce CcGTA production in this study. Finding the environmental or physiological signals that naturally de-repress RogA or activate GafYZ expression, if they exist, will be illuminating in understanding the benefit of GTA to the host and how such exaptation can evolve.

## Methods

### Strains, media, and growth conditions

*E. coli* and *C. crescentus* were grown in LB and PYE, respectively. When appropriate, media were supplemented with antibiotics at the following concentrations (liquid/solid media for *C*. *crescentus*; liquid/solid media for *E. coli* [μg/mL]): kanamycin (5/25; 30/50); spectinomycin (25/100; 50/50); oxytetracycline (1/2; 12/12). All strains, plasmids, and oligonucleotides used in this study are listed in Supplementary Data 2. Details on constructions of plasmids and strains are in the Supplementary Information. All plasmids and strains generated in this study are available upon request.

### Transposon (Tn5) mutagenesis

The Tn5 transposon delivery plasmid (pMCS1-Tn5-ME-R6Kγ-kanamycin^R^-ME)^70^ was conjugated from an *E. coli* S17-1 donor into *C. crescentus ΔrogA ΔlacA gtaM::gtaM-lacA* cells. Briefly, *E. coli* S17-1 was transformed with the transposon delivery plasmid and plated out on LB plates supplemented with kanamycin. On the next day, colonies forming on LB + kanamycin were scraped off the plates and resuspended in PYE to OD_600_ of 1.0. Cells were pelleted down and resuspended in fresh PYE twice to wash off residual antibiotics. 100 μl of cells were mixed with 1000 μl of exponentially growing *C.crescentus ΔrogA ΔlacA gtaM::gtaM-lacA* cells then the mixture was centrifuged at 17,000 × *g* for 1 min. The cell pellet was subsequently resuspended in 50 μl of fresh PYE and spotted on a nitrocellulose membrane resting on a fresh PYE plates. PYE plates with nitrocellulose disks were incubated at 30 °C for 5 h before being resuspended by vortexing vigorously in fresh PYE liquid to release bacteria. Resuspended cells were plated out on Petri disks containing PYE agar supplemented with kanamycin and carbenicillin and 40 μg/ml X-gal, and incubated for 3 days at 30 °C. After 3-day incubation, white colonies were picked and restruck on PYE + kanamycin + carbenicillin + X-gal to purify. To locate the Tn5 insertion point, genomic DNA from mutants of interest was extracted. 4 µg of extracted genomic DNA was partial digested with Sau3AI in 50 µL reaction and re-ligated with T4 DNA ligase. The ligation mixture were ethanol precipitated and introduced into *E. coli pir116* cells by electroporation. Colonies carrying the re-ligated Tn5 plasmid grew on kanamycin and the plasmid was subsequently extracted and sequenced with oligo KAN-2 FP-1: ACCTACAACAAAGCTCTCATCAACC and R6KAN-2 RP-1:CTACCCTGTGGAACACCTACATCT to map the position of Tn5 insertion on the *C. crescentus* chromosome.

### Chromatin immunoprecipitation with deep sequencing (ChIP-seq)

*C. crescentus* cell cultures (50 mL) were grown in PYE to a stationary phase and fixed with formaldehyde to a final concentration of 1%. Fixed cells were incubated at room temperature for 30 min, then quenched with 0.125 M glycine for 15 min. Cells were washed three times with 1x PBS (pH 7.4) and resuspended in 1 mL of buffer 1 (20 mM K-HEPES pH 7.9, 50 mM KCl, 10% glycerol, and Roche EDTA-free protease inhibitors). Subsequently, the cell suspension was sonicated on ice using a Soniprep 150 probe-type sonicator (11 cycles, 15 s ON, 15 s OFF, at setting 8) to shear the chromatin to below 1 kb, and the cell debris was cleared by centrifugation (20 min at 17,000 × *g* at 4 °C). The supernatant was then transferred to a new 2 mL tube and the buffer conditions were adjusted to 10 mM Tris-HCl pH 8, 150 mM NaCl and 0.1% NP-40. Fifty microliters of the supernatant were transferred to a separate tube for control (the input fraction) and stored at −20 °C. In the meantime, antibodies-coupled beads were washed off storage buffers before being added to the above supernatant. We employed anti-VSV-G antibody coupled to sepharose beads (Merck) for ChIP-seq of NusG-VSVG, VSVG-NusA, VSVG-NusE, and anti-FLAG antibody coupled to agarose beads (Merck) for ChIP-seq of RpoC-FLAG and FLAG-GafZ.

Briefly, 50 μL of anti-VSVG beads or 100 μL anti-FLAG beads was washed off storage buffer by repeated centrifugation and resuspension in IPP150 buffer (10 mM Tris-HCl pH 8, 150 mM NaCl and 0.1% NP-40). Beads were then introduced to the cleared supernatant and incubated with gentle shaking at 4 °C overnight. For anti-GafY ChIP-seq experiments, protein A sepharose beads (Merck) were incubated with the cleared supernatant for an hour to remove non-specific binding. Afterward, the cleared supernatant was retrieved and incubated with 50 μL of anti-GafY polyclonal antibody overnight. On the next day, protein A sepharose beads were added and incubated for 4 h to capture GafY-DNA complexes. Beads were then washed five times at 4 °C for 2 min each with 1 mL of IPP150 buffer, then twice at 4 °C for 2 min each in 1x TE buffer (10 mM Tris-HCl pH 8 and 1 mM EDTA). Protein-DNA complexes were then eluted twice from the beads by incubating the beads first with 150 μL of the elution buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, and 1% SDS) at 65 °C for 15 min, then with 100 μL of 1X TE buffer + 1% SDS for another 15 min at 65 °C. The supernatant (the ChIP fraction) was then separated from the beads and further incubated at 65 °C overnight to completely reverse crosslinks. The input fraction was also de-crosslinked by incubation with 200 μL of 1X TE buffer + 1% SDS at 65 °C overnight. DNA from the ChIP and input fraction were then purified using a PCR purification kit (Qiagen) according to the manufacturer’s instruction, and then eluted out in 40 µL water. Purified DNA was then constructed into libraries suitable for Illumina sequencing using the NEXT Ultra II library preparation kit (NEB). ChIP libraries were sequenced on the Illumina Hiseq 2500 or Nextseq 550 at the Tufts University Genomics facility.

### Processing ChIP-seq data

For analysis of ChIP-seq data, Hiseq 2500 or NextSeq 550 Illumina short reads (50 bp/75 bp) were mapped back to the *C. crescentus* NA1000 reference genome (NCBI Reference Sequence: NC-011916.1) or appropriate reference genomes with mutations at the IBE/YBE/ZBE, using Bowtie 1^71^ and the following command: bowtie -m 1 -n 1 –best –strata -p 4 –chunkmbs 512 NA1000-bowtie –sam *.fastq > output.sam. Subsequently, the sequencing coverage at each nucleotide position was computed using BEDTools 2.17.0^72^ using the following command: bedtools genomecov -d -ibam output.sorted.bam -g NA1000.fna > coverage_output.txt. When necessary, MACS2 were employed to call peaks^73^, for example, using the following command: macs2 callpeak -t./IHF_exp/output.sorted.bam -c./IHF_control/output.sorted.bam -f BAM -g 4e + 6 –nomodel -n IHFexpvscontrol. Fold-enrichment values, Poisson distribution −log_10_(*p* values), and false discovery rate −log_10_(*q* values), as well as visual inspection of both replicates were used to assess the reproducibility of identified peak. Finally, ChIP-seq profiles were plotted with the x-axis representing genomic positions and the y-axis is the number of reads per base pair per million mapped reads (RPBPM) or number of reads per kb per million mapped reads (RPKPM) using custom R scripts. For the list of ChIP-seq datasets in this study, see Supplementary Data 3. For the statistics of MACS2-detected ChIP-seq peaks, see Supplementary Data 4.

### Co-immunoprecipitation (Co-IP)

*C. crescentus* cells (25 mL) were grown at 28 °C to a stationary phase before cells were harvested by centrifugation. Cell pellets were washed with 1× PBS (pH 7.4), resuspended in 1 mL of lysis buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 1% Triton X-100, EDTA-free protease inhibitors, 10 mg/mL lysozyme, and 1 μL of Benzonase), and incubated at 37 °C for 20 min. Subsequently, the cell suspension was sonicated on ice using a probe-type sonicator (6 cycles of 15 s with 15 s resting on ice, amplitude setting 8). The lysate was cleared from the cell debris by centrifugation (17,000 × *g* for 20 min at 4 °C). 50 μL of this supernatant (the input fraction) was kept for downstream immunoblot analysis. The remaining supernatants were adjusted so that they had the same amount of total protein and mixed with 25 μL anti-FLAG magnetic bead as instructed in the μMACS Epitope Tag Protein Isolation Kit (Miltenyi Biotec). From here, all the subsequent steps were performed according to the instructions from the μMACS kit. The immunoprecipitated proteins (the IP fraction) were eluted using 50 μL of elution buffer (50 mM Tris-HCl pH 6.8, 50 mM DTT, 1% SDS, and 1 mM EDTA).

For western blot analysis related to NusA, NusG and NusE, 10 μg of the input fraction, or 20 μL of the IP fraction for anti-VSVG immunoblots, 10 μL of the IP fraction for anti-ParB, 5 μL of the IP fraction for anti-FLAG immunoblots were loaded on a 4–20% Novex WedgeWell SDS-PAGE gels (Thermo Fisher Scientific). For western blot analysis related to RpoD, 10 μg of the input fraction, 10 μL of the IP fraction for anti-GafY immunoblots, 5 μL of the IP fraction for anti-ParB, 5 μL of the IP fraction for anti-FLAG immunoblots were loaded on a 4–20% Novex WedgeWell SDS-PAGE gels (Thermo Fisher Scientific). Resolved proteins were transferred to polyvinylidene fluoride (PVDF) membranes using the Trans-Blot Turbo Transfer System (BioRad), and the membrane was incubated with a 1:5000 dilution of an anti-VSVG antibody (Sigma-Aldrich, Cat#1970-1 ML), 1:2500 dilution of an anti-FLAG antibody (Merck, Cat# F7425-2MG), or a 1:5000 dilution of an anti-ParB polyclonal antibody (custom antibody, Cambridge Research Biochemicals, UK), or a 1:300 dilution of an anti-GafY polyclonal antibody (custom antibody, Cambridge Research Biochemicals, UK). Subsequently, the membranes were washed twice in a 1× TBS + 0.005% Tween-20 buffer before being incubated in a 1:10,000 dilution of an HRP-conjugated secondary antibody. Blots were imaged using an Amersham Imager 600 (GE Healthcare).

### Growth conditions for IHF-related experiments

*C. crescentus* cells (20 mL) were grown in PYE, in the presence or absence of 0.3% xylose, to stationary phase. Cell pellets were collected from 5 mL cultures for RNA extraction and RT-qPCR analysis. Another 5 mL was collected for immunoblot analysis using anti-CCNA03882 (GtaL, a GTA head-tail connector protein) polyclonal antibody. Another 5 mL was collected for total genomic DNA extraction.

### Genomic DNA extraction

Cell pellets were resuspended in 300 μL cell lysis solution (Qiagen) and lysed by incubation at 50 °C for 10 min. A total of 50 μg of RNaseA was added to the cell lysate, and the lysate was incubated at 37 °C for an hour to remove cellular RNA. Proteins were precipitated by adding 100 μL of a protein precipitation solution (Qiagen). Samples were centrifuged for 5 min at 17,000 × *g*, the resulting supernatant was then mixed with 600 μL of isopropanol, and the tubes were mixed by gentle inversions to precipitate genomic DNA. Genomic DNA was pelleted via centrifugation at 17,000 × *g* for 5 min, washed once with 70% ethanol, and resuspended in 200 μL of water.

### Immunoblot to detect GtaL

Cell pellets were resuspended in 300 μL of buffer 1 (20 mM K-HEPES pH 7.9, 50 mM KCl, 10% glycerol and Roche EDTA-free protease inhibitors). Samples were sonicated on ice using a probe-type sonicator (4 cycles of 15 s with 15 s resting on ice, amplitude setting 8). The lysate was cleared from the cell debris by centrifugation at 17,000 × *g* for 20 min at 4 °C. Bradford assay was used to determine the total protein concentration in each sample so that an equal amount of total proteins were loaded on each well of a 4–20% Novex WedgeWell SDS-PAGE gels (Thermo Fisher Scientific). Resolved proteins were transferred to PVDF membranes using the Trans-Blot Turbo Transfer System (BioRad), and the membrane was incubated with a 1:1000 dilution of an anti-GtaL polyclonal antibodies (custom antibody, Cambridge Research Biochemicals, UK). Subsequently, the membranes were washed twice in a 1 × TBS + 0.005% Tween-20 buffer before being incubated in a 1:10,000 dilution of an HRP-conjugated secondary antibody. Blots were imaged using an Amersham Imager 600 (GE Healthcare).

### β-galactosidase assay

*C. crescentus* cultures (20 mL), inoculated from single colonies, were grown at 28 °C to stationary phase and cooled on ice before β-galactosidase assay. Cultures were diluted fourfold before measuring OD_600_ and 200 μL of diluted cultures were used in the assay. β-galactosidase assays were carried out essentially as follows (see also ref. ^74^). 200 µL of diluted cultures were added to 800 µL of Z buffer [0.04 M β-mercaptoethanol, 0.06 M Na_2_HPO_4_, 0.04 M NaH_2_PO_4_, 0.01 M KCl, 0.001 M MgSO_4_] with 30 µL of 0.1% SDS and 60 µL of chloroform. Samples were vortexed and left at room temperature for 30–60 min. 200 µL of 4 mg/mL o-nitrophenyl-β-D-galactoside (ONPG) was added in 10 s interval. The samples were shaken gently to mix and the reactions were stopped by adding 500 µL 1 M Na_2_CO_3_. OD_420_ and OD_550_ were measured for 1 mL of each reaction. 1 mL of Z buffer was used as a reference. β-galactosidase activity was calculated using the formula: 1000 × [(OD_420_ − 1.75 × OD_550_)]/(*T* × *V* × OD_600_) where *T* is time of the reaction in minute and *V* is 0.2 mL. Assays were performed at least twice in duplicates on two different days i.e., four replicates for each experiment.

### Total RNA extraction and quantitative reverse transcriptase PCR (qRT-PCR)

*C. crescentus* cells (20 mL) were grown at 28 °C to stationary phase and cell pellets from 5 mL cultures were collected for total RNA extraction using a Direct-zol RNA miniprep kit (Zymo Research). 10 μg of isolated total RNA was subjected to DnaseI treatment with 20 units of Turbo DnaseI (Invitrogen) for an hour at 37 °C. DnaseI was subsequently removed from total RNA using an RNA clean and concentrator-25 (Zymo Research). Purified RNA isolated from wild-type and *ΔrogA C. crescentus* was sent to Azenta (UK) for RNA-seq. For qRT-PCR, 1 µg of DnaseI-treated total RNA was converted to cDNA using an Invitrogen SuperScript III First-Strand Synthesis SuperMix for qRT-PCR according to the manufacturer’s instructions. PCR cycling was performed at 25 °C for 10 min, 42 °C for 120 min, 50 °C for 30 min, 55 °C for 30 min, then 5 min at 85 °C. Following RnaseH treatment, samples were diluted 1:2 with water and 1 µL was used for qRT-PCR using a SYBR® Green JumpStart™ *Taq* ReadyMix™ in a BIORAD CFX96 instrument. Results were analyzed using BIORAD CFX96 software. Transcript quantities for *gafY and gtaT* were determined relative to the amount of *ruvA* transcript, which was selected for being constitutively expressed in the cell growth conditions. Relative expression values were calculated by using the comparative Ct method (∆∆Ct) and were the average of two biological replicates. Error bars represent the relative expression values calculated from plus or minus one standard deviation from the mean ∆∆Ct values. qRT-PCR oligos for quantifying *gafY* transcription are 5’-GCAGCTCGCCATCTACC-3’ and 5’-GCAGATCCTCGATCTTGCG-3’, for that of *gtaT* (CCNA02880) are 5’-GGCCCTGTACGAGCAAG-3’ and 5’-GGCTGTGTTCCAGATCTCC-3’, for that of *ruvA* are 5’-ATGGGCGTCGGCTATCT-3’ and 5’-CGAGTGAGGAAGCCGTAGA-3’.

### Protein co-overexpression and purification of 6xHis-tagged RpoD, 6xHis-tagged RpoD (domain 3 + 4), and GafY

Plasmid pCOLA-Duet1::6xhis-*rpoD*-*gafY*, or pCOLA-Duet1::6xhis-*rpoD* (domain 3 + 4) and pET15:: *gafY* were introduced into *E. coli* Rosetta (BL21 DE3) competent cells (Merck) by heat-shock transformation or by electroporation. A 10 mL overnight culture was used to inoculate 1 L of LB medium supplemented with kanamycin and chloramphenicol. Cells were grown at 37 °C with shaking at 210 rpm to an OD_600_ of ~0.4. The culture was then left to cool down to 28 °C before isopropyl-β-D-thiogalactopyranoside (IPTG) was added to a final concentration of 1 mM. The culture was left shaking for an additional 3 h at 28 °C before cells were harvested by centrifugation. Pelleted cells were resuspended in a buffer containing 100 mM Tris-HCl pH 8.0, 300 mM NaCl, 10 mM imidazole, 5% (v/v) glycerol, 1 μL of Benzonase nuclease (Merck), and an EDTA-free protease inhibitor tablet (Merck). The resuspended cells were then lysed by sonication (10 cycles of 15 s with 10 s resting on ice in between each cycle). The cell debris was pelleted by centrifugation at 28,000 × *g* for 30 min and the supernatant was filtered through a 0.45 μm filter disk. The lysate was then incubated with 2 mL pre-washed HIS-Select Cobalt Affinity Gel (Merck, UK) with rotation for an hour. After an hour, the resin was washed three times with 25 mL buffer A (100 mM Tris-HCl pH 8.0, 300 mM NaCl, 10 mM imidazole, and 5% glycerol). Proteins were eluted from the gel using 2 mL of buffer B (100 mM Tris-HCl pH 8.0, 300 mM NaCl, 500 mM imidazole, and 5% glycerol).

### An in silico screen for protein–protein interactions

A pairwise screen for possible interactions between GafY and *C. crescentus* sigma factors and components of RNA polymerase was conducted using AlphaFold2 Multimer^48^ via ColabFold^49^. The confidence metrics (ipTM) for the top model from each pairwise interaction were tabulated, with ipTM > 0.7 indicating a possible protein–protein interaction^75^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The ChIP-seq data generated in this study have been deposited in the GEO database under accession code GSE247216. All remaining data supporting the findings of this study are available within the paper and its Supplementary Information. Source data are provided with this paper.

# Supplementary material for: Control of a gene transfer agent cluster in Caulobacter crescentus by transcriptional activation and anti-termination
**Source:** Nat Commun. 2024 Jun 4;15:4749. doi: 10.1038/s41467-024-49114-2
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

Control of a gene transfer agent cluster in *Caulobacter crescentus* by transcriptional activation and anti-termination

Ngat T. Tran & Tung B.K. Le*

Department of Molecular Microbiology

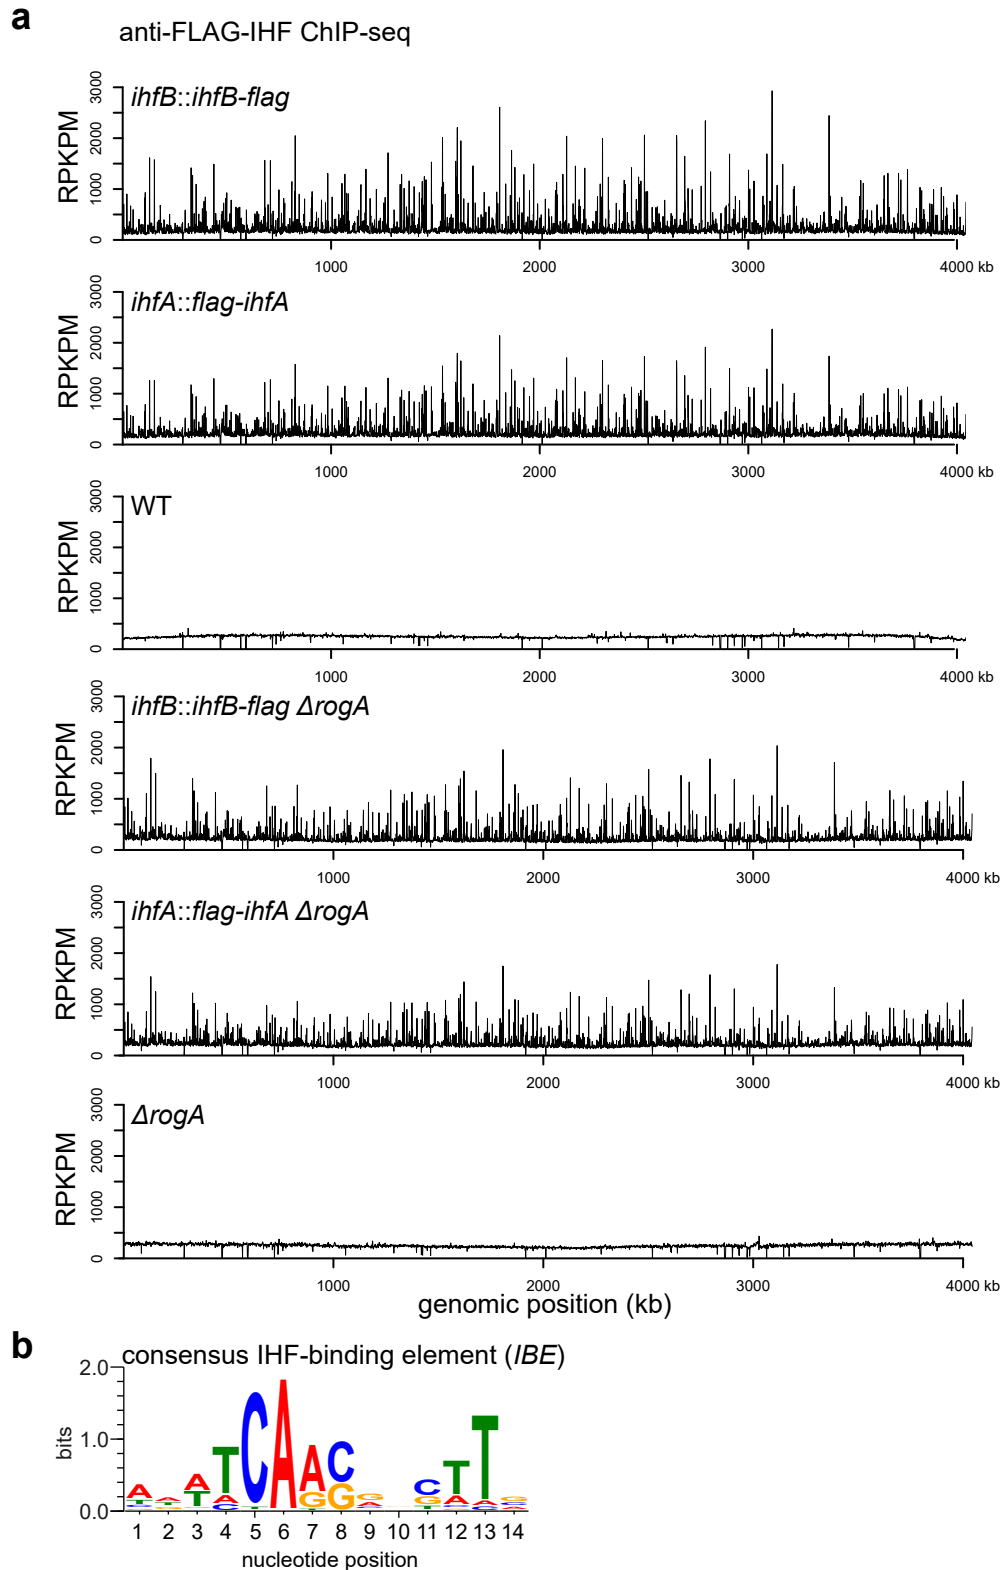

Supplementary Fig. 1. IHF binding on *C. crescentus* chromosome is independent of RogA. **a** anti-FLAG ChIP-seq profiles show the enrichment of FLAG-tagged IHF α and FLAG-tagged IHF β on the chromosomes of either GTA-off WT or GTA-on $\Delta rogA$ *C. crescentus* cells in stationary phase. Profiles were plotted with the x-axis representing genomic positions and the y-axis representing the number of reads per kilobase pair per million mapped reads (RPKPM). ChIP-seq experiments were performed twice using biological replicates, and a representative profile is shown. **b** The consensus IHF-binding element (IHF), constructed from the hundred most enriched sites in anti-FLAG-IHF ChIP-seq datasets.

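The strongest IHF sites lie by genes of many functions rather than by the GTA genes alone. In *∆rogA* cells the top IHFβ peak is between CCNA_02505 and CCNA_02506 (log2 fold 5.38, standard error 0.107; 327.6 ± 18.4 RPBPM against 6.90, n = 2). It is followed by CCNA_02640 (5.28), CCNA_03223 (5.23), the cell cycle gene *pleD* (5.16; 367.3 ± 2.55 RPBPM), the gap of CCNA_01415 and CCNA_01416 (5.02), CCNA_01982 (4.92), the gap of the flagellar genes *fliL* and *flgF* (4.92), CCNA_02954 (4.83) and *glmS*, of cell wall synthesis (4.83). A respiratory gene, *nuoG*, is in the wild-type top 10 (4.83). Of 4097 genes 636 (15.5%) have an IHFβ peak of *∆rogA* within 300 bp of either end. Ribosomal protein genes have one more often: 13 of 26 (odds ratio 5.53; Fisher's exact test with Benjamini-Hochberg adjusted p 0.000434). They share few peaks: that at 1436101 to 1436300 (3.59) counts for *rplP*, *rpmC*, *rpsQ* and *rplN*, and that at 1434701 (3.37) for *rpsS*, *rplV* and *rpsC*. Cell cycle genes have one in 11 of 25 cases (4.33; Fisher's exact test with Benjamini-Hochberg adjusted p 0.00352). Besides *pleD* these are *podJ* (3.45), *ftsZ* and *ftsA* (3.29), *divK* (3.06), *dnaA* (3.05), *gcrA* (2.84), *mipZ* (2.68), *cckA* (2.65), *parB* (2.40) and *ccrM* (2.15). The other lists did not pass, with adjusted p from 0.849 to 1 (Fisher's exact test, Benjamini-Hochberg). They are flagellum 8 of 40 (*fliX* and *flgI* 4.31, *flaF* and *fljL* 3.99), chemotaxis 2 of 15 (*cheRII* 4.58), S-layer 1 of 5 (*rsaE* 4.37), holdfast and pili 4 of 30 (*hfsE* 5.38, *hfsJ* 3.01), chaperones 2 of 12 (*ibpA* 3.47), stress 0 of 11, nucleoid proteins 1 of 6 (*ihfB* 3.56), transcription 2 of 8 (*rpoN* 4.34, *rpoA* 2.99) and the GTA cluster 3 of 18 (*gtaT*, *gtaQ* and *gtaS*). The consensus of the paper's panel b was not rebuilt, as it needs the genome sequence.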

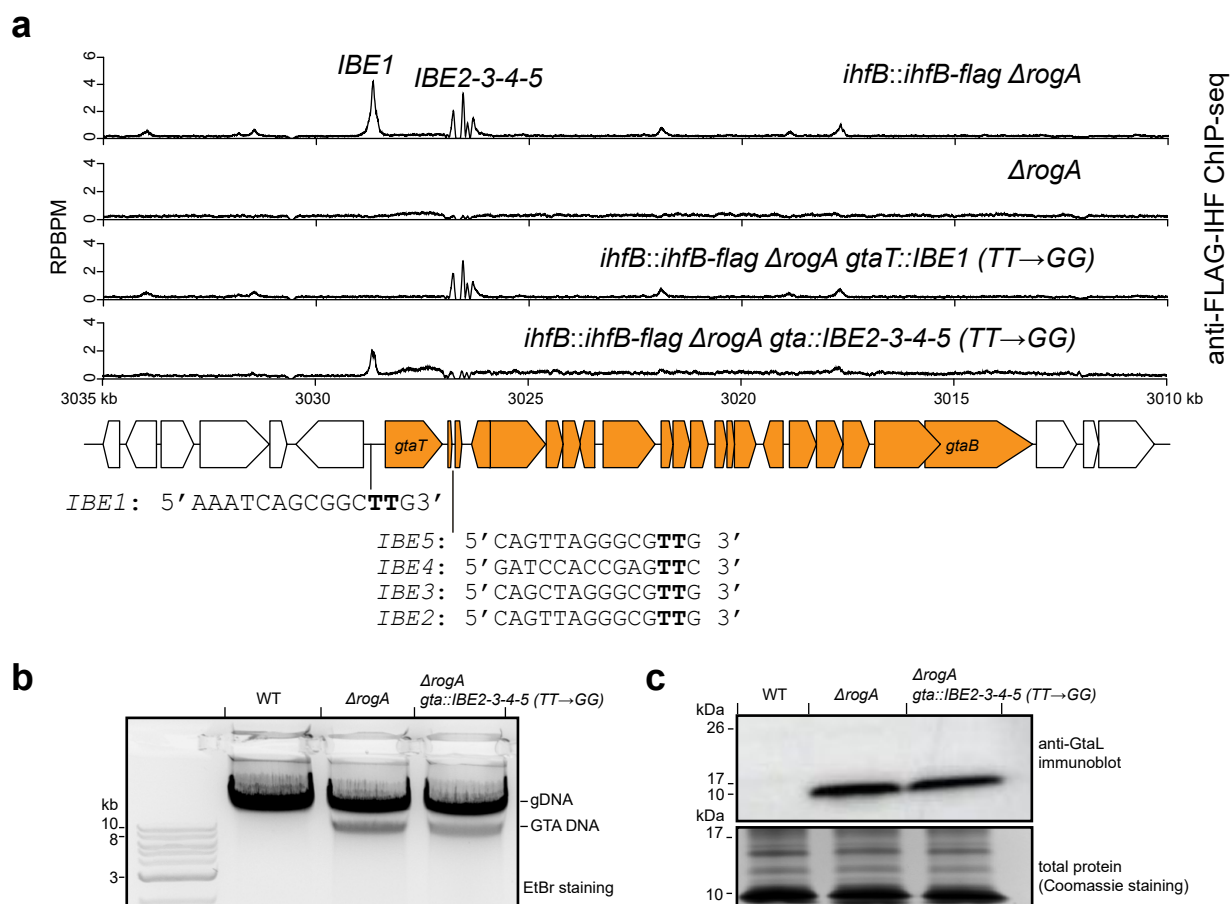

Supplementary Fig. 2. Four IHF binding elements (IBE 2-3-4-5) play no or little role in the transcriptional activation of the GTA main gene cluster. **a** anti-FLAG ChIP-seq profiles show the enrichment of FLAG-tagged IHF β in different genetic backgrounds. Profiles were plotted with the x-axis representing genomic positions and the y-axis representing the number of reads per base pair per million mapped reads (RPBPM). The positions and sequences of identified IHF-binding elements (IBE) are shown beneath the schematic diagram of the GTA gene cluster. Note that the main GTA cluster is on the minus strand, but was inverted to run from left to right for a presentation purpose only. ChIP-seq experiments were performed twice using biological replicates, and a representative profile is shown. MACS2-identified ChIP-seq peaks above IBE 1, 2, 3, and 6 have Poisson distribution $-\log_{10}(\text{p value})$ and false discovery rate $-\log_{10}(\text{q value}) > 1000$ in both replicates. ChIP-seq peaks above IBE 4 and 5 were not reliably detected by MACS2 but have recognizable IHF-binding motif and were further characterized here. **b** Total DNA extraction from indicated strains grown up to a stationary phase. Experiments were performed at least twice, and a representative image is shown. **c** Immunoblot of total cell lysates of indicated strains using a polyclonal anti-GtaL (GTA head-tail connector protein) antibody. A separate Coomassie-stained SDS-PAGE was loaded with the same volume of samples to serve as a loading control. Immunoblots were performed at least twice, a representative image is shown. Source data are provided as a Source Data file for (b-c).

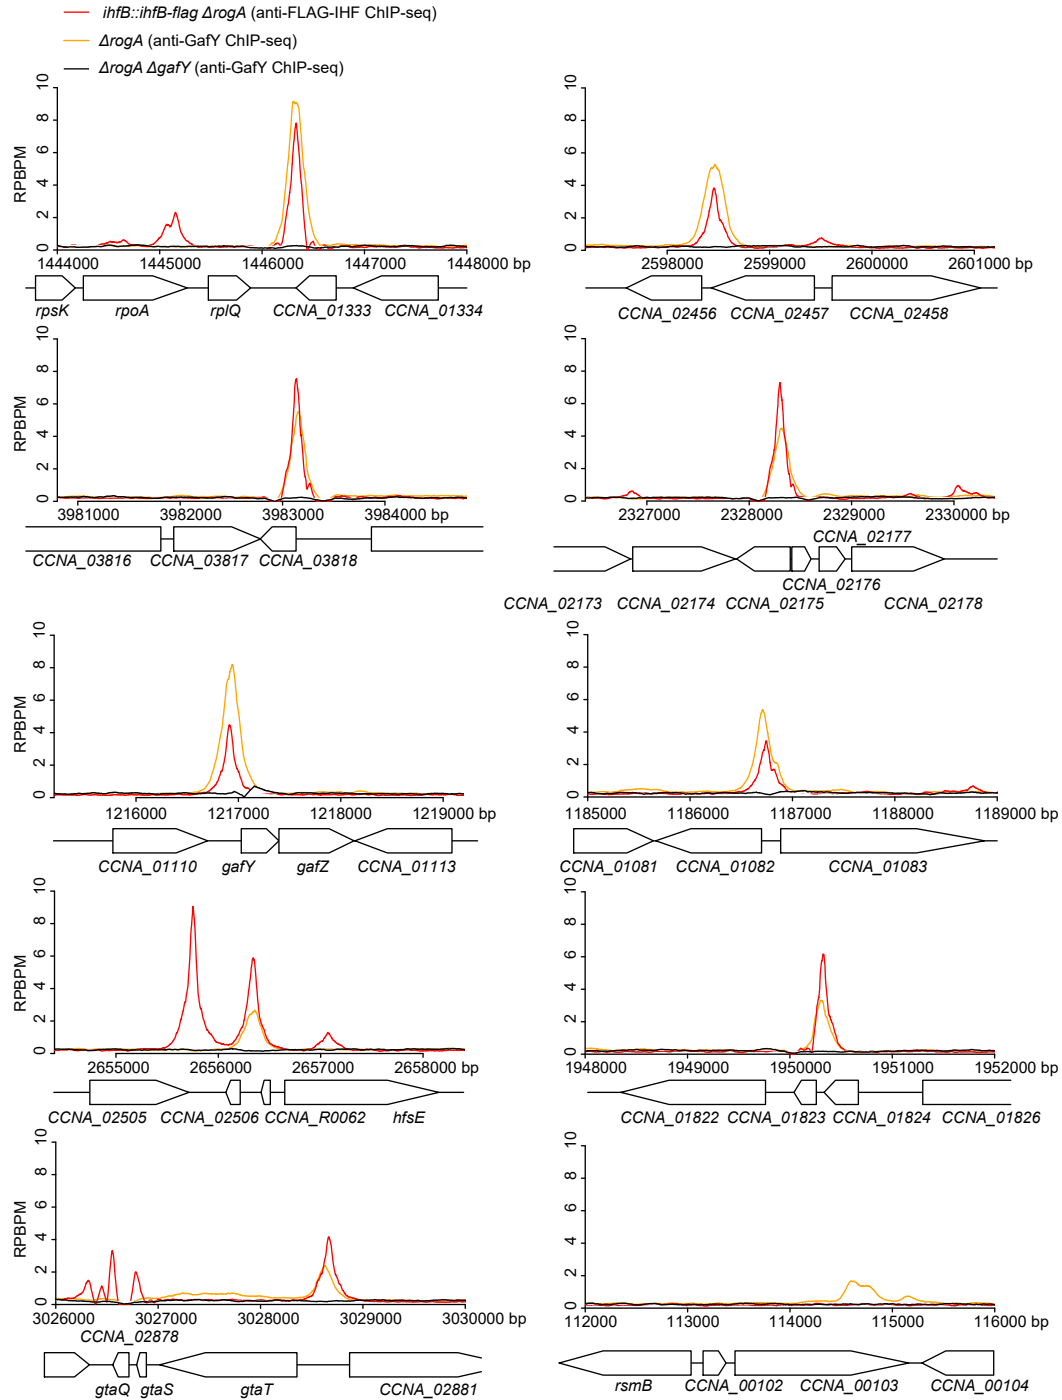

Supplementary Fig. 3. IHF binds to GafY-regulated promoters. anti-FLAG and anti-GafY ChIP-seq profiles show the enrichment of FLAG-tagged IHF (red), GafY (orange), and a negative control (black), respectively, at the ten most GafY-enriched regions. Profiles were plotted with the x-axis representing genomic positions and the y-axis representing the number of reads per base pair per million mapped reads (RPBPM). ChIP-seq experiments were performed twice using biological replicates, and a representative profile is shown.

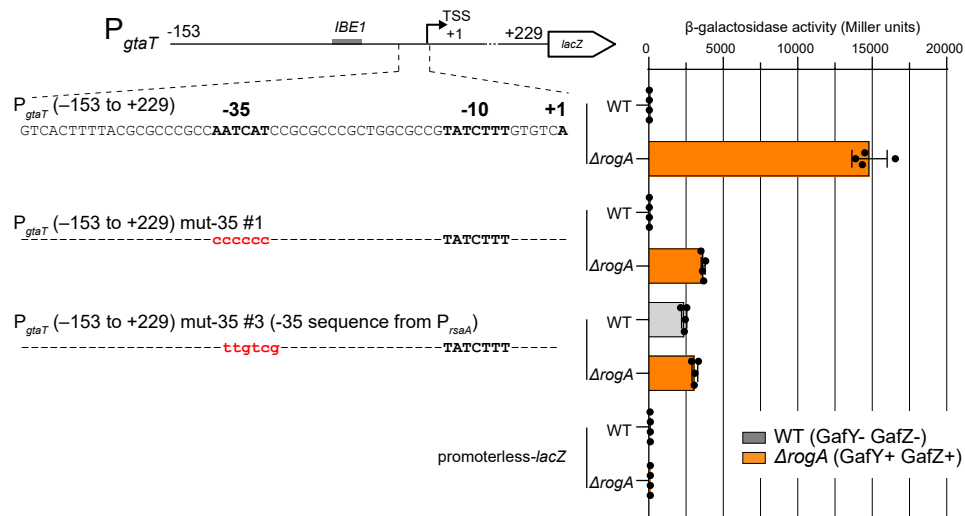

Supplementary Fig. 4. Substituting the -35 region of *P_{gtaT}* by a near consensus -35 region from *P_{rsaA}* caused constitutive expression. β -galactosidase activity (in Miller units) of the indicated promoter-*lacZ* reporter constructs in two *C. crescentus* genetic backgrounds (WT (grey) vs Δ *rogA* (orange)). The upstream region of *gtaT*, from -153 to +229 relative to the +1 TSS, was fused to *lacZ*. The -10 and -35 elements were mutated as indicated (red) on the schematic diagram. Cells containing an empty (promoterless) *lacZ* reporter plasmid served as a negative control. Values and error bars indicate mean $\pm$ standard deviations from four replicates. Source data are provided as a Source Data file.

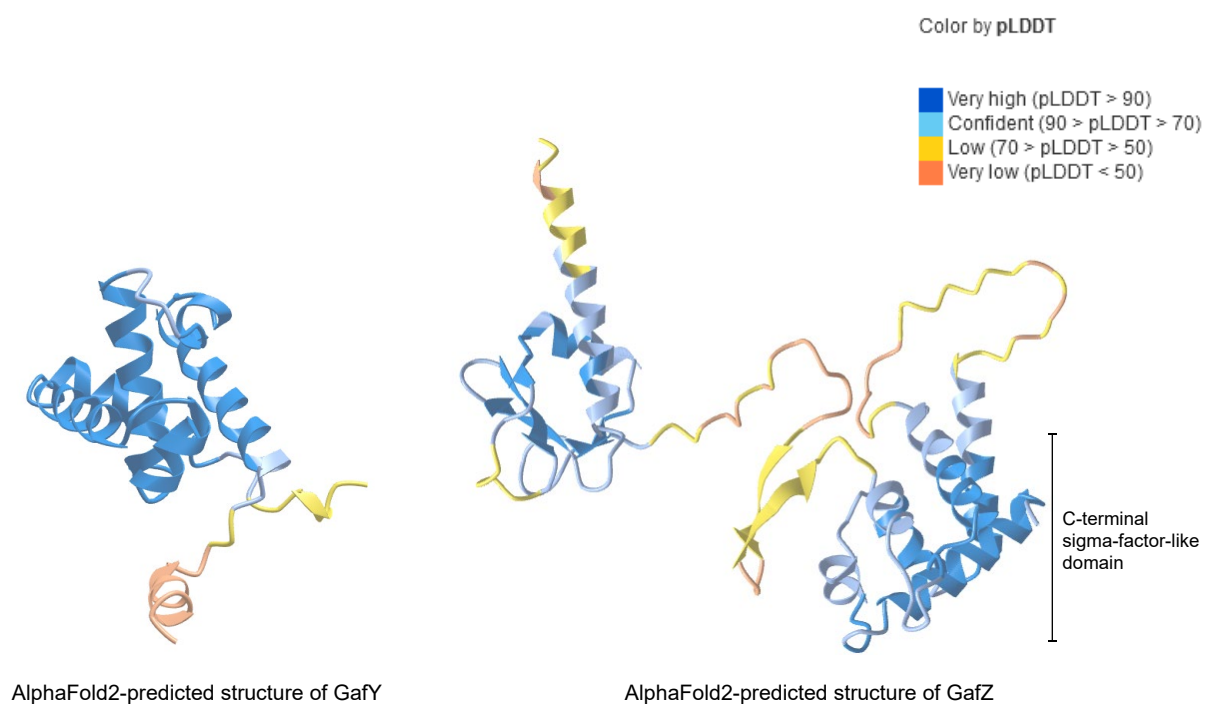

Supplementary Fig. 5. AlphaFold-2 predicted structures of GafY (left panel) and GafZ (right panel). Predicted structures were colored according to their predicted local distance difference test scores (pLDDT). Source data are provided as a Source Data file.

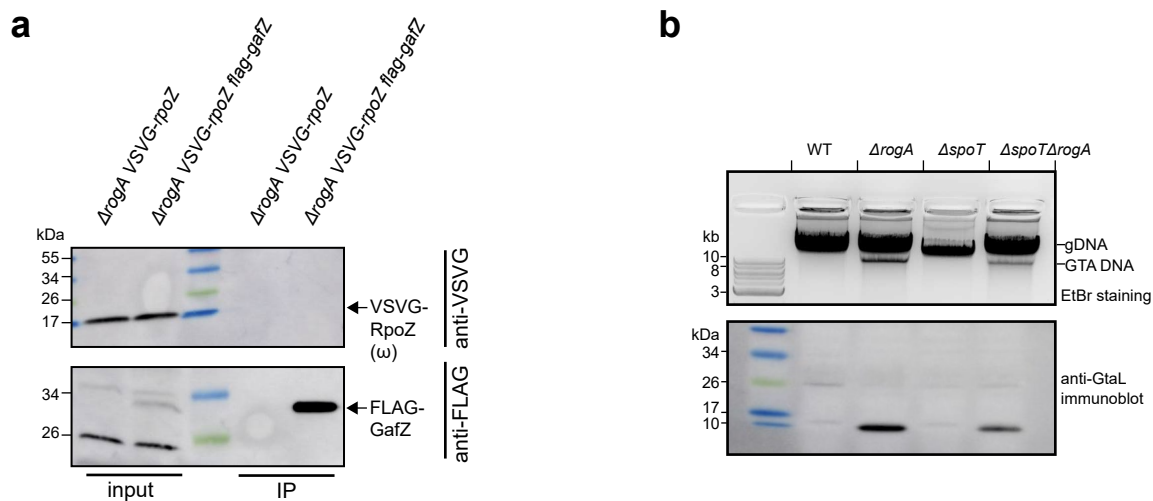

Supplementary Fig. 7. *C. crescentus* GafZ did not co-immunoprecipitate with *C. crescentus* RpoZ (ω subunit of RNA polymerase). **a** Immunoblots analysis of co-immunoprecipitation of FLAG-tagged GafZ. The positions of bands corresponding to VSVG-tagged RpoZ and FLAG-tagged GafZ are indicated with arrows. **b** Deletion of *spoT* did not eliminate GTA synthesis in *C. crescentus*. (top panel) Total DNA extraction from indicated strains grown up to a stationary phase. Total DNA was purified and separated by electrophoresis on a 1% agarose gel which was stained with ethidium bromide (EtBr) for DNA. Experiments were performed at least twice, and a representative image is shown. (bottom panel) Immunoblot of total cell lysates of indicated strains using a polyclonal anti-GtaL (GTA head-tail connector protein) antibody. Immunoblots were performed at least twice, and a representative image is shown. Source data are provided as a Source Data file for (a-b).

```

GafA      --MKT-----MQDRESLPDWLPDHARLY 21
GafY      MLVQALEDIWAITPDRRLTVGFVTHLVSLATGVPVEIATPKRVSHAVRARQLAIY 60
          :::                                     . * * : *
GafA      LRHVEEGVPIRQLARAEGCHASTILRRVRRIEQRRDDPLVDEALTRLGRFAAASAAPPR 81
GafY      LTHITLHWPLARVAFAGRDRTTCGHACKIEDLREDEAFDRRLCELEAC---LRQAPSH 117
          * *: * : : * * . : * : * : * : * . * . * * :
GafA      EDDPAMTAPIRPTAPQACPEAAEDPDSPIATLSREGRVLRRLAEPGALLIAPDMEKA 141
GafY      AQ----- 119
          :
GafA      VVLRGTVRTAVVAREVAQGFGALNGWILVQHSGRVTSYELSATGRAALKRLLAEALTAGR 201
GafY      ----- 119

GafA      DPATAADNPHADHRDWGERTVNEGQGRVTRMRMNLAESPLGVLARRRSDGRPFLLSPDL 261
GafY      -----DLP----- 122
          * *
GafA      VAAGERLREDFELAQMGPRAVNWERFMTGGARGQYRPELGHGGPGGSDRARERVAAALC 321
GafY      ----- 122

GafA      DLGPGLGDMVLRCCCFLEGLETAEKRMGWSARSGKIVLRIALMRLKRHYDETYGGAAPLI 381
GafY      ----- 122

GafA      G      382
GafY      -      122
-----
GafA      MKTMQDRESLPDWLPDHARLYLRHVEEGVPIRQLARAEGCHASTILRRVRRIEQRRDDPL 60
GafZ      ----- 0

GafA      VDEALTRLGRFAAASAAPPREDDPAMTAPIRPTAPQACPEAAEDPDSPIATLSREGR 120
GafZ      -----MTGGLQI-----HFEA-----ALDAERRAER 21
          ** . : : * *
GafA      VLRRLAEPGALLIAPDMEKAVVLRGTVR-----TAVVAREV-AQGFGALNGWI 167
GafZ      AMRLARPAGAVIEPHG--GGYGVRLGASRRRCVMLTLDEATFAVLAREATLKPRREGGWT 79
          . : * ** , ** : : * * : * : * : * : * : * :
GafA      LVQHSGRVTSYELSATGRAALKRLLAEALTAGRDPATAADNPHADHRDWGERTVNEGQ 227
GafZ      MVARPE-----VAAVPPP-GR-PGVIEASVETA- 105
          : * : * * * . * . * : * :
GafA      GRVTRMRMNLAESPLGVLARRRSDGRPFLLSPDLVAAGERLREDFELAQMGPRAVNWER 287
GafZ      --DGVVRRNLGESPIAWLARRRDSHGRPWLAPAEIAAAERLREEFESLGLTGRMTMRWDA 163
          : * ** , ** : . * * * * , ** : * : * : * :
GafA      FMTGGA-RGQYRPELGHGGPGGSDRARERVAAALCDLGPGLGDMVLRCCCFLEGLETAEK 346
GafZ      TPRVDGGQTVLA-----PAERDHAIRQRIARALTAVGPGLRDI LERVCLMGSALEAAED 217
          . . : . . : * : * * : * * : * * : . * : * :
GafA      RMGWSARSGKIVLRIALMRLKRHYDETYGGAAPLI 382
GafZ      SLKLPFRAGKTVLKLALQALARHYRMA----- 244
          : * : * * : * * * * :

```

Supplementary Fig. 8. Sequence alignment of *R. capsulatus* GafA to *C. crescentus* GafY and GafZ. The N-terminal domain, the central domain, and the C-terminal domain of GafA are colored in dark green, blue, and cyan, respectively. The sequence alignment shows poor amino acid similarity for the central region of *R. capsulatus* GafA and the N-terminal side of *C. crescentus* GafZ (shaded box).

SUPPLEMENTARY METHODS

Construction of plasmids and strains

pNPTS138::gtaM-lacA

The left flanking region (~500bp) of the insertion site, *lacA*, and the right flanking region (~500bp) of the insertion site were amplified by PCR using TLO3300+TLO3301, TLO3302+TLO3303, TLO3304+TLO3305 respectively. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform Δ *lacA* competent cells to construct NTS2261.

pNPTS138::flag-ihfA

The left and right flanking regions (~500bp) of the insertion site were amplified by PCR using oligo NTO2830+NTO2831, NTO2832+NTO2833. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform *C. crescentus* CB15N to make NTS2689.

pNPTS138::ihfB-flag

The left and right flanking regions (~500bp) of the insertion site were amplified by PCR using oligo using oligo NTO2745+NTO2746, NTO2747+NTO2748. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to (i) transform *C. crescentus* CB15N to make NTS2632, (ii) transform NTS2724 to make NTS2745, and (iii) transform NTS2729 to make NTS2747.

pNPTS138:: Δ ihfB

The left and right flanking regions (~500bp) of the deletion site were amplified by PCR using oligo NTO2781+NTO2782, NTO2783+NTO2784. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid

was sequence verified by Sanger sequencing and used to transform *C. crescentus* CB15N to make NTS2608.

pNPTS138::ΔihfA

The left and right flanking regions (~500bp) of the deletion site were amplified by PCR using oligo NTO2799+NTO2800, NTO2801+NTO2802. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform *C. crescentus* CB15N to make NTS2688.

pXYFPC-1::ihfA

ihfA orf was amplified by PCR from *C. crescentus* genomic DNA using NTO2845+NTO2846. PCR products were purified from gel and assembled to NdeI-NheI-cut pXYFPC-1 using 2x Gibson mastermix following the manufacturer's instructions. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform NTS2692.

pXYFPC-1::ihfB

ihfB orf was amplified by PCR from *C. crescentus* genomic DNA using NTO2767+NTO2768. PCR products were purified from gel and assembled to NdeI-NheI-cut pXYFPC-1 using 2x Gibson mastermix following the manufacturer's instructions. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform NTS2609.

pNPTS138::ΔgtaT IBE1

To delete of 51bp spanning IHF binding element located in the promoter region of *gtaT* (*CCNA_02880*), the left and right flanking regions (~500bp) of the deletion site were amplified by PCR using oligo NTO2230+NTO2753, NTO2754+NTO2755. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform *C. crescentus* CB15N to make NTS2623.

pNPTS138::gtaT IBE1 (TT to GG)

To change IHF binding element (IBE) in the promoter region of *gtaT* from TT to GG, the left and right flanking regions (~500bp) of the insertion site were amplified by PCR using oligo NTO2230+NTO2863, NTO2864+NTO2755. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform NTS2623 to make NTS2724.

pNPTS138::ΔgafYZ IBE6

To delete 42-bp spanning IHF binding element located in the promoter region of *gafY*, the left and right flanking regions (~500bp) of the deletion site were amplified by PCR using oligo NTO2749+NTO2750, NTO2751+NTO2752. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform *C. crescentus* CB15N to make NTS2626.

pNPTS138::gafYZ IBE6 (TT to GG)

To change IHF binding element in the promoter region of *gafY* from TT to GG, the flanking regions of the insertion site were amplified by PCR using oligo 2749+2865, 2866+2752. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform NTS2626 to make NTS2729.

pNPTS138::Δihf500

To delete 500bp spanning 4 IHF binding elements (IBE2-3-4-5) located inside the phage cluster, the left and right flanking regions (~500bp) of the deletion site were amplified by PCR using oligo NTO2888+NTO2889, NTO2890+NTO2891. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform CB15N to make NTS2755.

pNPTS138::ihfall4GG

To change 4 IHF binding elements inside the phage cluster, the flanking regions of the insertion site were amplified by PCR using oligo NTO2888+NTO2892, NTO2893+NTO2929, NTO2932+NTO2935, NTO2934+NTO2905, NTO2899+NTO2891. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Plasmidsaurus and used to transform NTS2755 to make NTS2986.

pNPTS138::nusG-vsvg

To insert a VSVG tag at the C terminus of NusG, the flanking regions (~500bp) of the insertion site were amplified by PCR using oligo NTO2923+NTO2924, NTO2925+NTO2926. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform CB15N to make NTS2758, and NTS2481 to make NTS2759, respectively.

pNPTS138::vsvg-nusA

To insert a VSVG tag at the N terminus of NusA, the flanking regions (~500bp) of the insertion site were amplified by PCR using oligo NTO4041+NTO4042, NTO4043+NTO4044. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform CB15N to make NTS2897, and NTS2481 to make NTS2863, respectively.

pNPTS138::vsvg-nusE

To insert a VSVG tag at the N terminus of NusE, the flanking regions (~500bp) of the insertion site were amplified by PCR using oligo NTO4037+NTO4038, NTO4039+NTO4040. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform CB15N to make NTS2901, and NTS2481 to make NTS2857, respectively.

pNPTS138::vsvg-rpoZ

To insert a VSVG tag at the N-terminus of RpoZ, the flanking regions (~500bp) of the insertion site were amplified by PCR using oligos NTO2785 and NTO2786, NTO2787 and NTO2788. PCR products were

purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform CB15N to make NTS2662, and to transform NTS2489 to make NTS2681.

pNPTS138:: *Δ spoT:: tetracyclineR*

The left and right flanking regions (~500bp) of the deletion site were amplified by PCR using oligos NTO2327 and NTO2328, NTO2329 and NTO2330, and the tetracycline resistance cassette was amplified by PCR using oligos NTO2303 and NTO2304. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform *C. crescentus* CB15N to make NTS2374

pNPTS138::flag-rpoD

To insert a FLAG tag at the N terminus of RpoD, the flanking regions (~500bp) of the insertion site were amplified by PCR using oligo NTO4268+NTO4269, NTO4270+NTO4271. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing and used to transform CB15N to make NTS4195.

pNTP2846

To remove 2 BamHI sites from pXYFPC-1, using pXYFPC-1 as template, DNA fragments were amplified by PCR using NTO4188+NTO4191, NTO4189+NTO4190. PCR products were purified from gel and assembled using 2x Gibson mastermix following the manufacturer's instructions. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864

To remove the HindIII site from pNTP2846, using pNTP2846 as template, DNA fragments were amplified by PCR using NTO4192+NTO4195, NTO4193+NTO4194. PCR products were purified from gel and assembled using 2x Gibson mastermix following the manufacturer's instructions. The Gibson

reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing which is devoid of BamHI and HindIII sites.

pRlacZ290:: PgtaT (-153 to +229)

DNA fragment from –153 to +229 of GTA cluster promoter was amplified by PCR from genomic DNA using NTO4085+NTO4101. PCR products were purified from gel and assembled to EcoRI-KpnI-cut pRlacZ290 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864:: PgtaT (-153 to +229)

DNA fragment from –153 to +229 of GTA cluster promoter together with *lacZ* in pRlacZ290:: PgtaT (-153 to +229) was amplified by PCR using NTO4196+NTO4197. PCR products were purified from gel and assembled to NdeI-NheI-cut pNTP2864 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by whole-plasmid sequencing (Plasmidsaurus).

pNPTS138:: PgtaT (-113 to +229)

DNA fragment from –113 to +229 of GTA cluster promoter was amplified by PCR from genomic DNA using NTO4259+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864:: PgtaT (-113 to +229)

DNA fragment from –113 to +229 of GTA cluster promoter was removed from pNPTS138:: PgtaT (-113 to +229) and ligated to EcoRI-KpnI-cut pNTP2864:: PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was verified by restriction digestion.

pNPTS138:: PgtaT (-56 to +229)

DNA fragment from –56 to +229 of GTA cluster promoter was amplified by PCR from genomic DNA using NTO4369+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction

was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864:: PgtaT (-56 to +229)

DNA fragment from –56 to +229 of GTA cluster promoter was removed from pNPTS138:: *PgtaT* (-56 to +229) and ligated to EcoRI-KpnI-cut pNTP2864:: *PgtaT* (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was verified by restriction digestion.

pNPTS138:: PgtaT (-143 to +229)

DNA fragment from –143 to +229 of GTA cluster promoter was amplified by PCR from genomic DNA using NTO4256+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864:: PgtaT (-143 to +229)

DNA fragment from –143 to +229 of GTA cluster promoter was removed from pNPTS138:: *PgtaT* (-143 to +229) and ligated to EcoRI-KpnI-cut pNTP2864:: *PgtaT* (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was verified by restriction digestion.

pNPTS138:: PgtaT (-133 to +229)

DNA fragment from –133 to +229 of GTA cluster promoter was amplified by PCR from genomic DNA using NTO4257+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864:: PgtaT (-133 to +229)

DNA fragment from –133 to +229 of GTA cluster promoter was removed from pNPTS138:: *PgtaT* (-133 to +229) and ligated to EcoRI-KpnI-cut pNTP2864:: *PgtaT* (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was verified by restriction digestion.

pNPTS138:: PgtaT (-123 to +229)

DNA fragment from –123 to +229 of GTA cluster promoter was amplified by PCR from genomic DNA using NTO4258+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864::PgtaT (-123 to +229)

DNA fragment from –123 to +229 of GTA cluster promoter was removed from pNPTS138:: PgtaT (-123 to +229) and ligated to EcoRI-KpnI-cut pNTP2864:: PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by restriction digestion.

pNTPS138:: Δ125bp (+90 to +214)

To delete 125bp in *gtaT* to find the correct start codon, the flanking regions (~500bp) of the deletion site were amplified by PCR using NTO2230+NTO2764, NTO2765+NTO2766. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into CB15N to make NTS2653.

pNTPS138:: Δ144bp (+230 to 373)

To delete 144bp in *gtaT* to find the correct start codon, the flanking regions (~500bp) of the deletion site were amplified by PCR using NTO2957+NTO2958, NTO2960+NTO2961. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into CB15N to make NTS2792.

pNPTS138::gtaT (ATG1 to TGA)

To mutagenize the 1st ATG codon to TGA, the flanking regions (~500bp) of the insertion site were amplified by PCR using NTO2957+NTO2962, NTO2963+NTO2961. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the

manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into NTS2792 to make NTS2800.

pNPTS138:: gtaT (ATG2 to TGA)

To mutagenize the 2nd ATG codon to TGA, the flanking regions (~500bp) of the insertion site were amplified by PCR using NTO2957+NTO2964, NTO2965+NTO2961. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into NTS2792 to make NTS2801.

pNPTS138:: gtaT (ATG3 to TGA)

To mutagenize the 3rd ATG codon to TGA, the flanking regions (~500bp) of the insertion site were amplified by PCR using NTO2957+NTO2966, NTO2967+NTO2961. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into NTS2792 to make NTS2802.

pNPTS138::Δ336bp (-113 to +223)

To delete 336bp from the putative start codon TTG of *gtaT* to the putative RBS, the flanking regions (~500bp) of the deletion site were amplified by PCR using NTO2230+NTO2906, NTO2907+NTO2766. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into CB15N to make NTS2757.

pNPTS138::gtaT (TTG to CTG)

To change the annotated start codon of *gtaT* from TTG to CTG, the flanking regions (~500bp) of the insertion site were amplified by PCR using NTO2230+NTO2908, NTO2909+NTO2766. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically

competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into NTS2757 to make NTS2767.

pNPTS138::ΔYBE

To delete GafY binding element (YBE) in GTA cluster promoter, the flanking regions (~500bp) of the deletion site were amplified by PCR using NTO2230+NTO2970, NTO2971+NTO2755. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into CB15N to make NTS2799.

pNPTS138:: YBE* (ACTATG to TGACCC)

To change GafY binding element in GTA cluster promoter from ACTATGGGGA to tgacccGGGA, the flanking regions (~500bp) of the insertion site were amplified by PCR using NTO2230+NTO4157, NTO4158+NTO2755. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into NTS2799 to make NTS2940.

pNPTS138::ΔGTA core promoter

To delete the core promoter of GTA cluster, the flanking regions (~500bp) of the deletion site were amplified by PCR using NTO2230+NTO2760, NTO2761+NTO2755. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into CB15N to make NTS2650.

pNPTS138::ZBE* (CTGGCGC to TTTTTC)

To change GafZ binding element (ZBE) from GCGCCCGCTGGCGC to GCGCCCGTTTTTTC, the flanking regions (~500bp) of the insertion site were amplified by PCR using NTO2230+NTO4090, NTO4091+NTO2755. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence

verified by Sanger sequencing, and introduced into NTS2650 to make NTS2955. pNPTS138::*flag-gafZ* was introduced into NTS2955 to make NTS3024.

pNPTS138::mut10-1

To change the -10 promoter sequence of GTA cluster promoter from TATCTTT to cccccc, PCR amplifies fragments using NTO4184+NTO4174, NTO4175+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864::mut10-1

GTA cluster promoter with the -10 sequence changed from TATCTTT to cccccc was removed from pNPTS138::mut10-1 as EcoRI-KpnI fragment and ligated to EcoRI-KpnI-cut pNTP2864::PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by restriction digestion.

pNPTS138::mut10-2

To change the -10 promoter sequence of GTA cluster promoter from TATCTTTGT to TATCTcccc, PCR amplifies fragments using NTO4184+NTO4176, NTO4177+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864::mut10-2

GTA cluster promoter with -10 sequence changed from TATCTTTGT to TATCTcccc was removed from pNPTS138::mut10-2 as EcoRI-KpnI fragment and ligated to EcoRI-KpnI-cut pNTP2864::PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by restriction digestion.

pNPTS138::mut35-1

To change the -35 promoter sequence of GTA cluster promoter from AATCAT to cccccc, PCR amplifies fragments using NTO4184+NTO4242, NTO4243+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's

instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864::mut35-1

GTA cluster promoter with the -35 sequence changed from AATCAT to cccccc was removed from pNPTS138::mut35-1 as EcoRI-KpnI fragment and ligated to EcoRI-KpnI-cut pNTP2864:: PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNPTS138::mut35-2

To change the -35 promoter sequence of GTA cluster promoter from AATCAT to AAgggT, PCR amplifies fragments using NTO4184+NTO4264, NTO4265+NTO4185. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864::mut35-2

GTA cluster promoter with the -35 sequence changed from AATCAT to AAgggT was removed from pNPTS138::mut35-2 as EcoRI-KpnI fragment and ligated to EcoRI-KpnI-cut pNTP2864:: PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNPTS138::mut35-3

To change the -35 promoter sequence of GTA cluster promoter from **AATCATC** to Attgtcg , PCR amplifies fragments using NTO4184+NTO4504, NTO4185+NTO4505. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864::mut35-3

GTA cluster promoter with the -35 sequence changed from **AATCATC** to Attgtcg was removed from pNPTS138::mut35-3 as EcoRI-KpnI fragment and ligated to EcoRI-KpnI-cut pNTP2864:: PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNPTS138::PrsaA

PrsaA was amplified by PCR from *C. crescentus* genomic DNA using NTO4252+NTO4253. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864:: PrsaA

PrsaA was removed from pNPTS138:: PrsaA as EcoRI-KpnI fragment and ligated to EcoRI-KpnI-cut pNTP2864:: PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by restriction digestion.

pNPTS138::terGTA

Using genomic DNA as template, DNA fragments were amplified by PCR using NTO4094+NTO2930, NTO2931+NTO2935, NTO2936+NTO4095. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by whole-plasmid sequencing (Plasmidsaurus).

pNTP2884:: terGTA

terGTA was removed from pNPTS138::terGTA as BamHI-HindIII fragment and ligated to BamHI-HindIII cut pNTP2884. The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by restriction digestion.

pNTP2864:: PgtaT (-153 to +229) + terGTA

terGTA was removed from pNPTS138::terGTA as a BamHI-HindIII fragment and ligated to BamHI-HindIII cut pNTP2864:: PgtaT (-153 to +229). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by whole-plasmid sequencing (Plasmidsaurus).

pNTP2864::PrsaA + terGTA

PrsaA promoter was removed from pNPTS138:: PrsaA as an EcoRI-KpnI fragment and ligated to EcoRI-KpnI-cut pNTP2864:: PgtaT (-153 to +229) + terGTA. The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by Plasmidsaurus.

pNTP2884

pNTP2864:: PgtaT (-153 to +229) was cut with EcoRI and KpnI to remove the PgtaT-153 to +229, blunted with DNA polymerase I (NEB) and re-ligated using T4 ligase (NEB). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by Sanger sequencing.

pCOLA-Duet1::6xhis gafZ

gafZ was amplified by PCR from genomic DNA using NTO2693+NTO2694. PCR products were purified from gel and assembled to EcoRI-HindIII cut pCOLA-Duet1 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pCOLA-Duet1::6xhis gafZ gafY

gafY was amplified by PCR from genomic DNA using NTO2691+NTO2692. PCR products were purified from gel and assembled to NdeI-KpnI cut pCOLA-Duet1::6xhis *gafZ* using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pCOLADuet-1::6xhis rpoD gafY

rpoD was amplified by PCR from genomic DNA using NTO4289+NTO4290. PCR products were purified from gel and assembled to EcoRI-HindIII cut pCOLA-Duet1::6xhis *gafZ* *gafY* using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pCOLADuet-1::6xhis rpoD (domain 3+4)

pCOLADuet-1::6xhis *rpoD* *gafY* was cut with NdeI and KpnI to remove the *gafY* insert. The backbone containing 6xhis *rpoD* was treated with Klenow to blunt the ends and ligated using T4 ligase. The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was purified and verified by Sanger sequencing. The plasmid was subsequently cut with EcoRI-HindIII to remove the *rpoD* insert. The newly generated backbone was ligated to EcoRI-HindIII cut *rpoD*3+4

fragment which was amplified by PCR using NTO4349+NTO4290. The ligation reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pET15b::gafY

gafY orf was amplified by PCR using NTO4346 and NTO4347. PCR products were purified from gel and assembled to NcoI-BamHI-cut pET15b using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNPTS138:: Δ gafZ

To delete *gafZ*, the flanking regions (~500bp) of the deletion site were amplified by PCR using NTO2634+NTO2635, NTO2636+NTO2637. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into Δ *lacA* cells to make NTS3086.

pNPTS138:: Δ rogA

To delete *rogA*, the flanking regions (~500bp) of the deletion site were amplified by PCR using NTO2194+NTO2195, NTO2196+NTO2197. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing, and introduced into Δ *lacA* cells to make NTS3011, into NTS3086 to make NTS3124, and into *C. crescentus* CB15N to make NTS2240.

pNPTS138::terT1

terT1 was amplified by PCR from pBXMCS-2 using NTO4151 and NTO4152. PCR products were purified from gel and assembled to BamHI-HindIII-cut pNPTS138 using 2x Gibson mastermix following the manufacturer's instruction. The Gibson reaction was used to transform chemically competent *E. coli* DH5 α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864::PgtaT (-153 to +229) + terT1

terT1 was restricted out from pNPTS138::terT1 as a BamHI-HindIII-cut fragment and ligated to BamHI-HindIII-cut pNTP2864::PgtaT (-153 to +229). The ligation reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

pNTP2864:: terT1

pNTP2864:: PgtaT (-153 to +229) + terT1 was cut with EcoRI-KpnI to remove the PgtaT (-153 to +229), blunted with DNA polymerase I (NEB) and re-ligated using T4 ligase (NEB). The ligation mixture was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was verified by Sanger sequencing.

pNTP2864::PrsaA + terT1

PrsaA was removed from pNPTS138::PrsaA as an EcoRI-KpnI fragment and ligated to EcoRI-KpnI-cut pNTP2864::PgtaT (-153 to +229) + terT1. The ligation reaction was used to transform chemically competent *E. coli* DH5α cells. The resulting plasmid was sequence verified by Sanger sequencing.

The *rogA::tet^R* allele from NTS2275 was introduced by ΦCr30-mediated transduction to generate *ΔrogA::tetracyclineR* containing mutants.

The *spoT::tet^R* allele from NTS2374 was introduced by ΦCr30-mediated transduction into NTS2240 to generate NTS2685

SUPPLEMENTARY REFERENCES

1. Arellano, B. H., Ortiz, J. D., Manzano, J. & Chen, J. C. Identification of a dehydrogenase required for lactose metabolism in *Caulobacter crescentus*. *Appl. Environ. Microbiol.* **76**, 3004–3014 (2010).
2. Thanbichler, M., Iniesta, A. A. & Shapiro, L. A comprehensive set of plasmids for vanillate- and xylose-inducible gene expression in *Caulobacter crescentus*. *Nucl. Acids Res.* **35**, e137–e137 (2007).
3. Tran, N. T. *et al.* Permissive zones for the centromere-binding protein ParB on the *Caulobacter crescentus* chromosome. *Nucleic Acids Res* **46**, 1196–1209 (2018).

4. Gozzi, K., Tran, N. T., Modell, J. W., Le, T. B. K. & Laub, M. T. Prophage-like gene transfer agents promote *Caulobacter crescentus* survival and DNA repair during stationary phase. *PLOS Biology* **20**, e3001790 (2022).

# Supplementary material for: Control of a gene transfer agent cluster in Caulobacter crescentus by transcriptional activation and anti-termination
**Source:** Nat Commun. 2024 Jun 4;15:4749. doi: 10.1038/s41467-024-49114-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Coding sequences and their annotated functions on the main CcGTA cluster

File Name: Supplementary Data 2

Description: Strains, plasmids, and oligonucleotides in this study

File Name: Supplementary Data 3

Description: List of ChIP-seq data used in this study

File Name: Supplementary Data 4

Description: Statistics of MACS2-detected ChIP-seq peaks in this study

# Supplementary material for: Control of a gene transfer agent cluster in Caulobacter crescentus by transcriptional activation and anti-termination
**Source:** Nat Commun. 2024 Jun 4;15:4749. doi: 10.1038/s41467-024-49114-2
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Amersham Imager 600 (GE Healthcare), BIORAD CFX96 software
Data analysis	Adobe Illustrator v. 28 (Adobe), Excel 365 (Microsoft), bowtie 1 (https://bowtie-bio.sourceforge.net/index.shtml), bedtools 2.17.0 (https://bedtools.readthedocs.io/en/latest/), samtools 0.1.19 (http://www.htslib.org/), MACS2 (https://pypi.org/project/MACS2/), R 3.2.4 (https://www.r-project.org/), and GraphPad Prism 10 (https://www.graphpad.com/)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All relevant data are provided within the manuscript and supplementary files. ChIP-seq data have been uploaded to the GEO repository (accession code: GSE247216). Data in the GEO are fully accessible to the public domain and reviewers.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	NA
Reporting on race, ethnicity, or other socially relevant groupings	NA
Population characteristics	NA
Recruitment	NA
Ethics oversight	NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical test was used to determine sample size. The sample sizes are based on established protocols and the potential to provide reliable and representative data. Note that all experiments are in-bulk, population averaged of ~millions individual bacteria.
Data exclusions	No data were excluded from the analyses
Replication	We routinely analyzed multiple independent strains to verify the phenotypes observed. All experiments were performed at least twice to ensure reproducibility, and similar results were obtained throughout.
Randomization	Strains for different experiments were selected randomly for inoculation from plate. All strains were grown under similar conditions, hence are equivalent at the start of the experiment. Observed differences are due to the difference in genotype of analyzed strains in this study.
Blinding	This was not necessary for this in-bulk/population-averaged microbiology study. All strains were grown under similar conditions, hence are equivalent at the start of the experiment. Observed differences are due to the difference in genotype of analyzed strains in this study.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	anti-FLAG antibody (Sigma Aldrich, Cat# F7425-.2MG), anti-V-SVG antibody (Sigma Aldrich, Cat#A1970-1ML), anti-GafY polyclonal antibody (custom made, Biosynth Laboratories Limited UK), anti-CCNA03882 (GtaL) polyclonal antibody (custom made, Biosynth Laboratories Limited UK), anti-ParB polyclonal antibody (custom made, Biosynth Laboratories Limited UK). Dilution factor was reported in the Methods section of the manuscript.
Validation	The specificity of all antibodies, especially custom-made polyclonal antibodies, used in this study was verified against lysates from deletion mutant strains or non-tagged strains of <i>Caulobacter crescentus</i> . Validation of commercially available antibodies was based on technical data sheets from manufacturers.<br>anti-FLAG antibody (Sigma Aldrich, Cat# F7425-.2MG): https://www.sigmaaldrich.com/GB/en/product/sigma/f7425#product-documentation<br>anti-V-SVG antibody (Sigma Aldrich, Cat#A1970-1ML): https://www.sigmaaldrich.com/GB/en/product/sigma/a1970#product-documentation

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247216<br><i>May remain private before publication.</i>

Files in database submission	See Supplementary table 3 for the list of ChIP-seq used in this study:<br><br>ChIP-seq samples Genetic backgrounds antibody replicates Source<br>sample 1 CB15N WT anti-FLAG replicate 1 This study<br>sample 2 CB15N WT anti-FLAG replicate 2 This study<br>sample 3 CB15N ihfB::ihfB-flag anti-FLAG replicate 1 This study<br>sample 4 CB15N ihfB::ihfB-flag anti-FLAG replicate 2 This study<br>sample 5 ΔrogA anti-FLAG replicate 1 This study<br>sample 6 ΔrogA anti-FLAG replicate 2 This study<br>sample 7 ΔrogA ihfB::ihfB-flag anti-FLAG replicate 1 This study<br>sample 8 ΔrogA ihfB::ihfB-flag anti-FLAG replicate 2 This study<br>sample 9 ihfA::ihfA-flag anti-FLAG replicate 1 This study<br>sample 10 ihfA::ihfA-flag anti-FLAG replicate 2 This study<br>sample 11 ΔrogA ihfA::ihfA-flag anti-FLAG replicate 1 This study<br>sample 12 ΔrogA ihfA::ihfA-flag anti-FLAG replicate 2 This study<br>sample 13 ΔrogA gtaT IBE (TT to GG) anti-FLAG replicate 1 This study<br>sample 14 ΔrogA gtaT IBE (TT to GG) anti-FLAG replicate 2 This study<br>sample 15 ΔrogA gafY IBE (TT to GG) anti-FLAG replicate 1 This study<br>sample 16 ΔrogA gafY IBE (TT to GG) anti-FLAG replicate 2 This study<br>sample 17 ΔrogA gtaT IBE (TT to GG) ihfB::ihfB-flag anti-FLAG replicate 1 This study<br>sample 18 ΔrogA gtaT IBE (TT to GG) ihfB::ihfB-flag anti-FLAG replicate 2 This study<br>sample 19 ΔrogA gafY IBE (TT to GG) ihfB::ihfB-flag anti-FLAG replicate 1 This study<br>sample 20 ΔrogA gafY IBE (TT to GG) ihfB::ihfB-flag anti-FLAG replicate 2 This study<br>sample 21 ΔrogA gtaT IBE2-3-4-5 (TT to GG) anti-FLAG replicate 1 This study<br>sample 22 ΔrogA gtaT IBE2-3-4-5 (TT to GG) anti-FLAG replicate 2 This study<br>sample 23 ΔrogA gtaT IBE2-3-4-5 (TT to GG) ihfB::ihfB-flag anti-FLAG replicate 1 This study<br>sample 24 ΔrogA gtaT IBE2-3-4-5 (TT to GG) ihfB::ihfB-flag anti-FLAG replicate 2 This study<br>sample 25 ΔrogA anti-GafY replicate 1 Gozzi et al (2022)<br>sample 26 ΔrogA anti-GafY replicate 2 Gozzi et al (2022)<br>sample 27 ΔrogA ΔgafY anti-GafY replicate 1 Gozzi et al (2022)

sample 28 Δ rogA Δ gafY anti-GafY replicate 2 Gozzi et al (2022)
 sample 29 Δ rogA anti-FLAG replicate 1 Gozzi et al (2022)
 sample 30 Δ rogA anti-FLAG replicate 2 Gozzi et al (2022)
 sample 31 Δ rogA gafZ::gafZ-FLAG anti-FLAG replicate 1 Gozzi et al (2022)
 sample 32 Δ rogA gafZ::gafZ-FLAG anti-FLAG replicate 2 Gozzi et al (2022)
 sample 33 Δ rogA rpoC::rpoC-3xflag anti-FLAG replicate 1 This study
 sample 34 Δ rogA rpoC::rpoC-3xflag anti-FLAG replicate 2 This study
 sample 35 Δ rogA gafZ::gafZ-FLAG nusA::vsvg-nusA anti-VSVG replicate 1 This study
 sample 36 Δ rogA gafZ::gafZ-FLAG nusG::vsvg anti-VSVG replicate 1 This study
 sample 37 Δ rogA gafZ::gafZ-FLAG nusE::vsvg-nusE anti-VSVG replicate 1 This study
 sample 38 Δ rogA gafZ::gafZ-FLAG anti-VSVG replicate 1 This study
 sample 39 Δ rogA gafZ::gafZ-FLAG nusA::vsvg-nusA anti-VSVG replicate 2 This study
 sample 40 Δ rogA gafZ::gafZ-FLAG nusG::vsvg anti-VSVG replicate 2 This study
 sample 41 Δ rogA gafZ::gafZ-FLAG nusE::vsvg-nusE anti-VSVG replicate 2 This study
 sample 42 Δ rogA gafZ::gafZ-FLAG anti-VSVG replicate 2 This study
 sample 43 Δ rogA gafZ::gafZ-FLAG ZBE* anti-FLAG replicate 1 This study
 sample 44 Δ rogA gafZ::gafZ-FLAG ZBE* anti-FLAG replicate 2 This study
 sample 45 Δ rogA gafZ::gafZ-FLAG ZBE* anti-GafY replicate 1 This study
 sample 46 Δ rogA gafZ::gafZ-FLAG ZBE* anti-GafY replicate 2 This study
 sample 47 Δ rogA YBE* anti-GafY replicate 1 This study
 sample 48 Δ rogA YBE* anti-GafY replicate 2 This study
 sample 49 Δ rogA rpoD::flag-rpoD anti-FLAG replicate 1 This study
 sample 50 Δ rogA rpoD::flag-rpoD anti-FLAG replicate 2 This study

Genome browser session
 (e.g. [UCSC](#))

Not applicable because there is no UCSC browser for the reference genome of a bacterium *Caulobacter crescentus* NA1000. However, all processed data have been uploaded to GEO and are available to the public, and actual ChIP-seq profiles are shown in the figures in the manuscript.

Methodology

Replicates	x2 biological replicates for each ChIP-seq experiment
Sequencing depth	2.3 to 12 million reads for each ChIP-seq experiment (on average 7.9 million reads per sample), single-end 50nt-75nt reads (see Supplementary Data 3)
Antibodies	anti-FLAG antibody (Sigma Aldrich, Cat# F7425-.2MG), anti-V-SVG antibody (Sigma Aldrich, Cat#A1970-1ML), anti-GafY polyclonal antibody (custom made, Biosynth Laboratories Limited UK), anti-CCNA03882 (GtaL) polyclonal antibody (custom made, Biosynth Laboratories Limited UK)
Peak calling parameters	MACS2 program was employed for peak calling, using the following command for example:<br>macs2 callpeak -t ./IHF_exp/output.sorted.bam -c ./IHF_control/output.sorted.bam -f BAM -g 4e+6 -m 2,30 -n IHFexpvscontrol<br>macs2 callpeak -t ./IHF_exp/output.sorted.bam -c ./IHF_control/output.sorted.bam -f BAM -g 4e+6 --nomodel -n IHFexpvscontrol
Data quality	2.3 to 12 million reads were used for each ChIP-seq experiments (on average 7.9 million reads per sample) (see Supplementary Table S3). We also only consider MACS2-called peaks with fold enrichment > 4 (for narrow peaks) and >2 (for broad peaks) and $-\log_{10}(\text{FDR } q \text{ value}) > 200$ in both replicates. And peaks described in the manuscripts were also inspected visually in both replicates. ChIP-seq peaks above IBE 4 and 5 were not reliably detected by MACS2 but have recognizable IHF-binding motif and were further characterized in Supplementary Fig. 2.
Software	For analysis of ChIP-seq data, Hiseq 2500 or NextSeq 550 Illumina short reads (50 bp/75 bp) were mapped back to the <i>C. crescentus</i> NA1000 reference genome (NCBI Reference Sequence: NC-011916.1) or appropriate reference genomes with mutations at the IBE/YBE/ZBE, using Bowtie 1 and the following command: bowtie -m 1 -n 1 -best -strata -p 4 -chunkmbs 512 NA1000-bowtie -sam *.fastq > output.sam. Subsequently, the sequencing coverage at each nucleotide position was computed using BEDTools using the following command: bedtools genomecov -d -ibam output.sorted.bam -g NA1000.fna > coverage_output.txt. When necessary, MACS2 were employed to call peaks. Finally, ChIP-seq profiles were plotted with the x-axis representing genomic positions and the y-axis is the number of reads per base pair per million mapped reads (RPBPM) or number of reads per kb per million mapped reads (RPKPM) using custom R scripts. For the list of ChIP-seq datasets in this study, see Supplementary Data 3.

How the deposited data were processed for this re-analysis (not part of the article)

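The series holds 42 ChIP-seq libraries of *C. crescentus* from stationary phase, 21 groups of 2 biological replicates. The anti-FLAG groups are untagged wild type and *∆rogA*, IHFβ-FLAG and FLAG-IHFα in both, the IBE1, IBE6 and IBE2-3-4-5 mutants with and without IHFβ-FLAG, RpoC, RpoD, and FLAG-GafZ in ZBE* cells. The anti-VSVG groups are NusA, NusG, NusE and cells with no VSVG tag, and the anti-GafY groups are ZBE* and YBE* cells. Sample labels were joined to Supplementary Data 3 by the sample number, which also gives the mapped reads and the replicate number. The labels call the mutated GafZ and GafY elements ZBE5 and YBE6, taken here as the paper's ZBE* and YBE*.

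The deposited values are coverage, the read depth at each position of the chromosome, made by the authors. According to their methods they aligned reads of 50 or 75 bp with Bowtie 1, keeping reads that map to 1 place with at most 1 mismatch in the seed, and mapped mutants to references carrying the mutations. They called peaks with MACS2. The paper gives the version of BEDTools, which computed the coverage. It gives none for MACS2 and only the major version of Bowtie. Total depth divided by mapped reads is 51.0 in 33 libraries and 76.0 in 9, so 2 read lengths are mixed. The longer reads are replicate 2 of NusA, NusG, NusE, the VSVG control, FLAG-GafZ, RpoD and YBE*, and both ZBE* anti-GafY libraries. Scaling to the total depth takes this difference out and was run as an alternative.

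Depth was divided by the mapped reads of each library, giving the unit RPBPM. The paper's plots carry a smaller scale, depth over total depth, so values here are larger by a factor of 51.0 or 76.0, according to the read length of the library. The mean depth per position of the libraries, replicate 1 and 2, is as follows. Untagged wild type has 130.7 and 138.7, untagged *∆rogA* 112.6 and 140.2, wild-type IHFβ 125.5 and 134.8, *∆rogA* IHFβ 138.9 and 129.7, wild-type IHFα 132.7 and 146.4, and *∆rogA* IHFα 115.3 and 161.4. The untagged IBE1, IBE6 and IBE2-3-4-5 mutants have 122.2 and 143.9, 112.5 and 29.9, and 124.5 and 139.2, and the tagged ones 131.5 and 107.7, 124.8 and 92.6, and 141.8 and 100.9. RpoC has 117.8 and 119.6, RpoD 92.4 and 111.0, FLAG-GafZ 83.1 and 108.6, NusA 85.1 and 77.5, NusG 95.5 and 103.6, NusE 78.3 and 90.2, the VSVG control 83.7 and 74.5, ZBE* anti-GafY 44.6 and 91.8, and YBE* 85.0 and 103.0. From 88.2 (untagged IBE6 mutant, replicate 2) to 426.5 reads (untagged IBE1 mutant, replicate 2) touch a bin of 100 bp at the median depth, a counting error of 10.65 to 4.84%. Between 1.087 and 1.206% of positions are empty in a library, and 0 files are identical.

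Bins of 100 bp, IHF regions, elements, genes and GafY regions were averaged and compared on log2(RPBPM + 1) with limma 3.58.1 in R 4.3.3, with data.table 1.17.8. The other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Because the values are depth and not counts of reads, tests made for counts were not used. Items with a mean below 1 RPBPM in the control libraries were left out (39977 of 40429 bins were kept for IHF). P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The minimum log2 fold is 2 for IHF peaks, 1 for genes, IHF changes in the mutants and GafY bins, and 0.5 for untagged coverage; RpoD, FLAG-GafZ and the effect of *rogA* have none. IHF, mutant, FLAG, VSVG, untagged and anti-GafY libraries were fitted apart, with 6, 8, 4, 4, 5 and 2 residual degrees of freedom. With 2 libraries per group an exact permutation test cannot reach the threshold, so none was run. Overlaps were set against 1000 circular shifts of the peaks, and the effects of *rogA* on the 2 subunits against 1000 simulations with shared controls. GafY regions were read as fold over the median bin 2 to 10 kb away.

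These comparisons, thresholds, alternatives and the rule for naming genes were fixed before the data were examined, though the paper's Supplementary Data 4 had been read. The rule names the elements and promoters of the paper, the genes of Supplementary Data 1, *gafY*, *gafZ*, *rsaA* and the genes of the tagged proteins. It adds the 4 members of each gene list with the largest change, and the 10 largest of each count whose replicates all lie on 1 side of every control. Changed peaks of the mutants are all named where there are 10 or fewer. Gene lists came from gene symbols, as the table of genes gives no products or strands: 671 of 4097 genes have a symbol. Translation factors (1 member), ATP synthase (2) and TonB receptors (0) were too small and were not tested. All 21 genes of Supplementary Data 1 have the same coordinates in the table.

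The genome sequence was not used here, and 3 steps set out beforehand were changed for it. IBE1 and IBE6 were placed at the median summit of Supplementary Data 4, and IBE2 to IBE5 at maxima of *∆rogA* IHFβ coverage after a running mean over 31 bp. An IHF peak counts for a gene within 300 bp of either end, not only upstream of the start. The consensus of IHF sites was not built. The 10 GafY regions of Supplementary Fig. 3 were placed by eye and moved to the highest anti-GafY coverage within 1 kb. GafZ and GafY libraries with intact elements were not analysed here.

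Alternatives were pseudocounts of 0.1 and 5, scaling to the median bin and to the total depth, no filter, a block for replicate number, leaving out each library, and choices specific to a comparison (bin width, joining, fold, overlap, distance, control). Settings added after the data were seen are a mean-variance trend in limma, IHF libraries scaled to the median of the IHF regions, only items at 0 in every library left out, and division by the coverage trend along the chromosome.

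The tests were tried on simulated data with known changes. For IHF bins 100% of changes of 2.5 were found, with 0 of 39777 unchanged bins called. For the effect of *rogA* 85.1% of changes of 0.5 and 98.5% of 1 were found (3 of 201 unchanged regions called), and in the IBE1 mutant 95.5% of -1.25 (0 of 201). For RpoC 82.1% of log2 folds of 1.25 were found and 100% of 2 (3 of 3839 unchanged genes called). For NusA 17.9, 43.3 and 74.2% of 1.25, 1.5 and 2 were found (2 of 3843), and for NusE 17.9, 31.3 and 77.3% (3). For GafY 0, 16.4 and 69.7% of 1.5, 2 and 3 were found (0 of 39791 bins).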

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

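The tests that weigh explanations in this part were chosen only after the results were seen.

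IHFβ was lower at 357 of 401 regions in the IBE2-3-4-5 mutant, though only IBE2 to IBE5 were changed. Lower recovery of IHF-bound DNA would lower all regions alike. The SD of the changes, 0.228, is below the larger SD of the other mutants, but this bound cannot show an even fall. Some of the steepest falls lie at GafY regions, such as CCNA_02175 (-2.00), CCNA_03818 (-1.92) and CCNA_01824 (-1.90). Untagged coverage there is 14.38, 18.58 and 14.96 RPBPM in the mutant and 7.35, 12.11 and 8.75 in *∆rogA*. Between the tagged libraries alone these changed by -1.117, -1.339 and -1.184, around the median of -1.228. Lower sequencing depth speaks less well: IHFβ libraries with fewer reads than this mutant keep a median enrichment of 1.882 or more, against its 1.55 and 1.03. Less IHF on the chromosome of this strain might look the same, and the bound of 0.305 from the other mutants cannot tell it from lower recovery. With the IHF libraries scaled to the median of the peaks IBE1 is still changed by -1.006. Between the tagged libraries alone it changed by -1.317, against a median of -1.228 over the regions, while untagged coverage there is 19.28 RPBPM in the mutant and 9.82 in *∆rogA*.

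At the region of IBE2 to IBE5 (3026201 to 3026900) IHFβ changed by -0.697 between wild type and *∆rogA*, while IBE1 and IBE6 passed no test. Raised coverage of the untagged control in *∆rogA* is unlikely to be the cause, as the tagged libraries alone give -0.685. Lower recovery of IHF-bound DNA is unlikely too, as the median over all regions is -0.045. Transcription through the GTA cluster could push IHF off. In the IBE1 and IBE6 mutants the region stands at percentile 97.8 and 88.778 of all regions after scaling to the peaks, and the lower of these cannot tell.

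In untagged *∆rogA* cells coverage near coordinate 1 is above that at the opposite point by a mean log2 of 0.45 ± 0.028, and in wild type it is not (-0.036). Over all untagged libraries the lowest with GTA on is 0.122 above the highest with GTA off. A steady trend with depth is unlikely to explain it: libraries with GTA off whose depth lies between the 2 replicates of a strain with GTA on stay at least 0.228 below both, and replicates differ by at most 0.066. Whether the state of the GTA cluster is tied to it stays open. The IHFβ libraries part the same way by 0.042, but with the ZBE* libraries, which come from cells that make no GTA (0.083 to 0.163), the order over all these libraries fails by -0.031, less than replicates differ (up to 0.117). With 2 against 3 strains the smallest one-sided p is 0.1. A difference in the stage of growth at harvest could do the same, since untagged libraries with GTA off alone span 0.33.

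Between CCNA_02178 and CCNA_02179 IHFβ changed by -1.146 in *∆rogA*. Between CCNA_00664 and CCNA_00665 it changed by 1.334, and next to *mipZ* by 1.093. In the IBE1 mutant IHFβ by *hfsJ* changed by -1.297 after scaling to the peaks; untagged coverage there is 22.3 RPBPM in the mutant and 12.1 in *∆rogA*. In the IBE6 mutant the changes after that scaling are -1.321 near *malA*, -1.209 at 2984901 and -1.023 between CCNA_01785 and CCNA_01786. Between the tagged libraries alone they are -1.332, -0.508 and -0.671, against a median of -0.439 over the regions. Untagged coverage of the GTA cluster is above *∆rogA* in the IBE2-3-4-5 mutant by a median log2 of 0.738. NusG at CCNA_03212 reaches a log2 fold of 4.106, with 784.6 ± 537.7 RPBPM. FLAG-GafZ in ZBE* cells reaches 2.283 at the RNA gene CCNA_R0082. Anti-GafY at 1682601 to 1683100 is 22.76 times the median bin with no IHF peak.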

How the results depend on the processing

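In this part, limma with a mean-variance trend, IHF libraries scaled to the median of the peaks, only items at 0 in every library left out, and division by the coverage trend along the chromosome were chosen only after the result was seen. Of 1995 values of the comparisons under another setting 1840 were the same as reported, 15 weaker, 7 stronger, 132 moved and 1 reversed. For the 368 named genes and peaks 6174 of 6535 values were the same, 310 weaker, 51 stronger and 0 reversed, among them 63 weaker at a log2 fold over 2 and 30 at the median bin. Every alternative gave a value, and causes were not tested unless one is named.

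With a log2 fold over 3 the IHF peaks number 179 (IHFβ wild type), 181 (IHFβ *∆rogA*), 192 (IHFα wild type) and 185 (IHFα *∆rogA*). At a log2 fold over 2 RpoC is enriched at 131 genes, NusA at 32, NusG at 93 and NusE at 1; cluster genes are 11 for NusA, 11 adjusted over the list alone, and 0 for NusE over the list alone; GafY has 1 higher region.

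A pseudocount of 5 brings the share of wild-type IHFα peaks with IHFβ to 93.9%, lower peaks to 3 (IBE1 mutant) and 16 (IBE6 mutant), NusE to 7 genes and 1 of the cluster, higher GafY regions to 35, and untagged coverage in *∆rogA* to 8 genes higher, 11 lower and 0 of the cluster.

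Scaling to the median bin brings the share of *∆rogA* IHFα peaks with IHFβ to 92.4%, the regions higher in *∆rogA* to 10 (IHFβ) and 8 (IHFα), lower peaks to 14 (IBE1 mutant) and 90 (IBE6 mutant), RpoC to 793 genes, NusA to 149, NusG to 532, NusE to 0 and to 0 of the cluster over the list alone, FLAG-GafZ to 6 cluster genes lower, and GafY to 1 higher region. Scaling to the total depth brings FLAG-GafZ to 5 cluster genes lower, NusA to 128, NusE to 0 and GafY to 1.

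In the mutants the tagged strains alone give 3 (IBE1) and 18 (IBE6) lower peaks. No minimum change gives 183 and 290, and IBE5 in the IBE6 mutant (-0.55) then passes (adjusted p 0.0346, limma with Benjamini-Hochberg). IHF libraries scaled to the median of the peaks give 2, 4 and, in the IBE2-3-4-5 mutant, 1, where IBE6 is weaker (-0.83, under the minimum change).

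With no filter on low values RpoD passes at 0 regions (*gafYZ* 1.56, adjusted p 0.1; *gtaT* 1.67, adjusted p 0.119; limma with Benjamini-Hochberg), NusE at 0 genes and GafY at 0 regions (*gtaT* promoter 3.02, adjusted p 0.301). Items at 0 in every library are the cause, as leaving out only these gives 8 RpoD regions, 3 NusE genes and 8 GafY regions.

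A block that pairs libraries by replicate number, which in the VSVG groups is also the read length and which no source ties to a shared day, gives 151 genes for NusA and 0 for NusE. The trend in limma gives 136 and 0, and 1 GafY region. Dividing by the coverage trend leaves 6 genes higher in untagged *∆rogA*, and 2 of the cluster.

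For the drop beyond *gtaT*, subtracting the control gives -0.367 for RpoC, against 0.24, -1.14 for NusA, -1.44 for NusG and -1.27 for NusE. With a window of the shorter width RpoC has 0.274, NusA -0.319 and FLAG-GafZ 0.492.

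RpoC with NusA, NusG and NusE correlates at 0.855, 0.839 and 0.852 by Spearman's rho, and at 0.415, 0.362 and 0.315 divided by the control. So divided, NusA with NusG has 0.963, NusA with NusE 0.933 and NusG with NusE 0.931. On log2(RPBPM + 1) RpoC has 0.849 with NusA and 0.881 with NusG, and NusG with NusE 0.932. In 100-bp bins RpoC with NusE has 0.821.

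Leaving out 1 library, its partner being assumed to vary like the other groups, gives these lowest and highest values. For the effect of *rogA*, the IHFβ regions lower run from 6 (without *∆rogA* IHFβ-FLAG replicate 2) to 101 (without wild-type IHFβ-FLAG replicate 2), with 21 without *∆rogA* IHFβ-FLAG replicate 1 and 18 without any 1 of the untagged libraries. Those higher run from 12 (without *∆rogA* IHFβ-FLAG replicate 2; 14 without replicate 1) to 47 (without wild-type IHFβ-FLAG replicate 1), with 13 without untagged wild-type replicate 2 and 15 without either untagged *∆rogA* library. The IHFα regions lower run from 11 (without wild-type FLAG-IHFα replicate 1; 13 without replicate 2) to 76 (without either wild-type IHFβ-FLAG library), with 14 and 16 without untagged wild-type replicate 1 and 2, 16 and 21 without untagged *∆rogA* replicate 1 and 2, and 18 without *∆rogA* FLAG-IHFα replicate 1. Those higher run from 8 (without wild-type FLAG-IHFα replicate 2) to 20 (without wild-type IHFβ-FLAG replicate 1), with 9 without any 1 of the untagged libraries or wild-type FLAG-IHFα replicate 1, and 10 without *∆rogA* FLAG-IHFα replicate 1. Lower peaks of the IBE1 mutant run from 3 (without its tagged replicate 2) to 8 (without its untagged replicate 2 or tagged replicate 1), and those of the IBE2-3-4-5 mutant from 215 (without its tagged replicate 2) to 398 (without its tagged replicate 1). NusA runs from 43 genes (without its replicate 2) to 87, with 56 without its replicate 1 and 49 and 46 without VSVG control replicate 1 and 2. NusG runs from 114 (without VSVG control replicate 1) to 213, with 115 without its replicate 2. NusE runs from 0 (without its replicate 1 or VSVG control replicate 2) to 3, with 1 without its replicate 2 or VSVG control replicate 1, and over the cluster list alone from 0 (the same 2 libraries) to 13. Higher GafY regions run from 1 (without ZBE* replicate 2; 4 without replicate 1) to 509 (without YBE* replicate 2), and lower ones from 0 to 7 (without YBE* replicate 2). RpoD holds 6 to 9 of the 10 regions, CCNA_02456/CCNA_02457 (0.87 to 1.26) and CCNA_01333 (0.95 to 1.82) being lost and CCNA_02506 (0.48 to 0.97) gained with some libraries out.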

Differences from the paper's values

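The alternatives in this part were set before the data were examined. The rule for a difference is a gap of over 1.5 times that also exceeds the larger SD; of 19 values set beside the paper's, 9 differ by it and 10 do not.

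Supplementary Data 4 gives the fold of each peak over its control at the summit, and the paper's value here is the mean of its 2 replicates. Those folds come from MACS2, for which the paper gives only example commands. The values here divide the mean scaled depth over 100 bp around the summit by that of the control library. The 2 measures are unlike, so a gap between them does not show that the data differ. For IHFβ in *∆rogA* the paper's value is 8.585 at IBE6 and the value here 15.47, at IBE1 the paper's is 8.4 and here 15.09, and at the summit shared by IBE3 to IBE5 the paper's is 4.615 and here 9.043. For IHFα the paper's value is 8.38 at IBE6 and here 14.88, at IBE1 the paper's is 8.275 and here 15.39, and at IBE3 to IBE5 the paper's is 4.585 and here 9.134. A pseudocount of 5 RPBPM brings these 6 within the rule (11.7, 11.29, 6.744, 11.28, 11.5 and 6.835), and a pseudocount of 0.1, scaling to the median bin and scaling to the total depth do not.

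For RpoD the paper's value is 2.95 at the *gafYZ* promoter and the value here 4.451, and at the *gtaT* promoter the paper's is 2.785 and here 4.675. A pseudocount of 5 (3.722 and 3.868), scaling to the median bin (3.812 and 3.918) and scaling to the total depth (3.653 and 3.749) bring both within the rule, and a pseudocount of 0.1 does not.

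For NusG over the GTA cluster, read at the summit of a listed peak of each replicate, the paper's value is 4.785. The value here is 24.19, with an SD of 18.7 between the 2 replicates. None of the 4 alternatives closes the gap, and all of them keep the depth ratio as the measure. Pseudocounts of 0.1 and 5 give 24.68 and 22.24, and scaling to the median bin and the total depth 34.66 and 23.97.

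The paper counts 430 IHF peaks at a log2 fold above 2 and a q-value threshold far below the 0.05 used here. The counts here, 344, 368, 374 and 366, lie within the rule, and so do those with bins of 50 bp (392, 425, 434 and 431) and with scaling to the median bin (491, 464, 528 and 473). Outside it are bins of 200 bp (272, 269, 280 and 267), a log2 fold over 3 (179, 181, 192 and 185) and, for IHFβ only, a pseudocount of 5 (278 and 283).

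On the paper's plots the highest IHFβ coverage in *∆rogA*, read by eye, is about 4.5 at IBE6 and about 4.3 at IBE1; on that scale the values here are 4.348 and 3.985, which are 221.8 and 203.2 RPBPM.

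The paper states that IHF binds DNA independently of RogA. Here 322 of 401 regions passed no test, but 49 changed in the same direction for both subunits, IBE2 to IBE5 among them. It also states that mutating IBE1 or IBE6 removed IHF at that place only. Here 1 other region in the IBE1 mutant and 3 in the IBE6 mutant are lower even with the IHF libraries scaled to the median of the peaks, a setting chosen after seeing the values. The first, by *hfsJ*, has untagged coverage of 22.3 RPBPM in the mutant and 12.1 in *∆rogA*. In the IBE6 mutant untagged coverage is 9.27 against 3.65 at 2984901 and 12.48 against 6.61 between CCNA_01785 and CCNA_01786. Between the tagged libraries alone these places changed by -0.508 and -0.671, near the median of -0.439 over the regions. The region near *malA* changed by -1.332 in that comparison. For NusE the paper describes signal across the whole cluster; here 0 of 18 genes pass over all genes and 13 over the list alone. Both NusE libraries lie above both controls at all 18 (median log2 fold 1.19), and the test finds only 31.3% of simulated log2 folds of 1.5.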

Other observations

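In this part the maps of RpoD away from the GafY regions, the untagged libraries of the mutants and the flanks of *rsaA* were looked at only after the values were seen.

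RpoD has 551 places on the chromosome. Its replicate 2 has longer reads than the control libraries, which raises the RpoD values given here in RPBPM and their folds. The standard error of 0.286 is the same at all of the 10 strongest. Among the 10 strongest are those upstream of *dnaA*, the replication initiator (log2 fold 2.76, standard error 0.286; 122.8 ± 56.7 RPBPM against 16.3, n = 2), of the cold-shock gene *cspB* (2.69) and of the S-layer gene *rsaA* (2.64). The others lie in CCNA_01944 and CCNA_R0152 (2.85), between CCNA_02096 and CCNA_02097 (2.75), in CCNA_R0025 and CCNA_R0131 (2.73), between CCNA_01874 and CCNA_01875 (2.645), in CCNA_03612 (2.638) and CCNA_02554 (2.63), and between CCNA_03544 and CCNA_03545 (2.61). Before the start of *rsaA* the highest bin of RpoC is 37.3 and 38.7 times the library's median bin and that of RpoD 5.09 and 5.89 times. Anti-GafY reaches 2.58 and 4.64 times there in ZBE* and 2.91 and 1.77 times in YBE*, FLAG-GafZ 1.34 and 1.47, and untagged cells 1.22 and 1.21. Past the end of *rsaA* RpoC stands at 7.22 and 6.88 times and RpoD at 1.74 and 2.73 times.

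Untagged libraries, which show background and DNA content, also differ between strains. In the IBE2-3-4-5 mutant 48 genes are higher than in *∆rogA* and 0 lower by the minimum log2 change of 0.5 (limma; 876 lower at an unadjusted p under 0.05 with no minimum), all 18 cluster genes among them, from 0.64 at *gtaD* to 0.87 at *gtaT* (36.5 ± 2.14 RPBPM against 19.4). The largest rises are at CCNA_00465 (1.17), the RNA gene CCNA_R0186 (1.165), CCNA_00466 (1.13), CCNA_00469 (1.13) and CCNA_00467 (1.03). In the IBE1 mutant 25 genes are higher and 5 lower, CCNA_00465 (-0.70) and CCNA_00466 (-0.67) being among the lower. In the IBE6 mutant 122 are higher and 123 lower, with *gtaT* at -0.60. Between *∆rogA* and wild type 49 genes are higher and 34 lower. The higher ones are led by *qor* (0.78), the RNA gene CCNA_R0019 (0.71), *parB* (0.67), *chrR* (0.665), CCNA_03834 (0.664) and *parA* (0.66). Of these *qor*, *parB*, CCNA_03834 and *parA* lie near coordinate 1. Also 1 of the 18 cluster genes, *gtaT* (0.57), is higher. With coverage divided by its trend along the chromosome, 6 are higher and 29 lower.

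Some genes are high both in FLAG-GafZ of ZBE* cells and in untagged cells of the IBE1 mutant. Both are read against the same 2 untagged *∆rogA* libraries, which makes such values partly alike by itself, and no test of the likeness was made. FLAG-GafZ in ZBE* cells is high at CCNA_01820 (1.73), CCNA_01821 (1.59), CCNA_00437 (1.39), *hfsJ* (1.38), *hfq* (1.28) and CCNA_00093 (1.26). Untagged cells of the IBE1 mutant are above *∆rogA* at CCNA_01820 (1.35), CCNA_R0082 (1.32), *hfq* (1.153), *hfsJ* (1.152), CCNA_01821 (1.09) and CCNA_00093 (1.06). Anti-GafY has maxima at CCNA_00437 (12.7 times the median bin), CCNA_03637 (9.65), *hfsJ* (6.93) and CCNA_01820 (6.80).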
